# Daily temperature cycles promote alternative splicing of RNAs encoding SR45a, a splicing regulator in maize

**DOI:** 10.1093/plphys/kiab110

**Published:** 2021-03-10

**Authors:** Zhaoxia Li, Jie Tang, Diane C Bassham, Stephen H. Howell

## Abstract

Elevated temperatures enhance alternative RNA splicing in maize (*Zea mays*) with the potential to expand the repertoire of plant responses to heat stress. Alternative RNA splicing generates multiple RNA isoforms for many maize genes, and here we observed changes in the pattern of RNA isoforms with temperature changes. Increases in maximum daily temperature elevated the frequency of the major modes of alternative splices (AS), in particular retained introns and skipped exons. The genes most frequently targeted by increased AS with temperature encode factors involved in RNA processing and plant development. Genes encoding regulators of alternative RNA splicing were themselves among the principal AS targets in maize. Under controlled environmental conditions, daily changes in temperature comparable to field conditions altered the abundance of different RNA isoforms, including the RNAs encoding the splicing regulator SR45a, a member of the *SR45* gene family. We established an “in protoplast” RNA splicing assay to show that during the afternoon on simulated hot summer days, SR45a RNA isoforms were produced with the potential to encode proteins efficient in splicing model substrates. With the RNA splicing assay, we also defined the exonic splicing enhancers that the splicing-efficient SR45a forms utilize to aid in the splicing of model substrates. Hence, with rising temperatures on hot summer days, SR45a RNA isoforms in maize are produced with the capability to encode proteins with greater RNA splicing potential.

## Introduction

As sessile organisms, plants face changing environmental conditions for which they have evolved mechanisms to enhance gene expression plasticity and proteome diversity. One mechanism that contributes to these adaptive properties is alternative splicing (AS). AS produces different RNA isoforms thereby enhancing the complexity of genic output and possibly the repertoire of responses to different environmental conditions (Laloum et al., 2018; Chaudhary et al., 2019; Punzo et al., 2020). AS exerts influence over all aspects of plant growth and development (de Francisco Amorim et al., 2018; Kanno et al., 2018; Szakonyi and Duque, 2018; Petrillo et al., 2020), operation of the circadian clock (James et al., 2012; Cui et al., 2014; Filichkin et al., 2014; Kwon et al., 2014; Nolte and Staiger, 2015; Marshall et al., 2016), flowering transition (Macknight et al., 2002; Cui et al., 2017; Verhage et al., 2017; Park et al., 2019; Wang et al., 2019), the light regulation of rubisco activase (Werneke et al., 1989; Yin et al., 2014), and stress responses (Ding et al., 2014; Feng et al., 2015; Thatcher et al., 2016; Jiang et al., 2017; Keller et al., 2017; Zhu et al., 2017; Laloum et al., 2018).

RNA splicing is catalyzed by spliceosomes, large complexes composed of five small RNAs and numerous proteins (Will and Luhrmann, 2011). The spliceosome is a dynamic structure and assembled on each pre-mRNA that undergoes splicing. RNA splicing is intimately associated with transcription, and cotranscriptional splicing has been found to be widespread in Arabidopsis (*Arabidopsis thaliana*; Li et al., 2020; Zhu et al., 2020). Splicing is a two-step process and in the first step the branch site adenosine attacks the 5′ splice site resulting in a cleaved 5′ exon and an intron-3′ exon lariat intermediate. In the second step, the intron is excised, and the 5′ and 3′ exons are ligated together (Warkocki et al., 2009). AS involves decisions about which introns are to be removed and which exons are to be included in the mature RNA. These decisions in plants are influenced by a group of serine/arginine-rich proteins (SR proteins) acting in *trans* (Reddy and Shad Ali, 2011) and by *cis* regulatory elements on the RNA, such as exon splicing enhancers (ESEs; Chen and Manley, 2009). SR proteins bind to ESEs through RNA recognition motifs (RRMs; Zahler et al., 1992; Graveley, 2000; Maniatis and Tasic, 2002). Twenty-one SR protein genes have been reported for maize (Rauch et al., 2014), and the maize SR proteins, in general, have one or two RRMs near their N-termini and a RS domain near their C-termini (Barta et al., 2010; Manley and Krainer, 2010; Reddy and Shad Ali, 2011). RS domains support protein-protein interactions and are intrinsically disordered regions allowing for broad binding specificity (Haynes and Iakoucheva, 2006). In mammalian cells, SR proteins have been shown to play important roles in “exon definition” splicing site selection by recruiting U1 small nuclear ribonucleoprotein (U1 snRNP) to the 5′ splice site and the U2 auxiliary factor (U2AF) complex and U2 small nuclear ribonucleoprotein (U2 snRNP) to the 3′ splice site (Chen and Manley, 2009).

The genes encoding SR proteins are themselves AS targets. Because of AS, 15 members of the SR protein gene family in Arabidopsis produce 95 different RNA isoforms, potentially increasing the complexity of this family six-fold (Palusa et al., 2007). However, not all isoforms are expected to be functional—many would likely have frame shifts leading to premature translation termination. About 1/3 of the alternatively spliced SR protein RNAs do not even make it to polysomes for translation, and may be retained in the nucleus (Palusa and Reddy, 2015).

AS events arise from five major modes of splicing: exon skipping (ES), intron retention (IR), mutually exclusive exons (MXE, in which the precursor-mRNA (pre-mRNA) contains two adjacent exons but the mature transcript contains only one or the other of the two exons), alternative 5′ donor sites (A5SS) or alternative 3′ acceptor sites (A3SS). The most frequent AS mode in plants is IR, however that depends on the tissues sampled and growth conditions of the plants (Filichkin et al., 2010; Kalyna et al., 2012; Marquez et al., 2012; Mandadi and Scholthof, 2015). More than any other mode, IR tends to produce transcripts with premature termination codons (PTCs) that may be subject to nonsense mediated decay (NMD) or that may be translated to give rise to truncated proteins (Filichkin and Mockler, 2012; Kalyna et al., 2012; Drechsel et al., 2013; Filichkin et al., 2014). Different environmental conditions can lead to changes in the frequency or patterns of AS. Palusa et al. (2007) found that heat and cold affect AS for most SR genes in Arabidopsis. They suggested that environmental stress may alter the phosphorylation status of SR proteins. It has been shown that LAMMER-type protein kinases, such as CDC-like protein kinases, phosphorylate SR proteins in vitro and overexpression of a tobacco (*Nicotiana tabacum*) LAMMER protein kinase in Arabidopsis altered the splicing pattern of some SR proteins (Palusa et al., 2007). CDC-like protein kinases in mammals have been shown to be temperature sensitive and lower body temperatures increase phosphorylation of SR proteins by these kinases both in vitro and in vivo (Haltenhof et al., 2020). Hence, the effects of heat on AS may be related to the phosphorylation state and/or nuclear localization of SR proteins.

We examined AS in maize to determine the genome-wide and gene-specific effects of elevated temperatures on AS. Plants were subjected to elevated temperatures under controlled conditions in the Enviratron (Bao et al., 2019) to simulate field conditions to which plants might be exposed on a hot summer day. We found that increasing daily temperatures had global effects of increasing the frequency of AS, in particular IRs and ESs. The genes most frequently subject to AS at elevated daily temperature were involved in RNA processing, plant development and protein modification/chromosome segregation. It was of interest to find that some of the genes most impacted by AS at elevated daily temperature encode RNA splicing regulators that themselves are involved in AS. To assess environmental effects on AS, we focused our attention on one of the splicing regulators, SR45a, a member of the serine/arginine-rich (SR) protein family, which have been used as models for the study of AS in plants (Ali et al., 2003; Ali et al., 2007; Tanabe et al., 2009; Zhang and Mount, 2009; Yoshimura et al., 2011; Mori et al., 2012; Filichkin et al., 2014; Xing et al., 2015; Jiang et al., 2017). Interestingly, we found in maize that the pattern of different RNA isoforms changed throughout the simulated day with nonproductive RNA isoforms produced in the virtual morning and potentially productive RNA isoforms produced in the warm virtual afternoon. Of special interest, we developed an “in protoplast” RNA splicing system and in using it, we found that the different SR45a RNA isoforms encoded proteins with different efficiencies in the splicing of model RNA substrates. In general, SR45a RNA isoforms with the potential to encode splicing factors with greater splicing efficiencies were produced later in the day as temperatures rose.

## Results

### The effect of elevated temperature on AS

To investigate gene expression events in maize leaves in response to elevated temperature, we analyzed the frequency and pattern of AS in plants subjected to daily temperature cycles in the controlled conditions of the Enviratron (Bao et al., 2019). Following germination, maize plants were grown continuously under conditions in which temperatures were ramped up over 6 h in the virtual morning to a maximum daily temperature (MDT) of 31°C, 33°C, 35°C, or 37°C, and ramped down over 8 h in the virtual evening to 10°C below the MDT (Supplemental Figure S1). As the temperature reached MDT, RNA was extracted and analyzed for AS from the first fully expanded leaf of plants at developmental stage V4 and V5. 

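Poly(A) RNA was sequenced from 24 leaf samples of the inbred line W22, 3 at each of the 4 MDTs at stage V4 (20 DAG) and 3 at each MDT at stage V5 (27 DAG). The 24 libraries held between 38.82 and 48.96 M clean reads (Supplemental Table S1). The authors filtered the reads with SOAPnuke, aligned them to the B73 genome (RefGen_V4) with HISAT2 and detected AS events with rMATS. The methods describe single-end reads of 50 bases, whereas the bases and reads that Supplemental Table S1 lists give 150 bases per clean read. For each event and library the deposited tables give the reads of the inclusion isoform, the reads of the skipping isoform and the inclusion level ψ, in which the reads of each isoform are divided by its effective length. In an IR event the inclusion isoform retains the intron, and in an ES event the skipping isoform lacks the exon. Reads summed over all events of a library ranged at V4 from 1715068 to 2286472 (median 1863584) at 31°C, from 1898461 to 2364126 (median 2206888) at 33°C, from 2414853 to 2533748 (median 2433957) at 35°C and from 1899702 to 2818842 (median 2227516) at 37°C. At V5 they ranged from 3021024 to 3097289 (median 3093015) at 31°C, from 3129380 to 3220211 (median 3181450) at 33°C, from 3103796 to 3378578 (median 3181115) at 35°C and from 2662780 to 2985911 (median 2866433) at 37°C. A read can count toward several events. The inclusion reads of V4 31°C replicates 2 and 3 were recovered from their skipping reads, their ψ and the length ratio of the event, and ψ at V4 33°C was computed from the reads and that ratio. Where the study's own tables list the same events, 197 of 233 recovered counts were exact and all 233 were within 5%. An event without a value in a library was treated as missing rather than as 0. For each comparison with 31°C MDT, events with a mean of at least 10 reads per library and a value in at least 2 of the 3 libraries of each group were tested with a quasi-binomial model of inclusion and skipping reads, whose spread was moderated across events with limma. The rule on missing values was set after the tables had been seen. P-values were adjusted by the Benjamini-Hochberg method within each AS type, and a DAS event had an FDR of at most 1% and a difference of mean ψ above 5 percentage points, the thresholds the paper states. Intervals given for shares are Wilson 95% confidence intervals and cover counting error only. All positions are 1-based coordinates of B73 RefGen_V4, and ψ is given as mean ± SD over the libraries with a value.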

(Developmental stages are defined by the leaf numbers visible in the leaf collars, the light-colored band located at the base of an exposed leaf blade, where the leaf blade attaches to the plant stem. For example, at the V4 stage leaf 4 is visible in the collar.) For the leaves at developmental stage V4 (20 DAG), ∼9,000 different AS events were identified in each sample, out of the ∼4,700 genes experiencing AS at that stage (Supplemental Tables S1 and S2). 

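An AS event counted in a sample when it had at least 1 read of each isoform there. At V4 this gave 9329 ± 230 events per sample (SD, n = 3) at 31°C MDT, 8983 ± 221 at 33°C, 10029 ± 142 at 35°C and 9549 ± 396 at 37°C. The events lay in 4719 ± 117 genes per sample at 31°C, 4588 ± 84.6 at 33°C, 4949 ± 38.7 at 35°C and 4765 ± 160 at 37°C. Every 35°C library held more events (9880 to 10163) than any 31°C library (9083 to 9540), whereas the ranges at 33°C and 37°C overlapped that at 31°C. Requiring at least 2 reads of each isoform lowered the number at 31°C to 6577 ± 213.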

For the leaves at developmental stage V5 (27 DAG), ∼11,000 AS events were identified in each sample, out of the ∼5,600 genes experiencing AS at that stage (Supplemental Tables S1 and S2). 

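At V5, the samples held 11089 ± 55.3 AS events (SD, n = 3) at 31°C MDT, 12957 ± 59.8 at 33°C, 12872 ± 318 at 35°C and 11139 ± 241 at 37°C. The number of genes with AS per sample was 5356 ± 9.17 at 31°C, 5893 ± 25.2 at 33°C, 5851 ± 91.2 at 35°C and 5310 ± 62.4 at 37°C. The 3 libraries at 33°C (12906 to 13023 events) and the 3 at 35°C (12686 to 13239) lay above those at 31°C (11037 to 11147), and those at 37°C (10861 to 11284) spanned the 31°C range.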

ES and IR were the two major types of AS (Supplemental Tables S2 and S3). Together they contributed to 54%–61% of the total differential alternative splicing (DAS) events in maize leaves from plants exposed to higher elevated MDT compared to those at normal temperature (31°C MDT). 

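Among the AS events counted at 31°C MDT at V4, ES was the most frequent type with 2950 ± 117 events per sample (SD, n = 3), followed by A3SS with 2579 ± 46.4 and IR with 2180 ± 38.4. A5SS contributed 1340 ± 33.7 events and MXE 279 ± 9.71. At V5 and 31°C the order of types did not change, with 4005 ± 44.9 ES, 2864 ± 40.3 A3SS, 2339 ± 25.0 IR, 1513 ± 24.5 A5SS and 367 ± 10.1 MXE events. The number of ES events at V5 rose to 5120 ± 61.7 at 33°C and 5392 ± 193 at 35°C and was 3930 ± 83.1 at 37°C. IR events at V5 numbered 2490 ± 9.29 at 33°C, 2399 ± 32.0 at 35°C and 2345 ± 46.6 at 37°C.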

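Of the DAS events called from the deposited reads at V4, IR and ES made up 50% at 33°C/31°C (95% interval 23.7% to 76.3%), 79.2% at 35°C/31°C (66.5% to 88.0%) and 69% at 37°C/31°C (59.4% to 77.2%). At V5 their share was 81.6% at 33°C/31°C (66.6% to 90.8%), 87.1% at 35°C/31°C (80.7% to 91.6%) and 72.2% at 37°C/31°C (62.2% to 80.4%). The shares moved most at V4 33°C/31°C, where an FDR of at most 5% gave 78.8%. Among the events tested in that comparison, 1783 were IR and 1453 were ES.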

The number of DAS events rose when plants were exposed to elevated MDT. 

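At V4, 6087 events could be tested at 33°C/31°C, 6423 at 35°C/31°C and 6251 at 37°C/31°C, and DAS events made up 0.164%, 0.825% and 1.60% of them, respectively. At V5 the numbers tested were 8156, 7842 and 7565, and the shares of DAS events 0.466%, 1.87% and 1.19%. An unadjusted p-value under 0.05 was reached by 562, 929 and 1144 events at V4 and by 1086, 1458 and 1304 events at V5. The threshold on the FDR had a large effect on the counts, which at V5 33°C/31°C rose to 132 events with an FDR of at most 5%. Of the DAS events that the study lists for V4 33°C/31°C, 35°C/31°C and 37°C/31°C (Supplemental Table S4), 27, 71 and 160 could be tested, of which 7, 36 and 78 were DAS events here and 26, 70 and 155 had an unadjusted p-value under 0.05. Of those it lists for V5 33°C/31°C and 35°C/31°C (Supplemental Table S5), 50 and 195 could be tested, of which 18 and 103 were DAS events and 48 and 192 had an unadjusted p-value under 0.05. The study's lists reach an FDR of 0.0487, 0.0498 and 0.0493 at V4 and 0.0482 and 0.05 at V5, above the stated 1%. With an FDR of at most 5% here, 14, 49 and 126 of the listed events were called at V4 and 33 and 165 at V5. The listed events that could not be tested lacked a value in too many libraries, had too few reads or were not found in the deposited tables.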

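Summed over the 3 comparisons with 31°C MDT, 163 DAS events were called at V4 and 275 at V5 from the deposited reads. Because an event can be called in several comparisons, they correspond to 127 distinct events in 111 genes at V4 and 207 distinct events in 168 genes at V5. The stages had 53 of these genes in common. IR accounted for 74 and ES for 42 of the summed events at V4, and IR for 157 and ES for 67 at V5.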

Based on the comparison to plants at 31°C MDT, 544 and 691 DAS events were identified at developmental stage V4 (20 DAG) and V5 (27 DAG), respectively (Supplemental Table S3). 

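At V4, 10 DAS events in 9 genes were called at 33°C/31°C, 53 in 48 genes at 35°C/31°C and 100 in 89 genes at 37°C/31°C. Counting events that share all of their skipping reads once left 9, 49 and 95 events. The median absolute difference of mean ψ among the DAS events was 14.2 percentage points at 33°C/31°C, 14.6 at 35°C/31°C and 17.2 at 37°C/31°C. Single libraries carried weight in these counts, which fell to 3 at 33°C/31°C without 33°C replicate 1 or 33°C replicate 2, to 24 at 35°C/31°C without 35°C replicate 3 and to 44 at 37°C/31°C without 37°C replicate 3.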

At developmental stage V4 (20 DAG), increasing numbers of DASs were identified at 33°C, 35°C, and 37°C when compared to the number of ASs at 31°C MDT (Figure 1, A and B, Supplemental Tables S3 and S4). The greatest overlap of genes subjected to DAS occurred in comparing 35°C/31°C to 37°C/31°C MDT. 

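Among the genes with DAS events at V4, 26 were shared between 35°C/31°C and 37°C/31°C, 7 between 33°C/31°C and 35°C/31°C and 5 between 33°C/31°C and 37°C/31°C, and 3 genes were found in all comparisons of the stage. The shared genes made up 54.2%, 77.8% and 55.6% of the smaller gene set in the 3 pairs. The comparisons use the same 31°C libraries, which by itself can make their gene sets overlap. In 20 simulations of unchanged groups set against the same controls, every pair shared 0 genes. The simulated groups were drawn around the observed shares of those controls. A deviation of the controls was therefore left out, and the simulations do not show how much overlap it gives. Without 31°C replicate 1, the overlap between 35°C/31°C and 37°C/31°C was 12 genes.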

(Note that the frequency of splicing events will be expressed throughout as the difference between the higher MDT and 31°C MDT and designated as 35°C/31°C MDT, for example). Increases were observed in nearly every type of AS event, not just on a single type of event. 

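By type, the DAS events at V4 33°C/31°C comprised 5 IR and 5 A5SS events. The quasi-binomial test called no A3SS, ES or MXE event in that comparison. In it, 132 A3SS, 128 ES and 18 MXE events had an unadjusted p-value under 0.05. There, edgeR called 5 ES events and limma on log2 ratios 1 ES event. With the replicate number as a block, 2 A3SS, 4 MXE and 7 ES events were called. At V4 35°C/31°C there were 29 IR, 13 ES, 6 A3SS, 3 A5SS and 2 MXE events. At 33°C/31°C, A5SS fell to 1 event without 31°C replicate 2, 33°C replicate 1 or 33°C replicate 2. IR fell there to 3 events without 31°C replicate 1, 31°C replicate 2 or 33°C replicate 3 and to 2 without either other 33°C replicate, and MXE rose to 1 and 2 without 31°C replicates 1 and 2. At 35°C/31°C, IR fell to 17, 16 and 9 events without 31°C replicate 1, 35°C replicate 2 and 35°C replicate 3. ES fell to 8 without 31°C replicate 1 or 35°C replicate 3, and A3SS to 1 without 31°C replicate 1. A5SS rose to 8 and 5 without 31°C replicates 2 and 3, and MXE fell to 0 without 31°C replicate 1, 35°C replicate 2 or 35°C replicate 3. As a share of the events tested, IR rose from 0.280% at 33°C/31°C to 1.56% at 35°C/31°C and 2.20% at 37°C/31°C. For A3SS the shares at 35°C/31°C and 37°C/31°C were 0.315% and 0.847%. For A5SS the share was 0.574% at 33°C/31°C, 0.324% at 35°C/31°C and 1.54% at 37°C/31°C, and the 95% intervals of the first and the last (0.245% to 1.34% and 0.922% to 2.57%) overlapped.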

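At V4 37°C/31°C, 40 IR, 29 ES, 16 A3SS, 14 A5SS events and 1 MXE event were called. Without 37°C replicate 3, IR fell to 11, ES to 17, A3SS to 9 and A5SS to 6 events. Without 31°C replicates 1, 2 and 3, IR fell to 24, 26 and 19 events, and A5SS to 6 without 31°C replicate 3. ES outnumbered IR without 37°C replicate 3, without 31°C replicate 3 (21 ES events) and with the edgeR test (33 against 27). The 3 events with the largest difference of mean ψ, among those with at least 20 reads in each group and no overlap between the replicates of the groups, were in Zm00001d008933, Zm00001d040855 and Zm00001d048541. The IR event of Zm00001d008933 on chromosome 8 (25925690 to 25926198, with the flanking exon from 25925690 to 25925797) rose from a ψ of 38.5% ± 1.63 (SD, n = 3) to 91.2% ± 1.96 (FDR = 0.000169). Another IR event of this gene with the same outer positions rose by 7 points in this comparison. The ES event of Zm00001d040855 on chromosome 3 (exon 72171134 to 72171352) fell from 63.7% ± 2.12 to 20.6% ± 3.95 (FDR = 4.91e-06). In Zm00001d048541 on chromosome 9, retention within 158175300 to 158175731 rose from 20.5% ± 5.25 to 60.0% ± 1.91 (FDR = 0.00177).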

In comparing 37°C/31°C MDT at developmental stage V4, IRs were most abundant followed by ESs (Figure 1B, Supplemental Tables S3 and S5). 

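At V5, 38 DAS events in 31 genes were called at 33°C/31°C, 147 in 122 genes at 35°C/31°C and 90 in 78 genes at 37°C/31°C. With events that share all of their skipping reads counted once, the numbers were 34, 131 and 81. Differences of mean ψ among the DAS events had a median size of 12.6, 17.0 and 17.4 percentage points. A direct comparison of the 3 libraries at 37°C with the 3 at 35°C gave 66 DAS events in 50 genes of 8143 tested at V5, 1143 of which had an unadjusted p-value under 0.05. The same comparison at V4 gave 9 DAS events in 7 genes of 6687 tested, with 741 at an unadjusted p-value under 0.05, and between 3 (without 35°C replicate 2) and 18 (without 37°C replicate 2) DAS events when single libraries were left out. At V5, 38 genes with DAS events were shared between 35°C/31°C and 37°C/31°C, 23 between 33°C/31°C and 35°C/31°C and 16 between 33°C/31°C and 37°C/31°C. The simulations with unchanged groups gave 0 shared genes for every pair, with the limit given for V4. Leaving out 31°C replicate 2 lowered the overlap between 33°C/31°C and 35°C/31°C to 15.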

At a later developmental stage (V5), fewer DASs were identified in comparing 37°C/31°C than in comparing 35°C/31°C MDT (Figure 1, C and D). It is possible that chronic exposure to the higher temperature (37°C MDT) impacts the frequency of AS. ESs were the most abundant at stage V5, followed closely by IRs (Figure 1D). Thus, increases in MDT were not selective with respect to the type of DAS, but promoted all basic types of ASs. 

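The DAS events at V5 35°C/31°C comprised 89 IR, 39 ES, 10 A5SS and 8 A3SS events and 1 MXE event. IR was also the most frequent type at 33°C/31°C, with 27 IR, 6 A5SS, 4 ES events and 1 A3SS event, and at 37°C/31°C, with 41 IR, 24 ES, 16 A5SS and 9 A3SS events. The quasi-binomial test called no MXE event at 33°C/31°C or 37°C/31°C, where 26 and 28 had an unadjusted p-value under 0.05. At 33°C/31°C, edgeR called 3 MXE events. The replicate number as a block gave 5 there, and all 4 groups sharing the spread gave 1. IR stayed the most frequent type at V5 when single libraries were left out, while counts of other types moved, but the edgeR test gave 53 ES and 41 IR events at 37°C/31°C. At 33°C/31°C, ES rose to 10 and 8 without 33°C replicates 1 and 2, A5SS fell to 3 without 31°C replicate 2 or 33°C replicate 3, and A3SS to 0 without 31°C replicate 2 or 3. MXE events there numbered 1 without 31°C replicate 1, 33°C replicate 2 or 33°C replicate 3, and 2 without 31°C replicate 2. At 35°C/31°C, A3SS fell to 3 without 31°C replicate 2 or 35°C replicate 1, 4 without 35°C replicate 2 and 5 without 35°C replicate 3, and MXE was 3 and 0 without 35°C replicates 1 and 2. At 37°C/31°C, A3SS fell to 3 without 31°C replicate 1, 31°C replicate 2 or 37°C replicate 1 and to 4 without 37°C replicate 3. A5SS fell there to 10 without 31°C replicate 2 or 37°C replicate 2, and 2 MXE events were called without 31°C replicate 3. Per event tested, 4.42% of IR (95% interval 3.60% to 5.40%) and 1.65% of ES events (1.21% to 2.25%) were DAS events at 35°C/31°C. The largest differences of mean ψ at V5 35°C/31°C, by the rule used for V4 37°C/31°C, were found in Zm00001d027957, Zm00001d027756 and Zm00001d017829. For the MXE event of Zm00001d027957 on chromosome 1 (18281928 to 18281969), ψ fell from 75.1% ± 18.9 (SD, n = 3) to 9.03% ± 8.60 (FDR = 0.00660). The ES event of Zm00001d027756 on chromosome 1 (exon 12714974 to 12715107) fell from 82.2% ± 0.252 to 22.3% ± 0.458 (FDR = 3.98e-11), and that of Zm00001d017829 on chromosome 5 (exon 207955730 to 207955766) from 81.2% ± 3.65 to 22.5% ± 10.5 (FDR = 0.000650).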

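At V4, ψ was higher at the elevated MDT in 2 and lower in 8 DAS events at 33°C/31°C, higher in 14 and lower in 39 at 35°C/31°C, and higher in 53 and lower in 47 at 37°C/31°C. At V5 the numbers were 11 and 27, 47 and 100, and 38 and 52. Retention of the intron was higher in 20.7% of the IR DAS events at V4 35°C/31°C (95% interval 9.85% to 38.4%) and 62.5% at V4 37°C/31°C (47.0% to 75.8%). At V5 it was higher in 37.0% (21.5% to 55.8%), 44.9% (35.0% to 55.3%) and 46.3% (32.1% to 61.3%) of the IR DAS events at 33°C/31°C, 35°C/31°C and 37°C/31°C. Inclusion of the exon was higher in 15.4% (4.33% to 42.2%) and 51.7% (34.4% to 68.6%) of the ES DAS events at V4 35°C/31°C and 37°C/31°C. At V5 35°C/31°C it was higher in 5.13% (1.42% to 16.9%), so that most ES DAS events had more skipping, and at V5 37°C/31°C in 41.7% (24.5% to 61.2%). The intervals for IR and ES were apart at V5 35°C/31°C and overlapped at V4 35°C/31°C, V4 37°C/31°C and V5 37°C/31°C. From the spread of the DAS events over the types of AS, the paper concludes that increases in MDT did not select for a particular type.

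**Figure D1:**
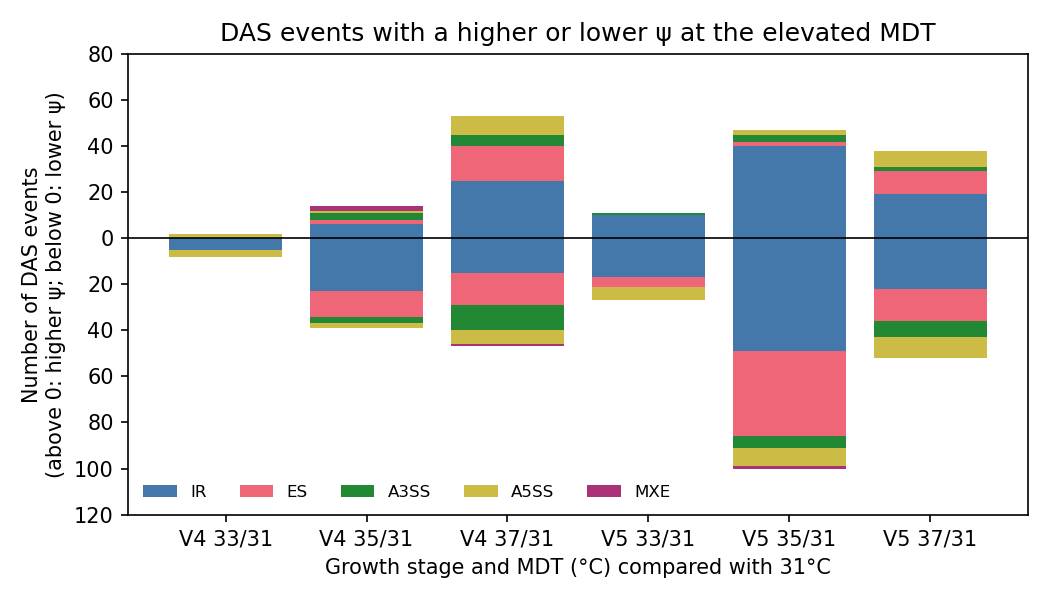
Number of DAS events in each comparison with 31°C MDT, stacked by type. Bars above 0 count events with a higher ψ at the elevated MDT and bars below 0 those with a lower ψ, and at V5 35°C/31°C 47 events lie above and 100 below.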

Interestingly, few of the DAS genes were differentially expressed by elevated MDTs (Supplemental Tables S3–S6), indicating largely that transcriptional regulation and AS are independently involved in heat stress response.

**Figure 1:**
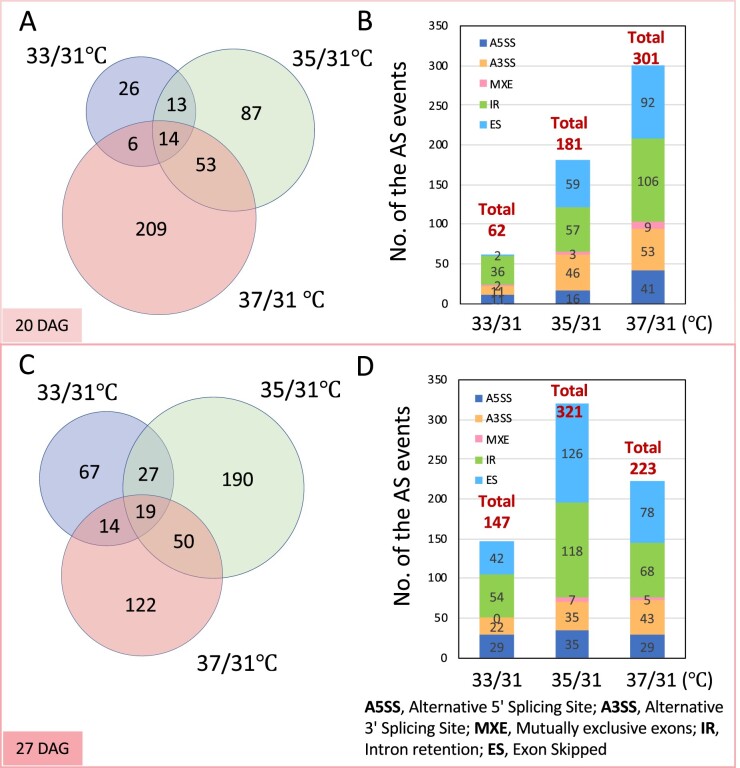
AS changes in response to increased MDTs. A and B, AS changes at developmental stage V4 (20 DAG). The proportional Venn diagram in A shows changes in abundance of DASs referring to genes affected at the different MDTs compared to 31°C MDT. B, The stacked bar graph displays changes in the types of ASs with increasing MDT. C and D, AS changes at developmental stage V5 (27 DAG). As above, the proportional Venn diagram in C shows changes in abundance of DASs referring to genes affected at the different MDTs compared to 31°C MDT, and the stacked bar graph in D displays changes in the types of DASs with increasing MDT. The threshold of |Δψ| > 5% and FDR ≤1% were used to judge DASs.

Most genes had a single type of AS; however, 89 out of 679 DAS genes experienced multiple types of ASs (Supplemental Figure S2). For example, a homolog of Arabidopsis *CALCIUM UNDERACCUMULATION 1* (Zm00001d004109, CAU1), required for epigenetic silencing of FLC (Flowering Locus C), produced RNA isoforms derived from A5SS, MXE and IR. 

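Over the 6 comparisons, 226 genes had at least 1 DAS event. DAS events of a single type were found in 202 of them, and 24 (10.6%, 95% interval 7.24% to 15.3%) had events of several types, 4 of these with at least 3 types. An FDR of at most 5% raised the number with several types to 66, and leaving out single libraries gave between 17 and 24.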

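The A5SS event of CAU1 on chromosome 2 (83269430 to 83269619, minus strand) rose at V5 from a ψ of 21.7% ± 9.38 (SD, n = 3) at 31°C MDT to 69.7% ± 13.4 (n = 2) at 35°C, with an FDR of 0.0589. Its IR event (83269238 to 83269619) fell from 75.7% ± 14.4 to 36.5% ± 6.40 (FDR = 0.0332), which passed a threshold of 5% but not of 1%. At V4 the same IR event was at 78.9% ± 8.85 at 31°C and 58.4% ± 5.25 at 37°C (FDR = 0.259). The mean reads behind the V5 IR values were 16.7 inclusion and 3.67 skipping reads at 31°C and 9.67 and 10.3 at 35°C. The MXE event of CAU1 (83270656 to 83270724) had a value in 2 libraries at V4 31°C and in none at V4 37°C, so it was not tested.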

Transcripts from a SR protein gene Zm00001d040672 (SRP34) were subject to A5SSs, MXEs, IRs, and ESs. 

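The A5SS event of SR34 (Zm00001d040672, called SRP34 in the text) on chromosome 3 (57180443 to 57182201, minus strand) was a DAS event at V5 33°C/31°C, with a ψ of 49.0% ± 3.70 (SD, n = 3) at 31°C and 31.9% ± 0.917 at 33°C (FDR = 0.00591). At 35°C it was 37.1% ± 1.33 (FDR = 0.0342). The IR event spanning 57179899 to 57182201 fell from 51.0% ± 3.94 to 34.5% ± 1.29 at 33°C (FDR = 0.00325). Both calls at 33°C were lost without 31°C replicate 2 or without 31°C replicate 3, and the A5SS call also without 33°C replicate 3. The ES event (exon 57180443 to 57180619) fell from 40.9% ± 4.01 at V5 31°C to 18.9% ± 1.56 at 35°C (FDR = 0.000944). The MXE event had a value in 1 library at V5 35°C and in none at 31°C and was not tested. At V4, the lowest FDR among the 5 tested SR34 events the study lists was 0.212, with an unadjusted p of 0.0445.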

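For SR45a on chromosome 9 (plus strand), the A5SS event with the longer exon from 143197757 to 143198116 had at V4 a ψ of 67.7% ± 3.66 (SD, n = 3) at 31°C MDT, 53.5% ± 2.26 at 33°C (FDR = 0.00560), 41.3% ± 0.872 at 35°C (FDR = 3.67e-07) and 56.1% ± 6.45 at 37°C (FDR = 0.0384). At V5 it was 48.2% ± 1.10 at 31°C, 22.8% ± 1.65 at 33°C (FDR = 1.75e-08), 10.5% ± 0.252 at 35°C (FDR = 6.10e-13) and 30.2% ± 3.36 at 37°C (FDR = 9.45e-05). The V4 33°C call was lost without V4 31°C replicate 2, 33°C replicate 1 or 33°C replicate 2. Inclusion of the exon from 143198022 to 143198114 (ES) fell at V4 from 22.2% ± 1.99 at 31°C to 8.80% ± 1.18 at 35°C (FDR = 0.000109) and at V5 from 12.3% ± 0.964 to 1.10% ± 0.100 (FDR = 1.68e-08). Its ψ fell by 5.1 percentage points at V5 37°C/31°C (FDR = 0.00317), and this call was lost without 31°C replicate 2, 37°C replicate 1 or 37°C replicate 3. The MXE events starting at 143197531 had a value in 1 library at V5 35°C and in none at 31°C and were not tested.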

Another SR protein gene (Zm00001d047847, SR45a) produced transcripts that underwent A5SS, MXE, and ES ASs. As pointed out above, ESs and IRs were more frequent than the other three types of DAS in response to increased MDTs.

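To cover all events rather than the called ones, ψ was averaged over the events with a value in all 12 libraries of a stage and a mean of at least 20 reads. The mean ψ of 1154 IR events at V4 was 31.2% ± 0.288 (SD, n = 3) at 31°C, 30.8% ± 0.612 at 33°C, 30.4% ± 0.104 at 35°C and 32.0% ± 0.924 at 37°C. The mean ψ of 602 ES events at V4 was 64.8% ± 0.0707, 64.0% ± 0.668, 63.2% ± 0.493 and 65.1% ± 0.216 at the same MDTs. At V5, 1367 IR events had a mean ψ of 31.6% ± 0.458, 30.8% ± 0.314, 31.0% ± 0.318 and 30.7% ± 0.527. The 963 ES events at V5 had a mean ψ of 68.4% ± 0.0845, 66.6% ± 0.290, 65.5% ± 0.311 and 68.3% ± 0.227. ES inclusion at V5 thus dropped by 1.81 percentage points at 33°C and dropped by 2.91 at 35°C, each with p = 0.1 in a two-sided exact permutation test, the smallest p that 3 libraries against 3 allow. ES inclusion at V4 35°C, which fell by 1.61 points, also had p = 0.1, and ES inclusion at V5 37°C differed from that at 31°C with p = 0.5 in the same exact test. Other exact p-values of 0.1 were obtained for IR at V4 35°C, V5 33°C and V5 37°C and for ES at V4 37°C, among 12 comparisons in all.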

### Enrichment analysis of alternatively spliced genes in response to high MDT

Using gene ontology (GO) analysis, we found that the ∼900 events due to increasing DAS at higher MDT were enriched for three major biological processes, RNA processing, plant development and protein modification/chromosome segregation (Supplemental Figure S3 and Supplemental Table S7). Some examples of genes encoding protein kinases that were differentially spliced with increasing MDT included *MITOGEN-ACTIVATED PROTEIN KINASE KINASE KINASE 3* (*MAPKKK3*) and a *RECEPTOR-LIKE SERINE/THREONINE PROTEIN KINASE* (*NCRK*; Supplemental Figure S4A and Supplemental Table S8). 

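The IR event of the MAPKKK3 gene Zm00001d026511 on chromosome 10 (147387052 to 147387360, minus strand) had at V5 a ψ of 9.30% ± 8.91 (SD, n = 3) at 31°C MDT, 18.0% ± 1.35 at 33°C, 61.6% ± 0.819 at 35°C (FDR = 7.33e-05) and 12.9% ± 3.84 at 37°C. Reads retaining the intron rose from 6.00 ± 4.58 at 31°C to 143 ± 6.51 at 35°C. Without 31°C replicate 2, the small rise at 37°C became a fall of ψ. The IR event of the second MAPKKK3 gene, Zm00001d025449 on the same chromosome (118893410 to 118894106), fell at V5 from 31.0% ± 3.18 at 31°C to 12.5% ± 7.68 at 33°C (FDR = 0.0295), 7.83% ± 1.33 at 35°C (FDR = 9.70e-05) and 17.1% ± 1.37 at 37°C (FDR = 0.0263). Its change at 33°C passed the 1% threshold without 33°C replicate 1. The ES event of NCRK on chromosome 5 (exon 70454308 to 70454393) had no value at V5 31°C and a ψ of 47.6% ± 29.1 from a mean of 3.33 reads of each isoform at V5 35°C, so it could not be tested.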

Some regulatory genes involved in plant development with increased AS at elevated MDT include NF-YB1 and CONSTANS-LIKE9 protein genes. 

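The IR event of NF-YB1 (Zm00001d010574) on chromosome 8 from 120714176 to 120716290 had no value at 31°C MDT at either stage, a ψ of 19.7% ± 0.650 (SD, n = 2) at V4 33°C and 34% ± 31.1 (n = 3) at V5 33°C, and was not tested. Its shorter IR event (120714176 to 120715059) was at 45.8% ± 2.47 (n = 2) at V4 31°C and 79.6% ± 11.5 (n = 2) at V4 35°C (FDR = 0.168). The IR event of CONSTANS-LIKE9 (Zm00001d045804) on chromosome 9 (40103334 to 40104794) was measured in 1 library at V4 31°C, with 2 inclusion reads and 1 skipping read, and in 2 libraries at V4 33°C, with a ψ of 16.6% ± 6.62, too few for a test. At V5 its ψ was 68.5% ± 3.25 (n = 2) at 31°C and 79.5% ± 5.44 (n = 2) at 35°C (FDR = 0.733).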

Maize plants subject to 35°C or 37°C MDT displayed clear signs of a heat shock response (HSR; Li et al., 2020). However, the only HSF that was differentially spliced in response to increased MDTs at the V4 stage was HSFTF9 (Zm00001d048041). 

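The IR event of HSFTF9 that the study lists lies on chromosome 9 (148611503 to 148612657, minus strand). At V4 it had a value in 1 library at 31°C MDT, with a ψ of 62.1% from 9 inclusion reads and 1 skipping read, and could not be tested. Its ψ was 35.6% ± 23.0 (SD, n = 3) at 33°C, 29.8% in the 1 library with a value at 35°C and 28.4% ± 9.83 (n = 2) at 37°C. The 3 libraries at 33°C had a mean of 6.67 reads retaining the intron and 2.67 reads of the spliced isoform.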

The AS pattern for HSFTF9 in maize differed from the heat-shock induced ESs in HSF2 of rice and Arabidopsis (Sugio et al., 2009). 

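At V5, where all 12 libraries gave a value, retention of the HSFTF9 intron was 49.7% ± 9.33 (SD, n = 3) at 31°C MDT, 37.2% ± 22.5 at 33°C, 27.5% ± 6.09 at 35°C and 43.1% ± 13.1 at 37°C. The lower values were not DAS events, with FDRs of 0.371, 0.157 and 0.739 and unadjusted p-values of 0.0893, 0.0304 and 0.455. Without 37°C replicate 3 the ψ at 37°C was 0.1 points above that at 31°C, and without 33°C replicate 2 the ψ at 33°C was 3 points below it. Mean reads retaining the intron were 34.7 ± 12.7 at 31°C and 12.3 ± 2.08 at 35°C, and reads of the spliced isoform 6.67 ± 3.79 and 6.00 ± 1.00.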

In maize, heat-induced increases in IRs led to a greater abundance of HSFTF9 with longer 3′-UTRs. Few of the genes described above were upregulated in their expression by elevated MDTs, indicating that the response to heat for most of these genes involved qualitative changes in the pattern of RNA isoforms produced rather than quantitative changes in their overall abundance (Supplemental Figure S4B).

The trend was in the opposite direction for some other genes, in which their AS frequencies were reduced with increasing MDT. In one group of genes that encode phosphatidylethanolamine binding (PE-binding) proteins, AS frequencies declined with increasing MDT (Supplemental Figure 5A and Supplemental Table S8). 

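For the PE-binding protein gene Zm00001d021135 on chromosome 7 (IR event 143621394 to 143623107, minus strand), retention at V4 fell from 43.8% ± 8.66 (SD, n = 3) at 31°C MDT to 15.4% ± 3.84 at 35°C (FDR = 0.00465) and was 50.4% ± 18.4 at 37°C (FDR = 0.920). The V4 35°C call was lost without 31°C replicate 1 or 35°C replicate 3. At V5 the retention was 47.7% ± 5.49 at 31°C, 31.8% ± 1.06 at 33°C (FDR = 0.00874), 21.5% ± 1.82 at 35°C (FDR = 0.000190) and 14.3% ± 4.42 at 37°C (FDR = 0.000223). The call at V5 33°C held in 1 of the 6 fits that each left out 1 library. Reads retaining this intron at V5 fell from 565 ± 42.6 to 76.7 ± 12.1 at 37°C, and reads of the spliced isoform from 53.0 ± 9.64 to 40.7 ± 10.1. For Zm00001d046300 on chromosome 9 (IR event 79370864 to 79371479), retention fell at V5 from 39.9% ± 2.03 to 23.1% ± 3.39 at 35°C (FDR = 0.00615), and 5 of the 6 fits that left out 1 library lost this call. At V4 the same event was at 29.8% ± 6.76 at 31°C and 39.6% ± 4.91 at 35°C (FDR = 0.303).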

The three PE-binding protein genes are homologs of flowering locus T (FT), however, they have not been shown to be orthologs, i.e. genes that support photoperiod control of flowering (Yoo et al., 2005). 

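The study lists events of Zm00001d006116, a PE-binding protein gene on chromosome 2 (minus strand), that rested on few reads at the elevated MDTs. Its A3SS event (199003151 to 199004583) had at V4 a ψ of 50.8% ± 6.43 (SD, n = 3) at 31°C MDT, 33.5% ± 8.73 at 33°C (FDR = 0.797) and 17.3% ± 10.5 (n = 2) at 35°C (FDR = 0.482). The mean number of inclusion reads fell from 46.7 to 14.3 and 2.5 over these MDTs, and that of skipping reads from 5.00 to 3.00 and 1.5. At V5 the event was at 65.2% ± 16.0 at 33°C (FDR = 0.646). No event of this gene was called in any comparison. The retention of its intron within 199003151 to 199005772, with the flanking exon from 199003151 to 199004583, was 73.8% ± 11.1 at V5 31°C and 31.7% ± 8.03 at V5 35°C (FDR = 0.106).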

The three PE-binding protein genes were subject to DAS, and two had reduced DAS at higher MDT at both development stages. For these genes, the decline in AS with increasing MDT could not be entirely attributed to down regulation in expression since the genes were subject to a lesser decline in gene expression than their decline in DAS (Supplemental Figure S5B).

### AS of splicing factor and splicing regulator genes in response to increased MDTs

Some of the genes subject to DAS with increasing MDT encode splicing regulators themselves (Figure 2A and Supplemental Table S8). 

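Figure 2A lists 9 splicing factor genes and 10 splicing regulator genes, chosen because they were differentially spliced in these samples, so that their calls are not independent evidence. Over the 6 comparisons, 290 tests of splicing regulator events gave 33 DAS events in 6 of the genes, and 84 tests of splicing factor events gave 7 DAS events in 4 genes. Unadjusted p-values under 0.05 were obtained in 93 and 36 tests. Adjusted over the list alone, 52 events of regulators and 18 events of factors passed the thresholds. The following examples were picked after the values had been seen. Among the factors, the 3 events of Zm00001d037625 on chromosome 6 that were called at V5 35°C/31°C included an A5SS event (132208666 to 132209288) whose ψ fell to 19.7% ± 1.08 (SD, n = 3; FDR = 0.000174). Among the regulators not described further by the paper, the A3SS event of Zm00001d050245 on chromosome 4 (75828390 to 75829186) fell to 12.0% ± 1.31 at V4 37°C (FDR = 2.13e-05) and 20.7% ± 1.44 at V5 35°C (FDR = 0.00224).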

The factors can be classified as those that encode core spliceosome components (hereafter, splicing factors) and those that encode splicing regulators (Ru et al., 2008). 

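The median absolute difference of mean ψ over all tested events of the Figure 2A lists was 5.10 percentage points for splicing regulators and 6.38 for splicing factors. At V5 35°C/31°C it was 8.90 points for regulators and 8.63 for factors, and at V4 37°C/31°C 7.98 and 8.75 points. With an FDR of at most 5%, 45 DAS events in 8 regulator genes and 16 in 7 factor genes were called.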

The AS of genes that encode splicing regulators were the most highly upregulated with increasing MDTs. The greatest increase in AS with increasing MDT occurred in comparing 35°C/31°C MDT at vegetative stage V5 (27 DAG), rather than comparing 37°C/31°C MDT. 

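In the splicing regulators, the DAS events numbered 2 at V4 33°C/31°C, 5 at V4 35°C/31°C, 4 at V4 37°C/31°C, 7 at V5 33°C/31°C, 11 at V5 35°C/31°C and 4 at V5 37°C/31°C. The 11 events at V5 35°C/31°C lay in 6 genes and the 4 at V5 37°C/31°C in 2 genes. Splicing factors had 3 DAS events at V5 35°C/31°C, 2 each at V4 37°C/31°C and V5 37°C/31°C, and none at V4 33°C/31°C, V4 35°C/31°C and V5 33°C/31°C, where 3, 5 and 10 tests had an unadjusted p-value under 0.05. The median absolute change of regulator events dropped from the V5 35°C/31°C value to 4.30 points at V5 37°C/31°C.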

As before, this may be due to the fact that plants subjected to 37°C MDT were weaker because of longer exposure to the more stressful conditions.

**Figure 2:**
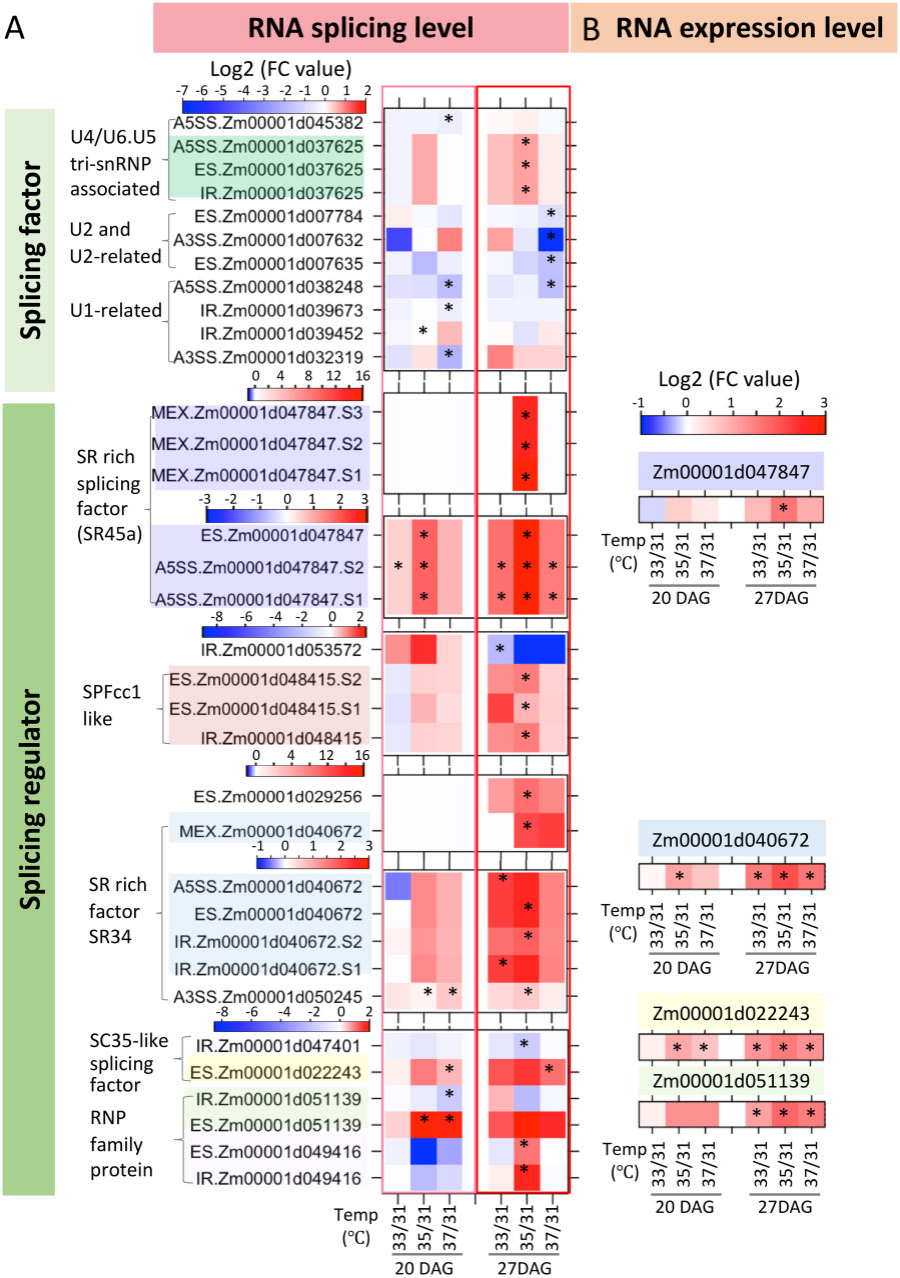
AS changes in genes involved in RNA processing. A, The heat map shows changes in AS in response to increased MDTs compared to 31°C MDT. Each column in the heat map represents changes in abundance of a particular type of AS. Heat map has been divided into two parts to separate the genes encoding splicing factors from those encoding splicing regulators. Note that certain genes have several different types of ASs (S1 means site 1, S2 site 2 and so forth). The color background in the gene IDs is used to show that the group of ASs belongs to a specific gene. * indicates significant differential splicing when compared to the splicing at 31°C MDT. The log2 fold change (FC value) is the ratio of DAS events when comparing the number of events at the higher MDTs to that at 31°C MDT. DAS events refer to ES/MXE/intron retained/alternated 5/3′ splice site when AS in that region is ES/MXE/IR/A5SS/A3SS, respectively. Thresholds of |Δψ| > 5% and FDR ≤1% were used in assessing differential splicing. B, Heat map for gene expression changes. Shown are four genes from A that have significant gene expression changes. Differentially expressed genes were identified with Q value ≤ 0.05 and absolute log_2_ FC (high MDT compared to 31°C MDT) more than 1. * indicates significant differential expression when compared to the expression at 31°C MDT.

To determine if increasing DAS at higher MDTs is simply due to greater abundance of pre-mRNAs, we compared the expression levels of the splicing factor/splicing regulators genes at the different MDTs. Only four genes encoding splicing regulators were moderately upregulated with increased MDT (Figure 2B). The expression of genes encoding a SR45 family member, SR45a (Zm00001d047847), a mRNP protein (Zm00001d051139), a SCL-subfamily SR protein SCL33 (Zm00001d022243), and a SR subfamily protein SR34 (Zm00001d040672) were all upregulated by elevated MDT at 20 DAG and 27 DAG less than eight-fold (log2FC < 3). However, the fold change in AS for these genes was much greater than heat-induced expression. For example, the heat-induced expression of SR45a (Zm00001d047847) and SR34 (Zm00001d040672) was about seven-fold, however, the heat induced AS at certain sites for these genes was more than 1,000-fold (log2FC > 10). 

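Changes of the reads of single isoforms, which follow expression as well as splicing, were compared with the 31°C MDT reads of the same stage. For SRP, reads skipping the exon from 145547764 to 145547810 rose 3.82-fold at V4 35°C, from 133 ± 4.93 (SD, n = 3) to 509 ± 21.0, and 3.91-fold at V5 35°C, while the inclusion reads were 0.453-fold and 0.432-fold. For SCL33, reads including the exon from 173493102 to 173493206 rose 6.10-fold at V4 37°C, from 14.0 ± 3.61 to 85.3 ± 10.2, against 1.47-fold for the skipping reads. Gene expression was not analysed here.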

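Among 36 ratios of isoform reads to 31°C MDT for the SR45a events with a value in all 3 libraries, the largest was 7.96 (2.99 on the log2 scale), for the skipping isoform of the A5SS events at V5 35°C, whose reads rose from 348 ± 17.3 (SD, n = 3) to 2770 ± 163. Among 60 such ratios for SR34 the largest was 11.3 (3.50 on the log2 scale), for reads retaining the intron within 57182166 to 57182362 at V5 35°C, from 8.33 ± 3.06 to 94.0 ± 1.73. The reads that the study lists in Supplemental Tables S4 and S5 give the same largest ratios, among 24 for SR45a and 12 for SR34. No ratio could be formed for events without a value at 31°C. These maxima therefore leave out isoforms that have reads only at a higher MDT.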

For other splicing regulator genes, the increases in AS at higher MDTs were not accompanied by increases in their expression levels.

Splicing regulator proteins, such as the SR proteins, participate in the initial steps of AS and interact with U1, U2 complexes and U4/U6.U5 tri-snRNP associated complexes (Tanabe et al., 2009). Splicing regulators contribute to AS, because splice-site selection is determined not only by splicing factors, i.e. core spliceosomal components, but also to a large extent by other RNA-binding proteins, such as the splicing regulators, which bind to *cis*-regulatory elements located in either introns or exons, thereby activating or repressing splicing (Laloum et al., 2018). 

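DAS events of SR45a were called in 5 of the 6 comparisons with 31°C MDT and those of SRP in 5. SR34 and SPFcc1-like had DAS events in 2 comparisons each, both at V5, and SCL33 in 1, at V4. Changes were also compared between stages, at an FDR of at most 1% and a difference above 5 percentage points. They differed for the A5SS events of SR45a at 33°C/31°C and 35°C/31°C and for 1 IR event of SR34 at 35°C/31°C. No event of SRP, SCL33 or SPFcc1-like passed these thresholds. The SPFcc1-like IR event at 33°C/31°C differed by −27.9 points (FDR = 0.0148) and its ES event at 35°C/31°C by −28.2 points (FDR = 0.0332). The SR45a ES event at 35°C/31°C had an FDR of 1.71e-06 but differed by 2.23 points.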

Five splicing regulatory genes that showed differential patterns of AS with increasing MDT were selected for further analysis (Figure 3, Supplemental Figures S6 and S7). They include SRP (Zm00001d051139), SCL33 (Zm00001d022243), SR34 (Zm00001d040672), SR45a (Zm00001d047847), and SPFcc1-like (Zm00001d048415). 

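The 3 libraries at V5 35°C had a ψ of 11.3% to 11.5% for the SR45a A5SS event ending at 143198113, against 51.9% to 53.1% in the 3 at 31°C. Retention of the SR34 intron within 57179899 to 57180619 was 78.6% to 81.7% at V5 35°C and 51.2% to 60.9% at 31°C. For SPFcc1-like, retention within 155890330 to 155891269 ranged from 10.4% to 22.0% at V5 35°C and from 35.5% to 45.8% at 31°C. Inclusion of the SRP exon at V4 ranged from 18.8% to 26.6% at 31°C and from 2.0% to 4.2% at 37°C.

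**Figure D2:**
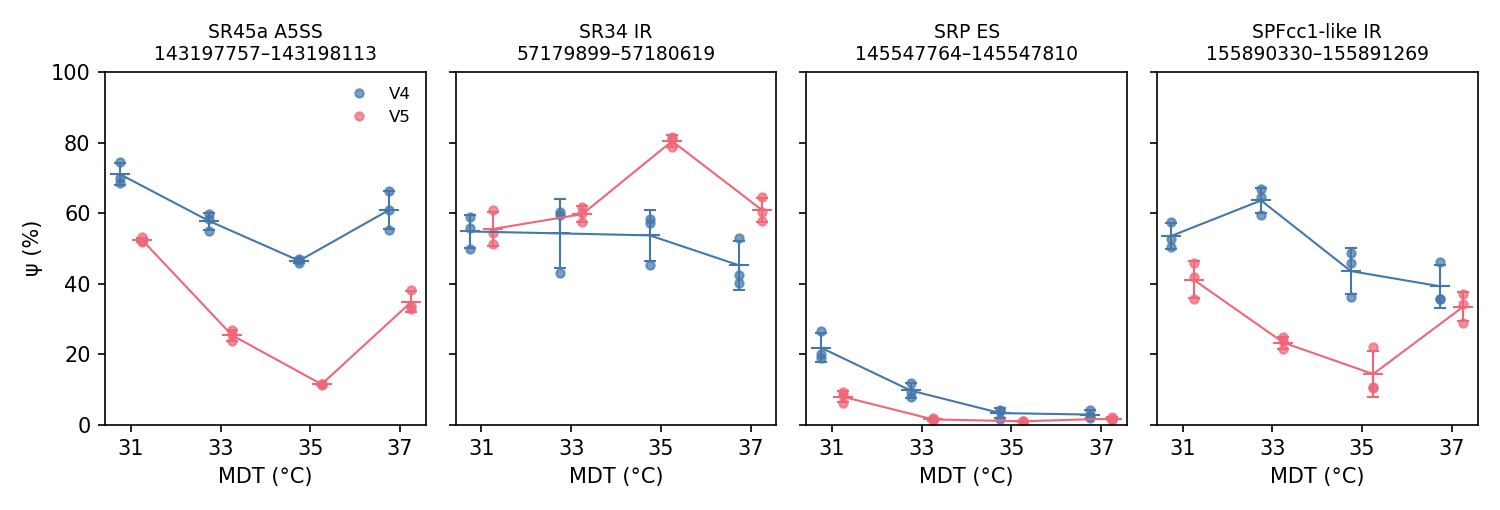
ψ (%) of 4 events against MDT (°C) at V4 (blue) and V5 (red). Points are libraries, and lines with bars give the mean and SD of 3 libraries. The SR45a event at V5 is lowest at 35°C, between 11.3% and 11.5%.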

We analyzed the splicing pattern for these genes at different MDTs in leaf samples at 11:30 ZT when temperatures reached their highest level for the day (Figure 3, Supplemental Figures S6 and S7). 

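For the SR34 intron within 57179899 to 57180619, mean retention at V5 was 55.5% ± 4.95 (SD, n = 3) at 31°C MDT, 59.7% ± 2.21 at 33°C (FDR = 0.576), 80.4% ± 1.61 at 35°C (FDR = 0.000213) and 60.9% ± 3.52 at 37°C (FDR = 0.433). Reads retaining it rose from 187 ± 14.1 at 31°C to 813 ± 43.5 at 35°C, and reads of the spliced isoform from 34 ± 4.36 to 44.7 ± 2.52. At V4 the retention was 54.8% ± 4.64 at 31°C, 54.2% ± 9.84 at 33°C, 53.7% ± 7.27 at 35°C and 45.1% ± 6.90 at 37°C. Retention within 57182166 to 57182362 at V5 was 7.13% ± 2.01 at 31°C, 9.07% ± 0.723 at 33°C, 19.7% ± 0.802 at 35°C (FDR = 0.00271) and 15.3% ± 3.18 at 37°C (FDR = 0.0685), and the call at 35°C was lost without 31°C replicate 2 or 31°C replicate 3. Another IR event, from 57179899 to 57182201, covers the first of these introns and the exon from 57180443 to 57180619. It ends before the intron within 57182166 to 57182362. Its retention was lower at V5 35°C (41.2% ± 1.97, FDR = 0.0444) than at 31°C, whereas at V5 37°C it was 54.5% ± 3.23 (FDR = 0.590).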

For SR34 (Zm00001d040672), the frequency of IRs increased with higher MDTs resulting in transcripts predicted to have longer 3′-UTRs. 

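Mean inclusion of the SRP exon on chromosome 4 (145547764 to 145547810, minus strand) at V4 was 21.8% ± 4.18 (SD, n = 3) at 31°C MDT, 9.67% ± 2.00 at 33°C (FDR = 0.0400), 3.27% ± 1.37 at 35°C (also a DAS event) and 2.83% ± 1.19 at 37°C (FDR = 1.29e-05). At V5 it was 7.87% ± 1.59 at 31°C, 1.47% ± 0.513 at 33°C (FDR = 0.00131), 0.933% ± 0.208 at 35°C (FDR = 4.59e-05) and 1.70% ± 0.458 at 37°C (FDR = 0.000409), changes that were below 10 percentage points. Retention within the SRP intron event 145547848 to 145548216 rose at V4 from 69.3% ± 0.896 at 31°C to 89.6% ± 6.52 at 37°C (FDR = 0.0202). For SPFcc1-like on chromosome 9 (minus strand), inclusion of the exon from 155890848 to 155890900 fell at V5 from 38.9% ± 7.26 at 31°C to 10.2% ± 3.29 at 35°C (FDR = 0.00205) and was 21.6% ± 3.03 at 37°C (FDR = 0.0767). Its mean intron retention fell from 41.1% ± 5.20 to 23.2% ± 1.75 at 33°C (FDR = 0.00921) and 14.3% ± 6.64 at 35°C (FDR = 0.00185), and the call at 33°C was lost in all 6 fits that left out 1 library. At V4 the retention was 53.5% ± 3.57 at 31°C and 39.2% ± 6.06 at 37°C (FDR = 0.0728).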

The RNA isoforms produced at higher MDT for SRP and SPFcc1-like are predicted to encode longer proteins. At lower MDT, the major RNA isoforms for these two genes have a long exon with in-frame PTCs. 

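The A5SS event of SR45a whose longer exon runs from 143197757 to 143198113, and whose shorter exon ends at 143197906, had at V4 a mean ψ of 71.0% ± 3.08 (SD, n = 3) at 31°C MDT, 57.7% ± 2.43 at 33°C, 46.5% ± 0.681 at 35°C and 60.8% ± 5.45 at 37°C (FDR = 0.0363). At V5 it was 52.3% ± 0.666 at 31°C, 25.4% ± 1.56 at 33°C (FDR = 1.06e-08), 11.4% ± 0.115 at 35°C (FDR = 4.93e-13) and 34.8% ± 2.97 at 37°C (FDR = 4.63e-05). Reads of the longer isoform at V5 numbered 913 ± 68.8 at 31°C, 891 ± 12.7 at 33°C, 856 ± 42.3 at 35°C and 1275 ± 154 at 37°C, where each library had more than those at 31°C. Reads of the shorter isoform numbered 1102 ± 77.6 at 33°C and 1004 ± 142 at 37°C and were highest at 35°C. The V5 35°C/31°C call held under every alternative that was run, whereas that at V4 33°C/31°C was lost without 31°C replicate 2, 33°C replicate 1 or 33°C replicate 2 and with adjustment over all types together. The fall at V4 37°C/31°C was not a DAS event but was called without 37°C replicate 1, at an FDR of at most 0.05, with all 4 groups sharing the spread and among events measured in all 6 libraries. The deposited reads do not show which open reading frame an isoform carries.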

In the case of SR45a, higher MDTs led to the production of RNA isoforms capable of encoding full-length (FL) proteins starting from an early translation start site (TSS). In the SR45a RNA isoforms produced under lower MDT conditions, the ORF beginning from the same TSS is blocked by several PTCs (Supplemental Figures S8 and S9). However, a sizable ORF is open from a downstream ATG. Cognizant of the concerns raised by Brown et al. (2015), we cannot say that because an upstream ORF is blocked, that a downstream ORF will be used. Nonetheless, if the transcripts produced at lower MDT are translated to produce SR45a proteins, then the downstream ORF would have to be used. 

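For SCL33 on chromosome 7 (plus strand), mean inclusion of the exon from 173493102 to 173493206 at V4 was 9.20% ± 4.25 (SD, n = 3) at 31°C MDT, 13.0% ± 5.09 at 33°C (FDR = 0.748), 17.8% ± 0.666 at 35°C (FDR = 0.0594) and 28.5% ± 5.26 at 37°C (FDR = 0.00327). At V5 it was 10.0% ± 2.18 at 31°C, 11.4% ± 1.36 at 33°C (FDR = 0.864), 14.8% ± 2.00 at 35°C (FDR = 0.243) and 24.1% ± 4.34 at 37°C (FDR = 0.0166). The call at V4 37°C/31°C was lost without 31°C replicate 2 or 31°C replicate 3. The rise at V5 37°C, whose 3 libraries all exceeded those at 31°C, was not a DAS event. It was called at an FDR of at most 0.05, with all 4 groups sharing the spread, with edgeR, with the replicate block and among events measured in all 6 libraries.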

In the case of SCL33, the ASs produced at higher MDT led to changes in the 5′-UTR. All of the other genes in this group except for SCL33 have enhanced production at elevated MDTs of RNA isoforms capable of producing longer splicing regulators. (Note that the reads are tallied for ASs in a region of a gene where the indicated ASs have occurred. The numbers on each graph represent chromosomal positions in which reads were tallied as a splice leading to a predicted longer protein or an AS. As a result, the number of reads for FL splicing forms for a particular gene, such as SR34, will differ because reads are assessed in different regions of the gene.)

**Figure 3:**
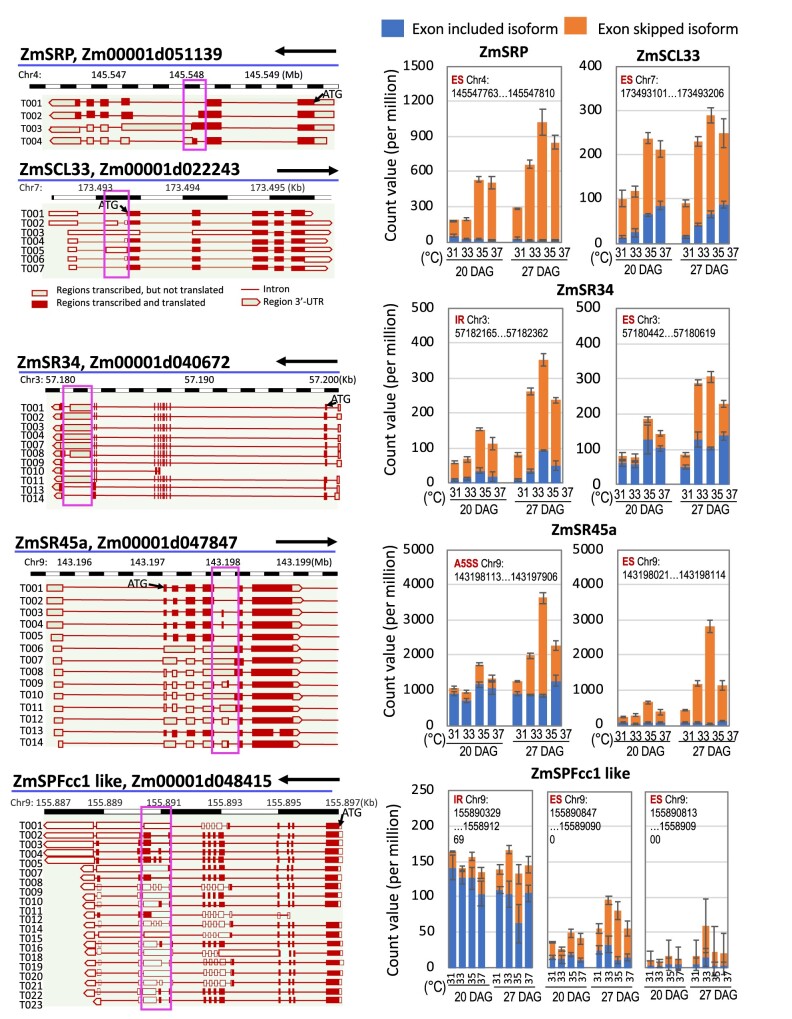
AS changes in genes involved in RNA processing. Gene models (left) and stacked bar graphs (right) show AS changes in splicing regulator genes in response to increased MDTs. Each graph shows a different type of AS and the numbers represent the chromosomal positions (in the boxes in the gene structures on the left) in which read counts were tallied for RNA isoforms with exons included (within the red box) versus RNA isoforms with exons skipped. Blue bar indicates exon included/intron removed/normal 5/3′ splice site isoform when AS in that region is SE/IR/A5SS/A3SS. Orange bar indicates exon skipped/intron retained/alternated 5/3′ splice site isoform when AS in that region is SE/IR/A5SS/A3SS, respectively. Bars represent the mean from the RNAseq data of three biological replicates. Errors = sd.

### Longer SR45a isoforms increased in response to increased MDTs

The SR protein gene ZmSR45a (Zm00001d047847) was selected for further study because this gene had the highest frequency of AS among the splicing regulator genes. This gene is one of six genes annotated as SR45a in maize (plants.ensembl.org/Zea_mays/Info/Index). The gene stands alone among its SR45a cohorts in maize and has no homologs in orthologous regions of the Arabidopsis or rice genomes (Supplemental Figure S10). Unlike Arabidopsis SR45a, which is not closely related in sequence of maize SR45a and is primarily expressed in carpels and sepals, ZmSR45a (Zm00001d047847) is highly expressed in leaves (Supplemental Figure S11; plants.ensembl.org/Zea_mays/Info/Index). The maize gene is composed of seven exons, and 14 RNA isoforms have been described for this gene in inbred line B73 (Figure 4A; https://plants.ensembl.org/Zea_mays/Info/Index). The gene has an untranslated first exon followed by a large intron. Most of the AS RNA forms are generated by splicing variations in the group of smaller exons and introns that follow the large intron. The splicing patterns for SR45a transcripts were monitored by semiquantitative RT-PCR because amplicons of the different forms are of different sizes that can be separated on gels. At developmental stage V5 (27 DAG), 4-5 different bands could be easily discerned on gels (Figure 4B, upper panel). The amplicons were divided into three groups based on the structure of the RNA isoforms they represent (Figure 4A). Amplicons of about 917 bp were found by sequencing analysis to represent group 2 isoforms (T006, T007, T008, T010, and T011). The abundance of these amplicons decline at higher MDT, 35°C and 37°C (Figure 4B, lower panel). The isoforms that these amplicons represent have A3SS and ES2-5 ASs. Another group of amplicons of about 590 bp represent group 1 RNA isoforms (T001-T005 and T013), which have the longest predicted ORF (although T013 has an extra intron in the terminal exon). Amplicons representing group 1 transcripts increase in abundance with temperature, particularly at 33°C and 35°C MDT (Figure 4B, lower panel). The increase in group 1 SR45a transcripts and the decline in group 2 SR45a transcripts were validated by reverse transcription quantitative PCR (RT-qPCR) using isoform specific primers (Supplemental Figure S7A). Another group of isoforms, group 3, is composed of amplicons representing T009/T014 and T012. The difference between T009/T014 and T012 is only a single base deletion due to an A5SS.

**Figure 4:**
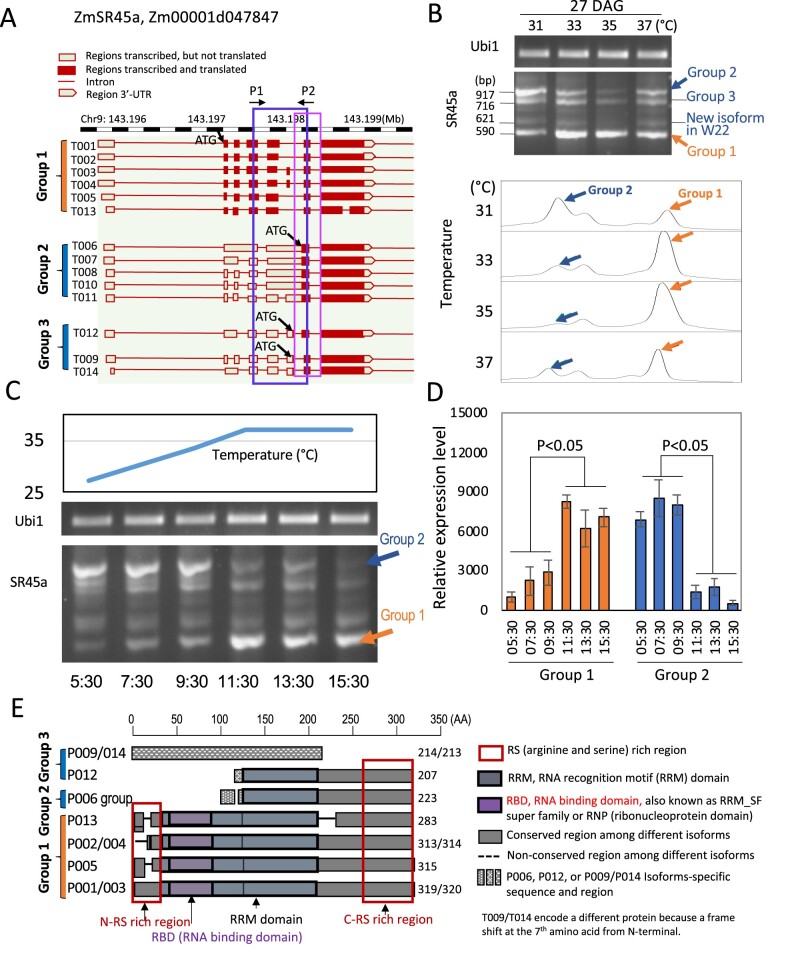
AS changes in SR45a in response to increased MDTs. A, SR45a RNA isoforms predicted from the sequence of maize B73 (V4 version). Box indicates the region in which amplicons were generated and in which heat-induced ASs occur as ascertained from the RNAseq data. B, Amplicon patterns in upper panel show changes in SR45a RNA isoforms in response to increased MDTs. V4 and V5 plants from chambers with different MDTs were sampled for RNA analysis at ZT 11:30. Orange arrows indicate amplicons representing Group 1 isoforms that increase with increasing MDT, while blue arrows indicate Group 2 isoforms that decline under these conditions. Ubiquitin 1 represents a loading control. Lower panel shows scans of the gel in the upper panel. C, Time course of daily changes in SR45a RNA isoforms in response to different MDTs. Plants were sampled every 2 h for analysis. All three replicates showed the same pattern and one replicate are displayed here. D, For the bar graph, the relative expression levels of certain bands were quantified with Image J (https://imagej.nih.gov/ij/). Values are the means of three replicates ± sd, *P* < 0.05 indicate significant differences between comparisons in each group isoform (*P* < 0.05, one-way ANOVA). E, Maps of the proteins predicted from different SR45a isoforms. The predicted protein isoforms highlighted in orange increase in response to increased MDTs and the ones highlighted in blue decrease. Note the presence or absence of the N-terminal RS and RBD domains in the various isoforms.

Changes in SR45a mRNA isoforms were tracked during the simulated day. Samples from the first fully expanded leaves of V4 plants grown at the 37°C MDT were collected every 2 h. RNA was extracted and RNA patterns were analyzed as before. During the virtual morning, the amplicons representing group 2 RNA isoforms declined, particularly around 11:30 ZT when the temperature reached its peak at 37°C MDT (Figure 4, C and D and Supplemental Figure S7C). On the other hand, the amplicons representing group 1 isoforms increased during that same period. Group 2 SR45a transcripts that decline in the virtual morning, if translated would be predicted to encode shorter proteins missing the N-terminal 117 amino acids including the N-terminal RS domain and RNA binding domain (RBD; Figure 4E;Supplemental Figure S12). The Group 2 RNA isoforms such as T006 are nonproductive having long exon sequences containing multiple short upstream ORFs (Supplemental Figures S8 and S9) making it uncertain whether the major downstream ORF of T006 is translated and difficult to understand how the transcript with all of its PTCs avoids NMD.

The AS pattern for maize SR45a differs from that of Arabidopsis (Supplemental Figure S13) in which the N-terminal 30 amino acids and the C-terminal RS domain are spliced out (Tanabe et al., 2009). The loss of the N-terminal 30 amino acids in AtSR45a appears to be of little consequence to the predicted protein. However, in maize, the loss of 117 amino acids from the N-terminus by AS is predicted to have a greater impact because the loss eliminates certain splicing factor functionalities (Figure 4E). Group 1 amplicons, which represent transcripts with increased abundance in the afternoon, could encode larger proteins that retain both RS domains and the RBD. However, the N-terminal RS domain was slightly different in some of these Group 1 isoforms because of a A3SS AS in exon 4, which results in four to five amino acid changes (Figure 4, A and E; Supplemental Figure S12).

### Performance of SR45a RNA isoforms in RNA splicing assays

If the longer ORFs in the identified RNA isoforms were translated, we wanted to know whether the proteins encoded by the different RNA isoforms would be effective in their support of RNA splicing. To address that question, we set up a RNA splicing assay system in maize mesophyll protoplasts (Figure 5A). The assay assesses the ability of the different protein isoforms to splice out an intron from a model RNA substrate in order to activate the expression of a reporter gene, firefly luciferase (Supplemental Figure S14). Therefore, recombinant forms representing the protein coding regions of Group 1, 2, and 3 isoforms were co-transfected with the luciferase constructs in maize protoplasts, respectively. Splicing ability of the recombinant forms was tested using three model substrates with introns from the waxy gene, the SR45a gene itself and from HSFTF9. The latter two were identified as showing greater changes in RNA isoform patterns at elevated MDTs. We found that the proteins produced from Group 1 SR45a RNA isoforms enhanced the splicing of the waxy and the SR45a introns, and that the proteins produced from the T005 RNA isoform outperformed them all in splicing efficiency (Figure 5, B and C). To test the effect of the upstream regions on the translation of the SR45a, especially the small uORFs in the upstream of group 2 SR45a transcripts, two different group 2 SR45a full transcripts and one group 1 SR45a full transcripts with their upstream region were amplified (Supplemental Figure S9). We found that the FL group 2 transcripts with the small uORFs fared no better in encoding proteins for splicing the waxy and the SR45a introns than the transcripts encoding the coding region alone (Supplemental Figure S15). Thus, the SR45a RNA isoforms, which were upregulated in the afternoon, are capable of encoding proteins that are more efficient in splicing the two model constructs. On the other hand, expression of the proteins encoded by Group 1 RNA isoforms appeared to repress the endogenous level of AS for HSFTF9. Repression of AS was the case even for the proteins encoded by Group 2 and 3 isoforms that fail to enhance the splicing of introns from the waxy and SR45a substrate. Thus, SR45a appears to be an important factor either in the enhancement or in the repression of stress-induced AS.

**Figure 5:**
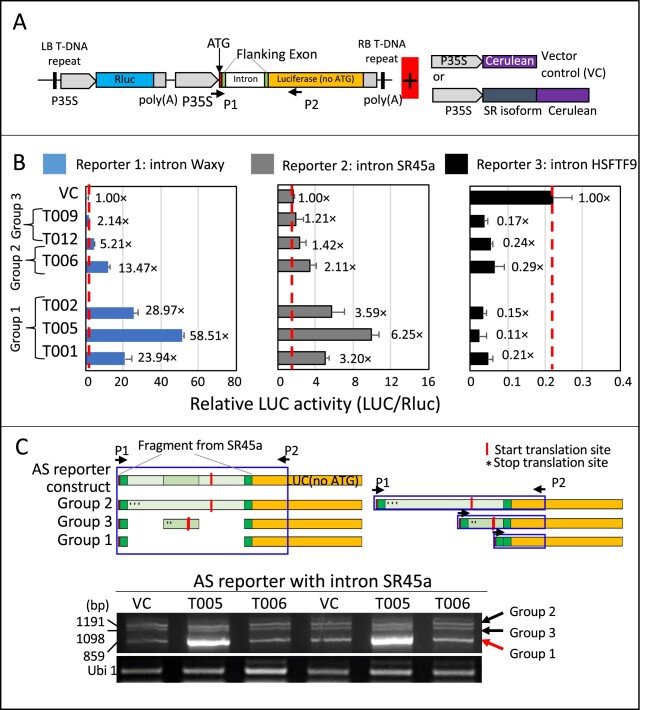
Splicing efficiency of the different SR45a protein isoforms. A, Diagram of the dual-luciferase reporter used to assess RNA splicing efficiency and the experimental design of the splicing efficiency assay using the maize mesophyll protoplast system. The reporter consists of an intron, linked to the firefly luciferase gene. Splicing out of the intron permits expression of the firefly luciferase reporter. To evaluate RNA splicing efficiency of different SR45a protein isoforms, the activity of the firefly luciferase reporter is assessed in protoplasts co-transfected with the luciferase reporter and recombinant forms of SR45a. B, Splicing efficiency of different SR45a protein isoforms using the AS reporter with introns from the Waxy gene, SR45a, and HSFTF9 (heat stress factor) gene. Splicing efficiency activity is expressed as the relative activity of firefly luciferase versus Renilla luciferase. Values are the means of the four replicates ± sd. Values indicate the fold increase in firefly luciferase activity resulting from the expression of the SR45a isoforms. Empty pAN578 (the backbone of SR gene overexpression constructs) was used as a control (VC, one-fold). C, Splicing activity of the different SR45a isoforms assessed by RT-PCR using the intron from the SR45a gene itself in the context of the luciferase AS reporter described above. Amplicons from the products of splicing correspond to Group 1, 2, and 3 SR45a transcript isoforms. The splicing patterns were generated in protoplasts co-transfected with the AS luciferase reporter and different SR45a isoforms (T005, T006, and VC, the empty pAN587 control). Box indicates the region in which amplicons were generated and arrows indicate the positions of the primers used. Co-transfection with SR45a predicted to be derived for RNA isoform T005 (a Group1 SR45a isoform) increased RNA splicing efficiency.

### Role of conserved SR45a domains in RNA splicing

The differences between proteins that are capable of being produced by the two groups of SR45a isoforms lie in the N-terminal RS domain that promotes its interaction with other splicing factors and in the RBD which stabilizes the binding of the factor to ssRNA (Figure 4E; Supplemental Figure S12). To identify which domain contributes most to the different splicing efficiency of SR45a, five DNA constructs that lacked the different domains were co-transfected with the AS reporter (Figure 6A). (Note: these constructs do not represent natural RNA isoforms; however, they were produced in order to further dissect SR45a to determine which of the N-terminal domains are required for splicing.)

**Figure 6:**
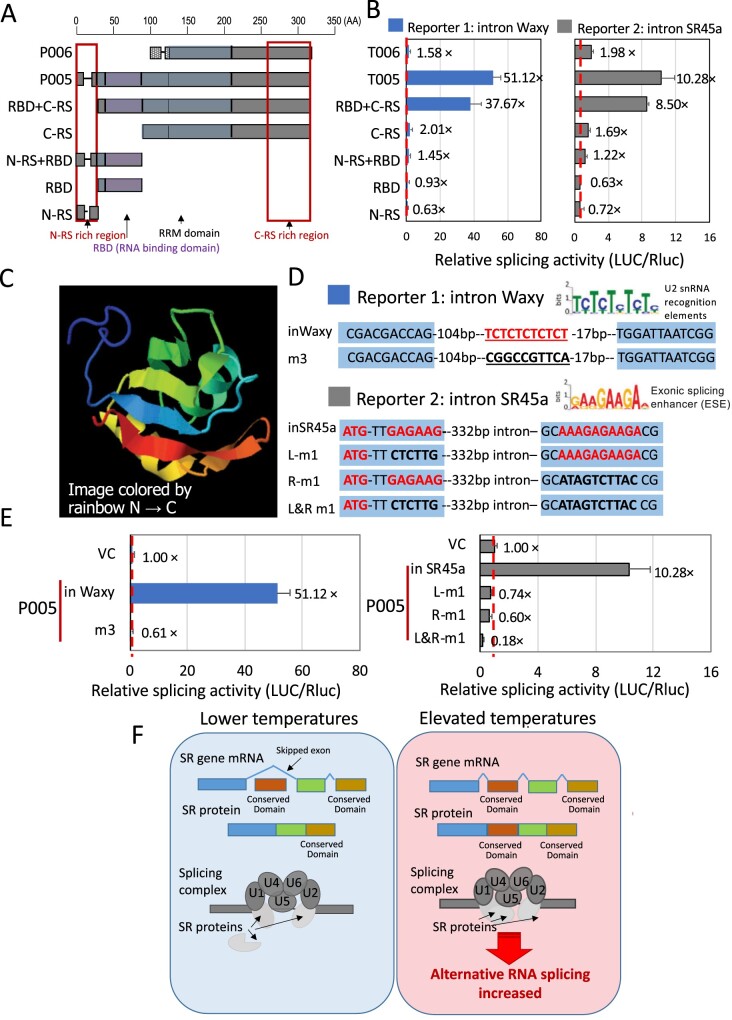
Splicing efficiency of SR45a domain and working model of heat stress-induced SR genes AS. A, Maps of the proteins predicted to be translated from different SR45a RNA constructs in pAN578. B, Splicing efficiencies of different SR45a truncated forms were assessed using the AS reporter with introns from the Waxy gene and SR45a gene. Splicing efficiency of the constructs is expressed as the relative activity of firefly luciferase versus Renilla luciferase and is shown in comparison to the splicing efficiencies contributed by the proteins produced from Group 1 P006 and Group 2 P005 RNA isoforms. Values are the means of the four replicates ± sd. Values indicate the fold change (VC) in luciferase activity by coexpressing different SR45a forms. Empty pAN578 (the backbone of SR gene constructs) was used as an empty vector control (VC, one-fold). C, The N-terminal RBD of P005 group proteins, but lacking in the P006 group. The domain is ∼90 amino acids in length and consists of four beta-sheet strands packed against two alpha-helices. 3D structure of the P005 RBD was predicted using Phyre2 (http://www.sbg.bio.ic.ac.uk/∼phyre2/html/page.cgi?id=index). D, Candidate motifs for the binding by the RBD to the RNAs of the model substrates. Pyrimidine-rich intron binding motif and a M3 mutant are shown for the waxy substrate and a purine-rich exon binding motif and two M1 mutations are shown for the SR45a substrate. E, Splicing efficiency of the nonmutant substrates and the mutants is expressed as the relative activity of firefly luciferase versus Renilla luciferase. Values are the means of the four replicates ± sd. Values indicate the fold increase contributed by expression of SR45a isoforms. Empty pAN578 (the backbone of SR gene overexpression constructs) was used as a control (VC, one-fold). F, Working model for heat induced AS. Global AS is induced by increasing MDT. The SR genes, which are splicing regulators, are major targets of differential AS. With a higher afternoon temperature, AS produces RNA isoforms capable of encoding functionally efficient splicing regulators with the potential to enhance AS for other genes.

The deletion of the N-terminal RS domain and the RBD, similar to what could be produced from the T006 isoform, abolished RNA splicing (Figures 4E and 6B) indicating that one or both of the N-terminal RS domain and the RBD were essential for splicing the model substrates. However, when only the N-terminal RS was deleted, splicing activity was only slightly reduced. Therefore, the elimination of the coding capacity for the RBD in Group 2 isoforms, and not the N-terminal RS domain, is largely responsible for their diminished splicing activity. The RBD in SR45a is ∼90 amino acids in length and is predicted to be a four-stranded beta-sheet packed against two alpha helices (Figure 6C; Supplemental Figure S16).

We also attempted to determine what characteristics of the target RNA substrate are required for splicing in the protoplast system. As a control, we altered the polypyrimidine tract in the waxy intron that likely serves as the recognition site for branch point factors involved in lariat formation (Ruskin et al., 1984; Frendewey and Keller, 1985; Reed and Maniatis, 1985; Garcia-Blanco et al., 1989; Reed, 1989; Figure 6D). Substitution of the polypyrimidine-rich TCTCTCTCTCT sequence with CGGCCGTTCA effectively eliminated the splicing of the waxy intron by SR45a P005 (Figure 6E). This showed that the splicing assay truly assesses RNA splicing because it depends on the integrity of the branch point and that some other uncharacterized activity in the protoplast system is not responsible for the expression of the luciferase reporter. Xing et al. (2015) identified RNA motifs as binding sites for AtSR45 (a different SR protein with calculated molecular mass of approximately 45 kDa, not to be confused with SR45a) based on RIP-seq experiments (RNA-protein immunoprecipitation sequencing experiments). The binding sites were G/A rich motifs with features typical of exonic splicing enhancers (ESE). The motifs were positioned within exons at the intron boundaries (Figure 6D). To test if maize SR45a uses these motifs for the RNA splicing, reporters with or without different mutations in these ESE-like RNA motifs were co-transfected with SR45a T005 in the maize protoplast system. Mutations in these motifs severely reduced the splicing efficiency of SR45a P005, especially the mutation in both the left and right ESE-like RNA motifs in the SR45a reporter (Figure 6E). This indicates that SR45a recognizes and binds conserved RNA motifs to help catalyze RNA splicing. Thus, both *cis*-acting ESE-like RNA motifs and *trans*-acting RBDs in SR proteins are essential for AS by the spliceosome.

## Discussion

In this study, we found that elevated MDTs had global effects in promoting AS. The frequent targets of AS were genes encoding RNA splicing regulators, especially SR proteins. We focused on one of the plant-specific SR protein genes in maize, SR45a, the splicing of which was enhanced at elevated temperature in the context of diurnal changes in daily temperatures. At lower daily temperatures in the virtual morning of a hot summer day, SR45a RNA isoforms were produced that were replete with short upstream ORFs, but if the longer downstream ORFs were translated, they would lack predicted N-terminal RS and RBDs. Later in the day, other RNA isoforms are produced which would be predicted to encode fully functional SR45a forms with both RS domains and the RNA binding and RRM domains. The afternoon RNA isoforms would encode proteins that are efficient in splicing model substrates, such as an intron from the waxy gene and another from SR45a itself. If translated, the morning RNA isoforms would encode proteins that are less efficient, not because of the loss of the N-terminal RS domain, but because of the loss of the RBD. Hence, in maize, progress through the day leads to shifts in the production of alternatively spliced SR45a isoforms that are capable of producing splicing regulators more efficient in splicing (Figure 6F).

In the model substrates used to test the splicing efficiency of the SR45a isoforms in the maize protoplast system, two RNA motifs were identified as binding sites for AS factors. The sites were the two G/A rich ESE-like motifs in the exons at the boundaries of the intron in the SR45a substrate. Mutations in these RNA motifs abolished the splicing efficiency of SR45a. This indicated that SR45a recognizes and binds to conserved RNA motifs that enhance spliceosome catalyzed AS.

It is difficult to understand why plants make the RNA isoforms at lower MDTs only capable of encoding inefficient splicing regulators or blocked in making any splicing regulators by small upstream ORFs. It is important to point out that we have taken into account the issues raised by Brown et al. (2015) in that we do not assume that a downstream ORF is translated in an alternatively spliced form simply because upstream ORFs have been blocked by PTCs. Several of the RNA isoforms, such as SR45a T006, have retained introns with PTCs situated >50 bp upstream from the 3′ splice site and should be candidates for NMD (Supplemental Figures S8 and S9). Yet they seem to accumulate during the virtual morning/lower MDTs. It is of interest that Kalyna et al. (2012), who compared the abundance of transcripts in NMD defective mutants compared to wild type, found that not all transcripts with IRs containing PTCs were targets for NMD in Arabidopsis. Such transcripts may be sequestered in the nucleus and may not make it out to the translation machinery where they might subject to NMD. Perhaps the fact that the RNA isoforms capable of encoding shorter proteins decline after virtual midmorning may be an indicator that NMD activity commences at this time. It is possible that the downstream ORF encoding the inefficient splicing regulator is not translated at all, in which case the consequences of AS would be about the same whether the RNA isoform was translated or not.

The splicing of other SR45 genes has been described in Arabidopsis, however, these genes are not closely related to the maize gene in this study (SR45 named because of the calculated molecular mass for these proteins is ∼45 kDa), and the patterns of splicing are also different. In Arabidopsis, Gulledge et al. (2012) found that an exon-skipped RNA variant of SR45a (At1g07350.1) encoded a FL protein while an unskipped form lacked a C-terminal RS region (Supplemental Figure S13). Heat treatment in the Gulledge study and high light in another study by Tanabe et al. (2009) tended to favor the accumulation of the exon skipped form. Zhang and Mount (2009) analyzed the effects of splicing of another SR45 gene in Arabidopsis (At1g16610) which created an isoform in which a single amino acid in exon 7 of SR45.1 was replaced by eight amino acids. They found through complementation analysis that the isoforms appeared to have different functions in that SR45.1 affected petal phenotypes while SR45.2 complemented root growth phenotypes.

AS has been reported in other plants under stress conditions. Matsukura et al (2010) described the stress-inducible splicing of OsDREB2B in rice. Under non-stress conditions, a shorter non-functional form is produced, and in response to stress conditions a longer form is made. The non-functional form is not a precursor of the functional form, rather the functional form is produced by AS. The OsDREB2B gene is composed of three exons and under normal conditions, splicing includes all three exons, but encodes a shorter protein. Under stress conditions, ES eliminates exon 2 from OsDREB2B, which connects exon 1 in frame with a long open frame in exon 3. Thus, by the elimination of exon 2, the OsDREB2B gene transcript encodes a longer protein. Matsukura et al. (2010) went on to show that the longer protein was more active as a transcription factor in an Arabidopsis transient expression system. Thus, in response to heat, drought and high salinity conditions, OsDREB2B transcripts are alternatively spliced giving rise to a functional form of this stress transcription factor.

Since AS increases with MDT in maize, it is of interest to know whether AS is involved in the HSR, which is a major contributor to heat stress tolerance in plants (Vierling, 1991). Zhang et al. (2020) observed slight increases in the alternatively spliced forms of ZmHsf04 and ZmHsf17 following heat shock (42°C) in maize. In Arabidopsis, AS is responsible for the induction of at least one of the heat shock factors, *HsfA2*. *HsfA2* contains a single 324 nt intron that is spliced out at 22°C leading to the production of a FL *HsfA2* transcript (Sugio et al., 2009). Elevated temperature conditions (37°C) produce a RNA isoform, *HsfA2-II*, that includes within the RNA transcript a 31 nt cryptic miniexon that lies within the *HsfA2* intron. The minexon has a PTC, which results in the degradation of the RNA by NMD. An additional splice variant *HsfA2-III* is produced because of a cryptic 5′ splice site in the intron. This splice site is used at higher temperature (42°C–45°C), reducing the production the *HsfA2-II* variant (Liu et al., 2013). *HsfA2-III* encodes a truncated protein, S-HsfA2, which can bind to the *HsfA2* promoter, upregulating HsfA2 expression, and constituting a positive autoregulatory loop.

Another gene that is subject to temperature dependent AS is *FLOWERING LOCUS M* (*FLM*), a component of the thermosensory flowering pathway in Arabidopsis (Capovilla et al., 2017). FLM acts as a “thermometer,” measuring moderate changes in ambient temperature. FLM encodes two RNA isoforms, *FLM-β* and *FLM-δ*, which can be translated into two protein isoforms, differing by the inclusion of either the second or third exon, (Jiao and Meyerowitz, 2010). The abundance of *FLM-β* relative to *FLM-δ* changes in response to temperature (Balasubramanian et al., 2006). *FLM-β* is down-regulated with increases in temperature, signifying that *FLM-β* and *FLM-δ* function differently in the control of flowering by ambient temperature (Balasubramanian and Weigel, 2006).

Of recent interest is whether or not RNA splicing in plants is cotranscriptional. The work of Li et al. (2020) and Zhu et al (2020) demonstrate that cotranscriptional splicing is widespread in Arabidopsis despite the fact that plant genes are shorter than their mammalian counterparts, which might lead one to think that the incidence of cotranscriptional splicing would be much lower in plants. Nonetheless, the considerable extent of cotranscriptional splicing in plants is relevant to AS because the environment in which splicing occurs can be influenced by chromatin structure and histone modifications. Perhaps, this is the key as to why some plant genes are more subject to AS while others are not.

## Experimental procedures

### Plant material

Maize (*Zea mays*) inbred line W22 was used in this study. This inbred line was developed at the Wisconsin Agricultural Experiment Station and served as one of the platforms for maize genetics (Brink et al., 1968). In this study, the middle part of the newest, fully expanded leaf from plants at the V4 (20 DAG) and V5 (27 DAG) stages were collected for RNAseq analysis and RT-PCR analysis. The leaf from 10 DAG seedlings was used for maize protoplast isolation and transient expression.

### Plant growth conditions

Plant growth conditions were the same as described in Li et al. (2020). Briefly, seeds of maize W22 were geminated in soil in small pots with 13 h light/11 h dark at 26°C. For experiments in the Enviratron, seven DAG plants were transplanted in nine-inch pots and randomly placed into 12 set positions within each chamber. The eight growth chambers in the Enviratron were used to simulate four different environmental conditions, i.e. with duplicate chambers for each condition. The daytime temperatures were ramped up over 6 h to a MDT of 31°C, 33°C, 35°C, or 37°C (Supplemental Figure S1). Nightime temperatures were ramped down over 8 h to 10°C below the MDT. Light intensities in a 16 h/8 h photoperiod cycle were also ramped up to 1200 µmol m^−2^ s^−1^ (measured 60 cm from the light source) or down over 2 h periods to simulate dawn and dusk. Soil water potential was maintained at 50% VWC (volumetric water content) and relative humidity was held at 60%. Leaf samples from plants under different growth conditions (different MDTs) were collected for transcriptome analysis at the V4 (20 DAG) and V5 (27 DAG) developmental stages.

For experiments utilizing maize protoplasts, seeds of maize W22 were geminated in soil in small pots with 13 h light/11 h dark at 26°C until 10 DAG, then leaves from plants were collected for protoplast isolation.

### Transcriptome, alternative spicing, quantitative RT-PCR and semiquantitative RT-PCR analyses

RNA was extracted from small samples (0.1 g) of leaf lamina (avoiding the midrib) obtained from the middle of the first fully expanded leaves. RNA was isolated using a Plant RNeasy Mini Kit and treated with DNase (Qiagen, www.qiagen.com/us/) according to the manufacturer’s instructions. RNA quality and quantity were determined by the UV absorbance spectra, gel electrophoresis, and Agilent 2000 BioAnalyzer (http://www.agilent.com).

For quantitative RT-PCR and semiquantitative RT-PCR, 500 ng total RNA were used for the cDNA synthesis (iScript cDNA Synthesis kit (Bio-rad, www.bio-rad.com)), which in turn was utilized as template for quantitative RT-PCR and semiquantitative RT-PCR analyses. Quantitative RT-PCR (RT-qPCR) was performed with StepOnePlus™ (Applied Biosystems, https://www.biosciences.ie/applied-biosystems) using a PowerTrack™ SYBR Green Master Mix (Thermo Fisher Scientific, A46012) according to the manufacturer’s instructions. Relative gene expression levels were calculated using the 2^−ΔΔCt^ method (Livak and Schmittgen, 2001) and employing maize *ubiquitin*1 (*Ubi*1) as a standard. Primers used in this study are listed in Supplemental Table S9. Three biological replicates were used for expression analysis of different RNA transcript isoforms.

For RNAseq analysis, poly A RNA isolation, cDNA library construction, sequencing, and primary bioinformatics analysis were performed by BGI Tech Solutions Co., Ltd. (Beijing Genomic Institute (www.genomics.org.cn, BGI)) and as described in Li et al. (2020). Briefly, poly A RNA was isolated using oligo(dT)-attached magnetic beads and fragmented at elevated temperature with NEBNext RNA fragmentation buffer (New England BioLabs). First-strand cDNA was generated using random hexamer-primed reverse transcription, followed by second-strand cDNA synthesis. cDNA ends were repaired by A-Tailing followed by adding RNA Index Adapters. The cDNA fragments were amplified by PCR, and the products purified by Ampure XP Beads (Beckman Coulter). The products were validated for quality control using an Agilent Technologies 2100 bioanalyzer. The double stranded PCR products were heat denatured and circularized using splint oligos (Diegelman and Kool, 2000). The single strand circular DNAs (ssCir DNAs) were amplified with phi29 (Blanco et al., 1989) to make DNA nanoballs (DNBs; Porreca, 2010). DNBs were loaded into the patterned nanoarray and single end 50 base reads were generated on BGIseq500 platform (BGI-Shenzhen, China).

Sequencing data were filtered with SOAPnuke (v1.5.2, github.com/BGI-flexlab/SOAPnuke) by removing reads (1) containing sequencing adapters, (2) in which more than 20% of the bases have a quality score <5 or, (3) in which 5% or more of the bases are unknown (represented by N). Clean reads were stored in FASTQ format and mapped to the reference maize B73 genome using HISAT2 (v2.0.4, http://www.ccb.jhu.edu/software/hisat/index.shtml) and then used for quality control, visualization of the alignment and new transcript prediction. Bowtie2 (v2.2.5, http://bowtiebio.sourceforge.net/%20Bowtie2%20/index.shtml) was used to align the clean reads to the reference coding gene set (transcripts (cDNA), plants.ensembl.org/info/website/ftp/index.html) and then gene expression levels were calculated by RSEM (v1.2.12, github.com/deweylab/RSEM). Differential expression analysis was performed using the DESeq2 (v1.4.5, www.bioconductor.org/packages/release/bioc/html/ DESeq2.html) with Q value ≤ 0.05.

After alignment with the reference genome, rMATS (Shen et al., 2014; v3.2.5, http://rnaseq-mats.sourceforge.net) was used to detect AS in the samples. Five major types of AS were detected including ES, IR, A5SS, A3SS, and MXE. rMATS is a statistical method for robust and flexible detection of differential AS from replicate RNA-Seq data. rMATS uses a likelihood-ratio test to calculate the *P* value and false discovery rate (FDR) that the difference in the isoform ratio of a gene between two conditions exceeds a given user-defined threshold. First, the **IncLevel1** (denoted as ψ, Inclusion Level) and **IncLevel2** from two conditions is calculated as such: ψ = (I/LI)/(I/LI + S/LS) where: ψ = Inclusion Level (**IncLevel1**), I = number of reads mapped to the exon inclusion isoform (**IC_SAMPLE_1**), S = number of reads mapped to the ES isoform (**SC_SAMPLE_1**), LI = effective length of the exon inclusion isoform (**IncFormLen**), LS = effective length of the ES isoform (**SkipFormLen**). **IncLevelDifference** = **IncLevel1** - **IncLevel2.** rMATS uses a likelihood-ratio test to calculate the *P* value for the difference in the mean ψ values between two sample groups. The FDR was obtained by using the Benjamini Hochberg method, and the threshold of |Δψ| > 5% and FDR ≤1% were used to judge AS. Besides that, the different ASs (ES/MXE/intron retained/alternated 5/3′ splice site when AS in that region is ES/MXE/IR/A5SS/A3SS, respectively) in each group (high MDT/31°C) were compared to obtain the gradient comparison (33/31°C, 35/31°C and 37/31°C) of ASs, especially when FDR and |Δψ| did not meet the criterion of DAS.

### Splicing efficiency analysis by using maize protoplast transient assay

Transient expression assays were performed with maize mesophyll protoplasts as described by Sheen (2001) except W22 inbred lines were used as a source for protoplasts. For splicing efficiency analysis, two different groups of constructs were used. The first was used to overexpress different SR RNA isoforms. Different SR45a RNA isoforms or different SR45a truncated forms were amplified from cDNA of maize W22 (Supplemental Figures S17 and S18), sequenced and then inserted into the plasmid pAN578 (http://nebenfuehrlab.utk.edu/markers/vectors.htm) so that the expression of the SR45a gene isoform is driven by the 35S promoter. The second group is composed of the splicing reporters based on the modification of plasmid pGreen II 8000 (SnapGene, www.snapgene.com/resources/plasmid_files/plant_vectors/). The pGreen II 8000 has a Renilla luciferase (Rluc) driven by the 35S promoter that is used as an internal control. A splicing reporter consisting of an intron with flanking exon sequences linked to the firefly luciferase gene was inserted into the expression cassette (Figure 5A). Three different splicing reporter constructs were generated depending on the intron to be tested. One intron-containing construct was from the Waxy gene (intron Wx), one from SR45a, and one from HSFTF9. For the detection of the cis-effect of the candidate motifs for the binding by the RBD to the RNAs, the mutated candidate motifs were generated and inserted into the expression cassette. Co-expression of the splicing reporter construct and empty vector (pAN578) was used as a control (VC, empty vector control). Luciferase activity measurements were carried out according to the manufacturer’s instructions (E1910, Promega, www.promega.com). Four biological replicates were used. RT-PCR was carried out as described above except for 300 ng total RNA were used for the cDNA synthesis.

### Sequence analysis

All the gene IDs mentioned were from maize B73 V4 version (http://plants.ensembl.org/Zea_mays/Info/Index, https://www.maizegdb.org), except some as indicated. All the gene IDs mentioned in the phylogenetic tree were from EnsemblPlants (http://plants.ensembl.org/index.html). Multiple sequence analyses were carried out using ClustalW2 (https://www.ebi.ac.uk/Tools/msa/clustalw2/). Conserved domain analysis was performed using Conserved Domain Search Service (CD Search; https://www.ncbi.nlm.nih.gov/Structure/cdd/wrpsb.cgi). 2D and 3D structure of SR45a was predicted using Phyre2 (http://www.sbg.bio.ic.ac.uk/∼phyre2/html/page.cgi?id=index). 

## Accession numbers

*CALCIUM UNDERACCUMULATION 1* (Zm00001d004109), SRP34 (Zm00001d040672), SR45a (Zm00001d047847, SR45a), MAPKKK3 (Zm00001d026511; Zm00001d025449), NCRK (Zm00001d014967), NF-YB1 (Zm00001d010574), CONSTANS-LIKE9 (Zm00001d045804), HSFTF9 (Zm00001d048041), Phosphatidylethanolamine-binding protein genes (Zm00001d046300, Zm00001d006116, Zm00001d021135), mRNP protein (Zm00001d051139), SCL33 (Zm00001d022243), SR34 (Zm00001d040672), SRP (Zm00001d051139), SPFcc1-like (Zm00001d048415), waxy (Zm00001d045462).

## Footnotes

Data deposition: Raw RNA sequencing data, transcriptional and alternative splicing analysis have been deposited in the NCBI Gene Expression Omnibus (GEO) database (GSE154373 and GSE167670).

## Supplemental data

The following materials are available in the online version of this article.

**Supplemental Figure S1**. Maize plants were grown under different environmental conditions in the Enviratron.

**Supplemental Figure S2**. Venn diagram showing the abundance of the differential alternative splicing (DAS) types.

**Supplemental Figure S3**. GO enrichment analysis for differentially spliced genes.

**Supplemental Figure S4**. Differential alternative splicing in selected regulatory genes.

**Supplemental Figure S5**. Differential alternative splicing in PE-binding protein genes in response to increased MDTs.

**Supplemental Figure S6**. Differential alternative splicing in selected SR genes and *HSFTF9* in response to increased MDTs.

**Supplemental Figure S7**. RT-qPCR validation of the two major group isoforms of *SR45a* and *HSFTF9* in response to increased MDTs.

**Supplemental Figure S8**. Multiple short uORFs in the 5′ UTR of the group 2 *SR45a* genes in maize.

**Supplemental Figure S9**. Alternative splicing analysis of *SR45a* in maize inbred line W22 and multiple short uORFs in the 5′ UTR of the group 2 *SR45a* genes in maize.

**Supplemental Figure S10**. Phylogeny of SR45a protein genes.

**Supplemental Figure S11**. Expression patterns of the *SR45a* genes in Arabidopsis and maize.

**Supplemental Figure S12**. Amino acid sequence alignment of the SR45a isoforms (Zm00001d047847 in maize B73 (Version 4)).

**Supplemental Figure S13**. Alignment between maize and Arabidopsis SR45a protein isoforms.

**Supplemental Figure S14**. RNA splicing assay.

**Supplemental Figure S15**. RNA splicing assay of the *SR45a* isoforms with their upstream regions.

**Supplemental Figure S16**. Predicted 2D structure of Group 1 SR45a (P005).

**Supplemental Figure S17**. Sequence alignment of the CDS and translated protein of *SR45a* from maize B73 and W22.

**Supplemental Figure S18**. Sequence alignment of three *SR45a* isoforms amplified from maize inbred line W22.

**Supplemental Table S1.** Reads and mapping of the sequence samples.

**Supplemental Table S2.** Alternative splicing overview in all the samples.

**Supplemental Table S3.** Overview of the differentially alternative splicing (DAS) events in W22 response to increased MDTs.

**Supplemental Table S4.** Differential alternative splicing events and the corresponding gene expression changes in W22 in response to increased MDTs (20 DAG).

**Supplemental Table S5.** Differential alternative splicing events and the corresponding gene expression changes in W22 in response to increased MDTs (27 DAG).

**Supplemental Table S6.** All the DEGs identified in maize W22 in response to the increased MDTs.

**Supplemental Table S7.** GO enrichment analysis of the identified differential alternative splicing events.

**Supplemental Table S8.** The number of reads mapped to the exon inclusion isoform and the exon skipping isoform of the genes used to generate the heatmap in Figure 2, Figure S4 and Figure S5.

**Supplemental Table S9.** Primers used in this paper.

## Supplementary Material

kiab110_Supplementary_Data Click here for additional data file.

# Supplementary material for: Daily temperature cycles promote alternative splicing of RNAs encoding SR45a, a splicing regulator in maize
**Source:** Plant Physiol. 2021 Mar 10;186(2):1318–35. doi: 10.1093/plphys/kiab110
**Supplement:** kiab110_Supplementary_Data

## Supplement to: Daily temperature cycles promote alternative splicing of RNAs encoding SR45a, a splicing regulator in maize

Zhaoxia Li<sup>a</sup>, Jie Tang<sup>b</sup>, Diane C. Bassham<sup>b</sup> and Stephen H. Howell<sup>a,1</sup>

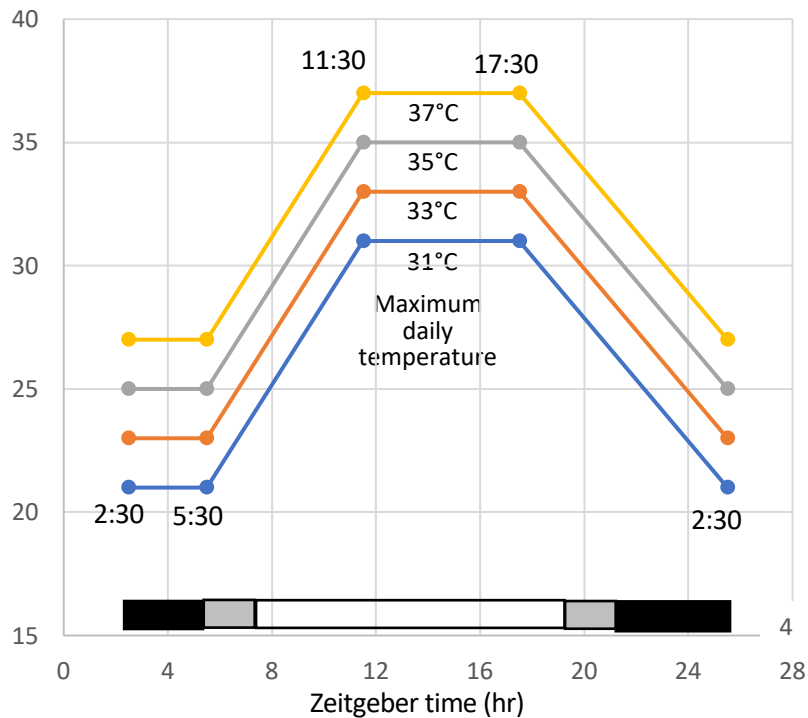

Supplemental Figure S1. Maize plants were grown under different environmental conditions in the Envirotron.

Maize plants (W22) were subjected to photoperiod and temperature cycles in which maximum daily temperatures (MDT) reached 31, 33, 35 or 37°C in the different growth chambers of the Envirotron. Morning and evening temperatures were ramped up or down over 6 and 8 hr, respectively, while light intensities were ramped up or down over 2 hr (grey part of illumination bar). V4 (20 DAG) and V5 (27 DAG) plants were sampled for RNAseq analysis at ZT 11:30. For analysis of daily fluctuations in the abundance of RNA isoforms, plants were sampled every 2 hr in the virtual morning to early afternoon.

Supplemental Figure S1

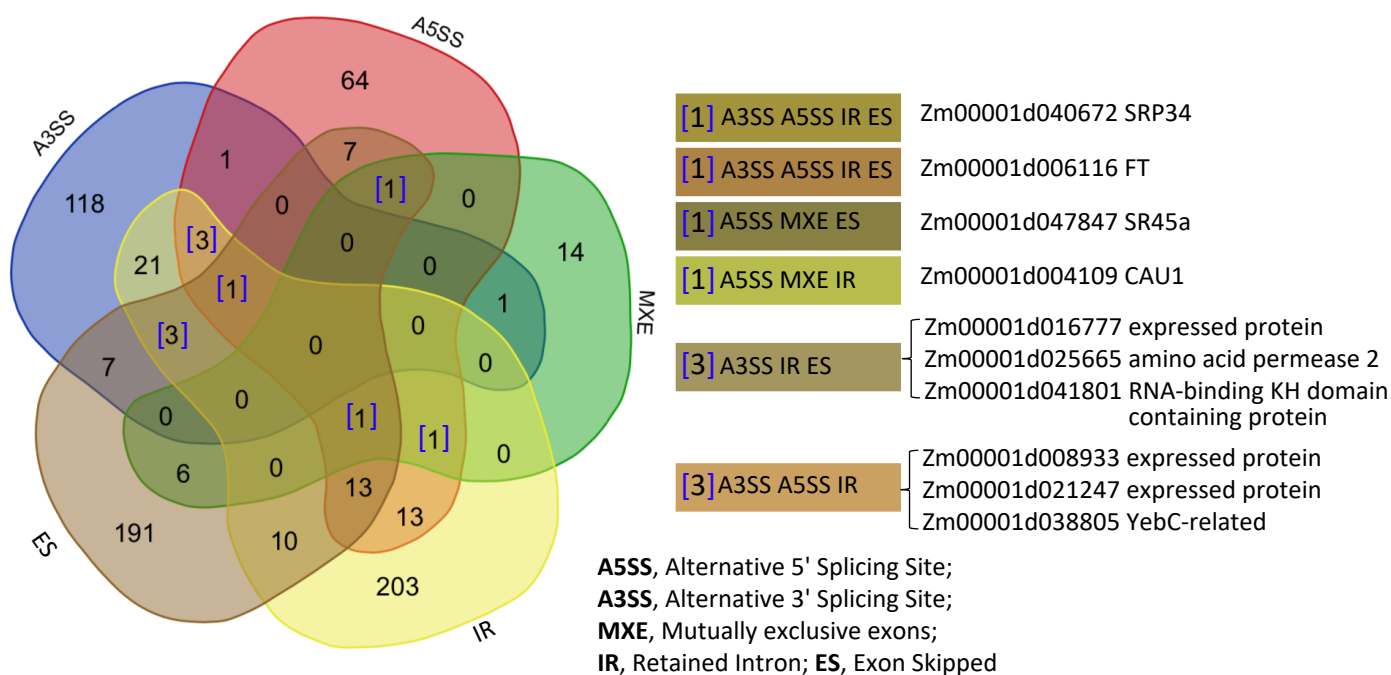

Supplemental Figure S2. Venn diagram showing the abundance of the differential alternative splicing (DAS) types.

89 of the 679 (13.10%) differentially spliced genes at increased MDT have multiple DAS types. 10 of them have more than 3 types of DASs as indicated.

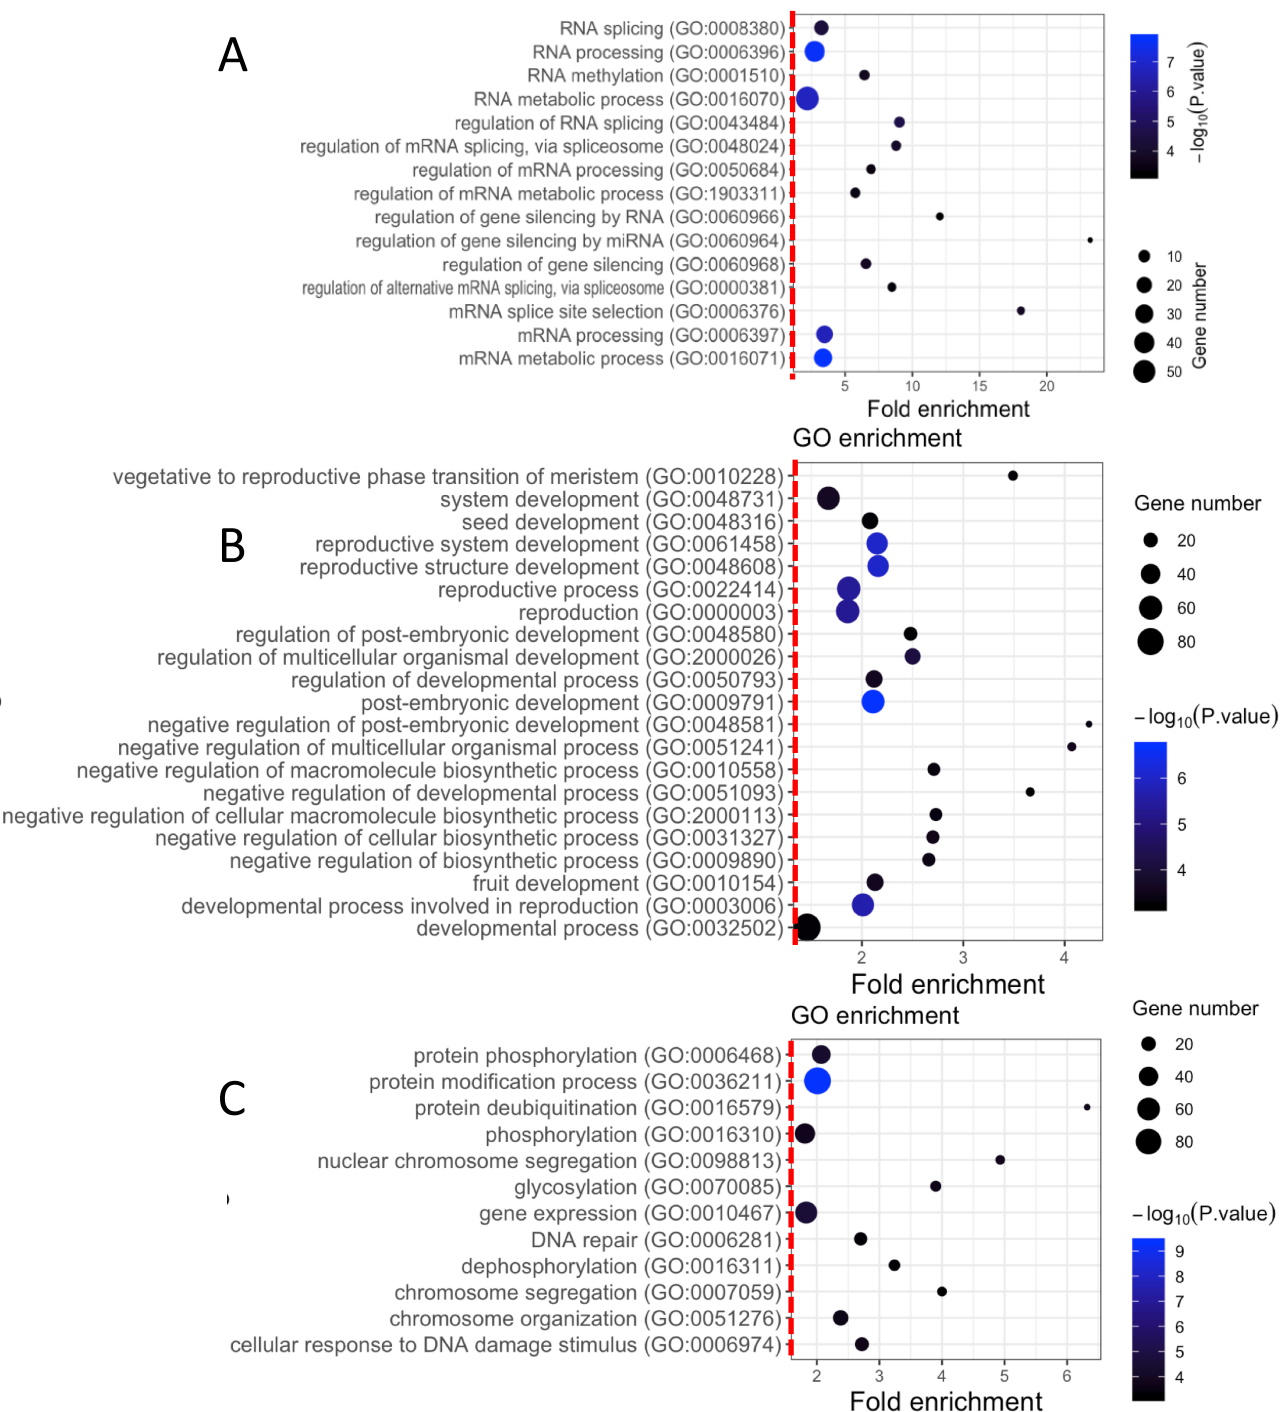

Supplemental Figure S3. GO enrichment analysis for differentially spliced genes. Diagrams show the enrichment of the differential alternative splicing (DAS) genes in response to increased MDTs. GO terms for (A) RNA processing (B) plant development and (C) protein phosphorylation/chromosome segregation. X axis indicates fold enrichment. Color of dot represents P value and size of dot represents the number of genes with the indicated fold enrichment.

Supplemental Figure S3

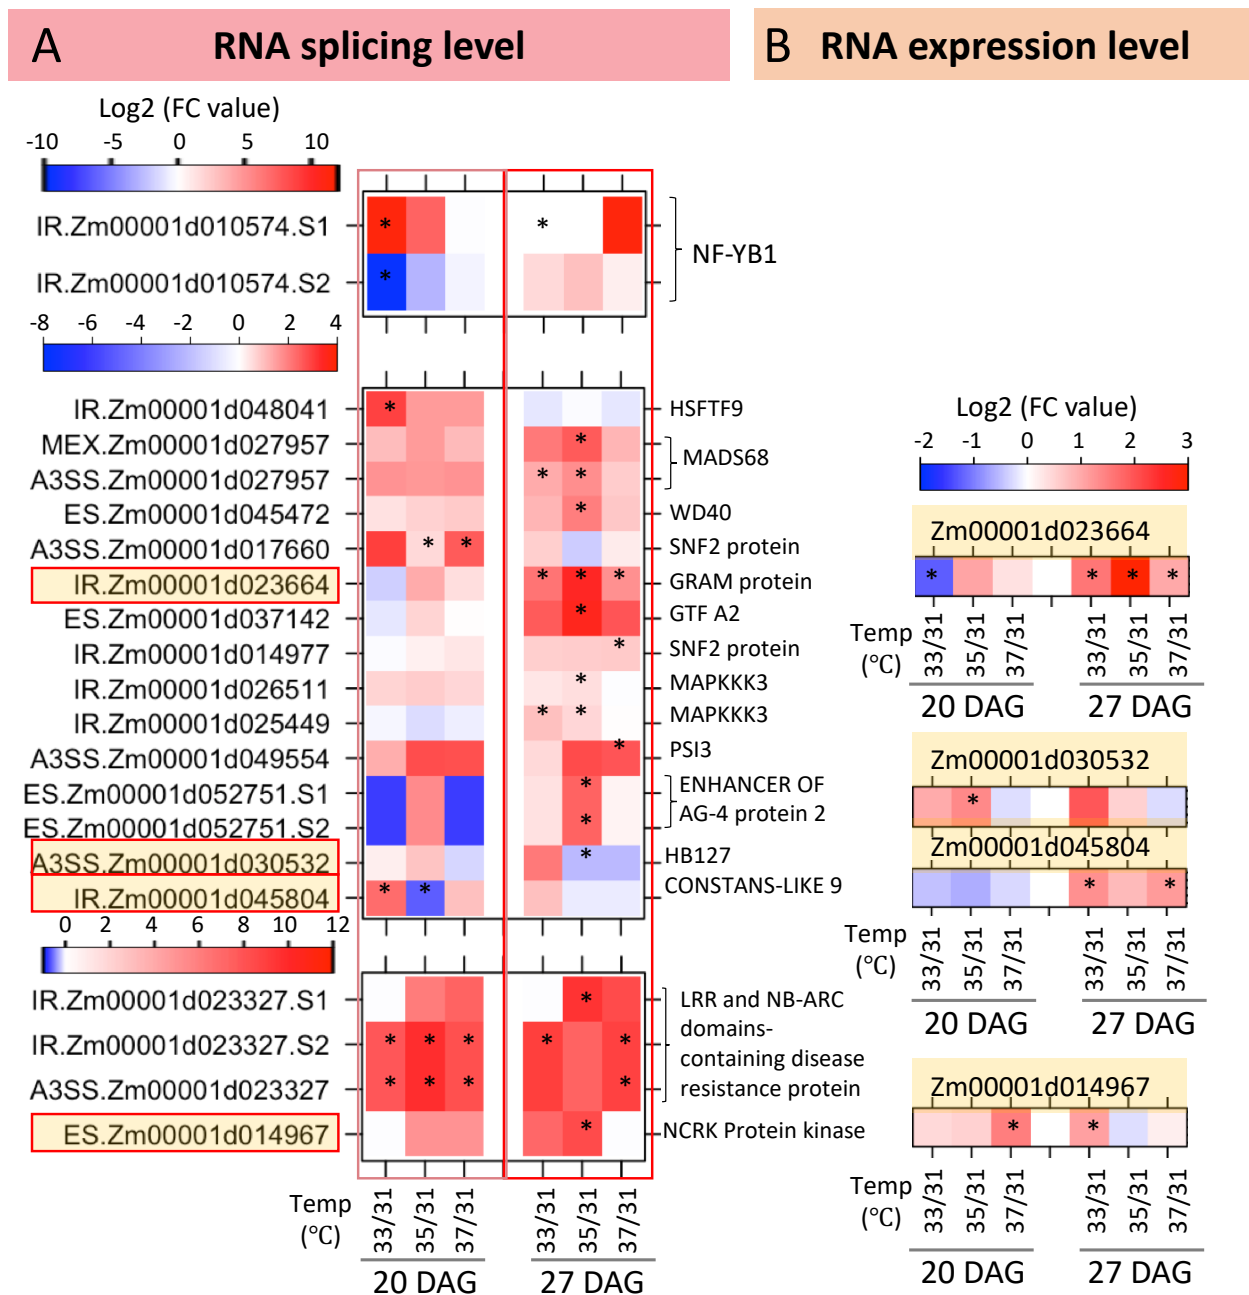

Supplemental Figure S4. Differential alternative splicing in selected regulatory genes. (A) Heat map of differential alternative splicing (DAS) of key regulatory genes in response to increased MDTs. (B) Heat map of changes in expression of these genes in response to increased MDTs. Note two different developmental stages (V4, 20 DAG and V5, 27 DAG) and different MDTs. \* indicates significant differences. See the legend in Figure 2 for the explanation of the comparisons of the heatmap.

Supplemental Figure S4

PEBP (phosphatidylethanolamine-binding protein) family protein

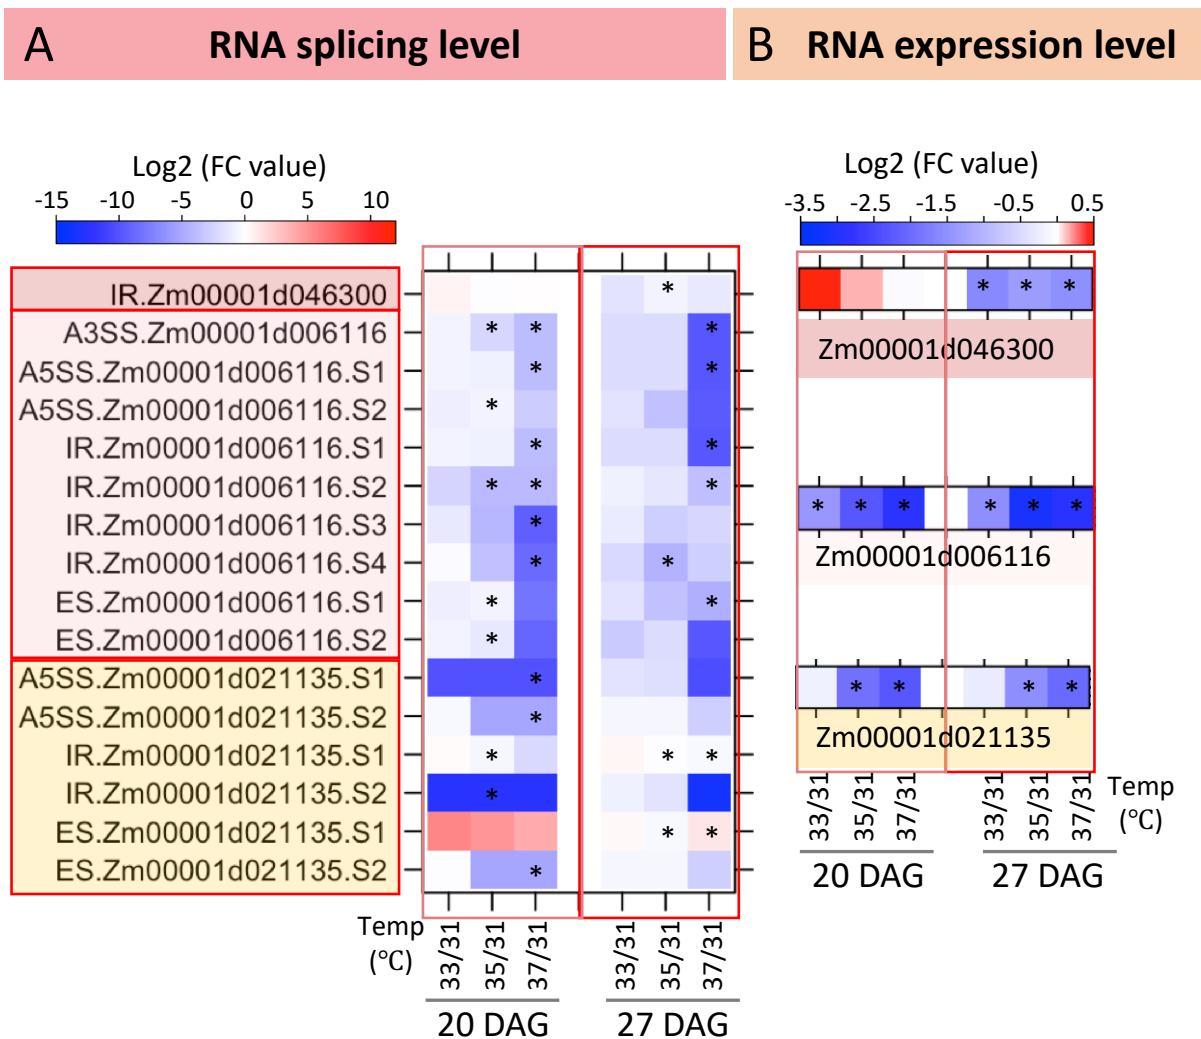

Supplemental Figure S5. Differential alternative splicing in PE-binding protein genes in response to increased MDTs

(A) DAS genes encoding phosphatidylethanolamine-binding proteins in response to increased MDTs. (B) Differential expression of genes shown in panel A that are involved in plant development in response to increased MDTs. Note two different developmental stages (V4, 20 DAG and V5, 27 DAG) and different MDTs. \* indicates the significant differences.

Supplemental Figure S5

## ZmSRP, Zm00001d051139

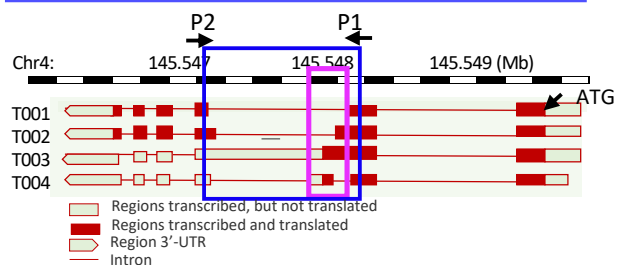

27 DAG

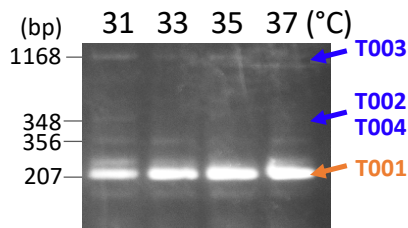

## ZmSR34, Zm00001d040672

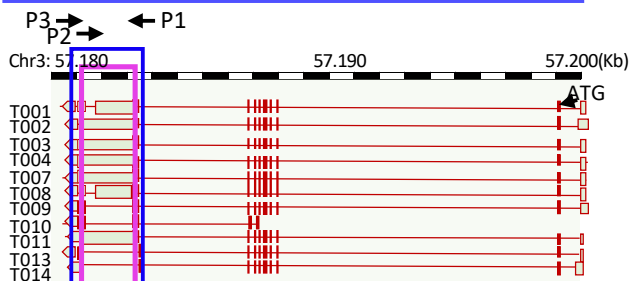

27 DAG

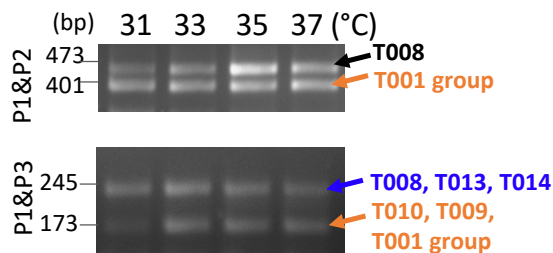

## ZmSPFcc1 like, Zm00001d048415

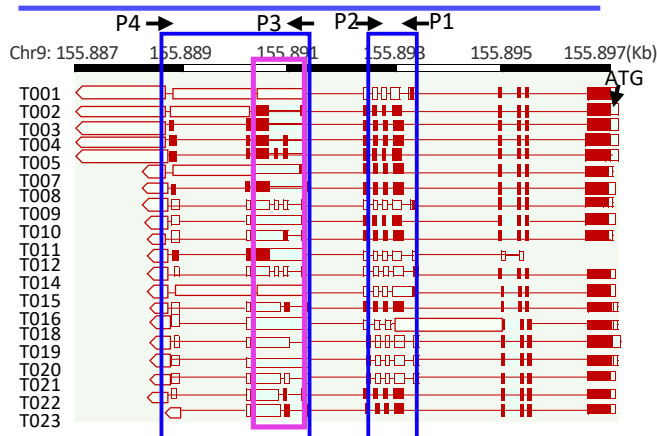

27 DAG

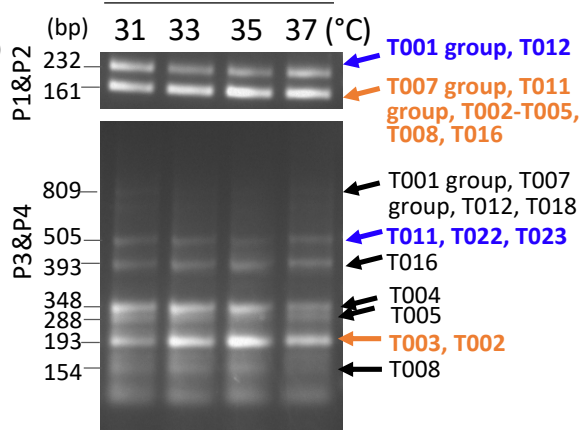

## ZmHSFTF9, Zm00001d048041

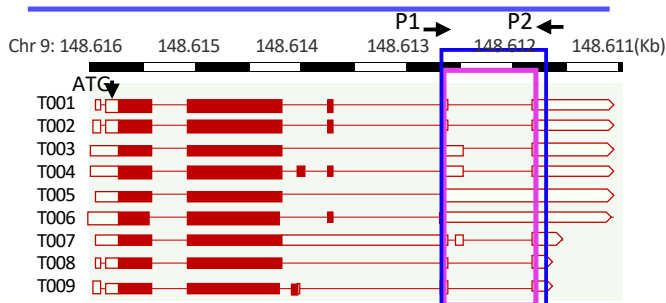

27 DAG

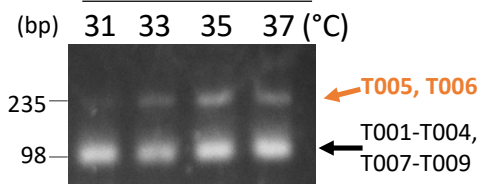

27 DAG

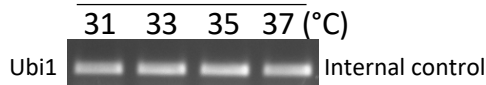

Supplemental Figure S6

Supplemental Figure S6. Differential alternative splicing in selected *SR* genes and *HSFTF9* in response to increased MDTs

Gene models (left, B73 (V4 version)) and RT-PCR (right) show DAS changes in *SR* genes and *HSFTF9* in response to increased MDTs. Box indicates the region in which amplicons were generated and in which heat-induced DASs occur as ascertained from our RNAseq data. Amplicon patterns show changes in *SR* genes and *HSFTF9* RNA isoforms in response to increased MDTs. V4 and V5 plants from chambers with different MDTs were sampled for RNA analysis at ZT 11:30. Maize *Ubi1* was used as the internal control. V5 plants were used for RT-PCR validation of the DAS from RNAseq data. Orange arrows indicate amplicons representing isoforms that increase with increasing MDT, while blue arrows indicate isoforms that decline under these conditions, and black arrows indicate isoforms that comparable to the basal temperature.

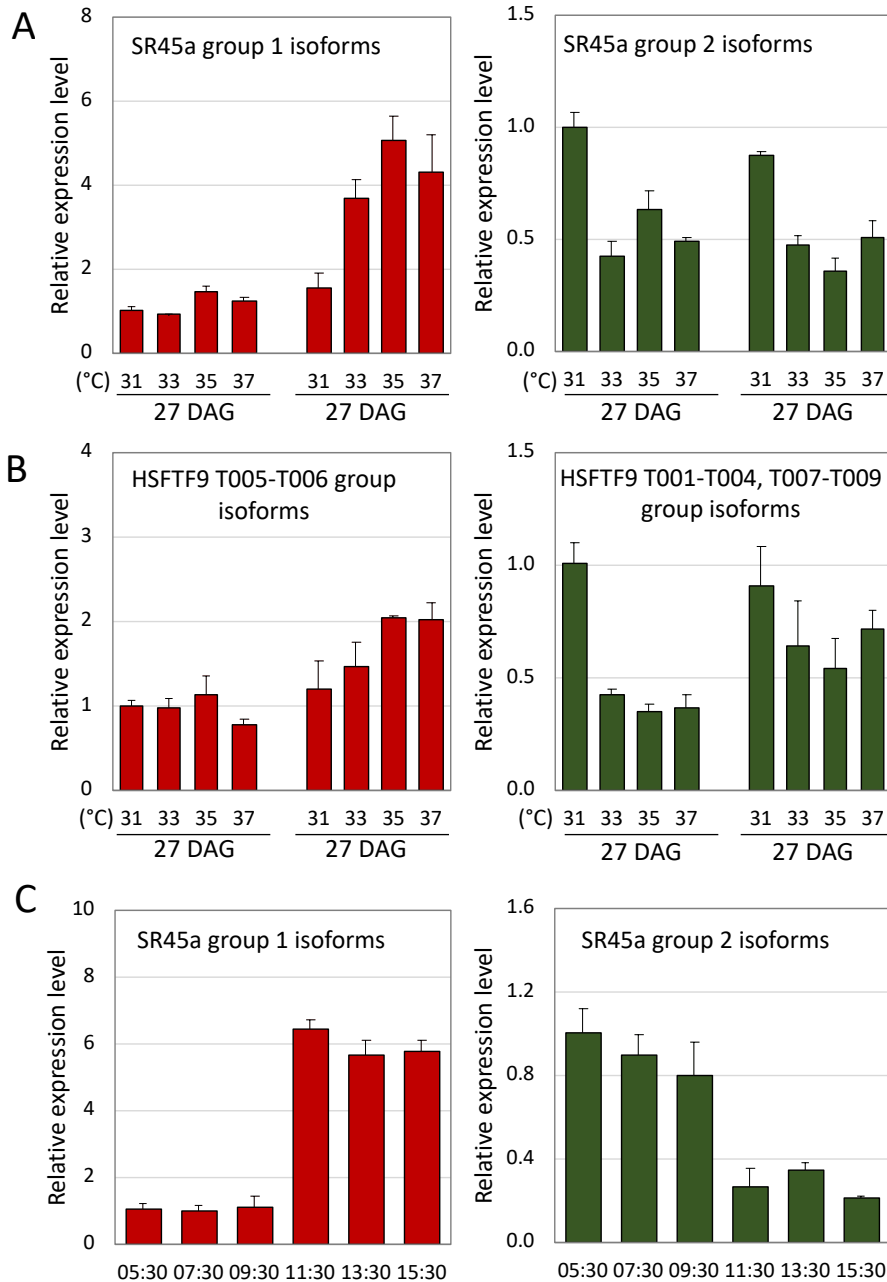

Supplemental Figure S7. RT-qPCR validation of the two major group isoforms of *SR45a* and *HSFTF9* in response to increased MDTs

(A) and (B) RT-qPCR validation of the two major group isoforms of *SR45a* (A) and *HSFTF9* (B) in response to increased MDTs. (C) Time course of daily changes in *SR45a* RNA isoforms in response to different MDTs (37°C, same as Figure 4C) by using RT-qPCR. Values are the means of three replicates  $\pm$  SD. Expression levels of genes were analyzed by RT-qPCR, fold changes in transcripts were calculated by the  $2^{-\Delta\Delta C_t}$  method with maize *Ubi1* as an internal control and the values for normal conditions (31°C, 20 DAG) were set as 1 fold.

## Supplemental Figure S7

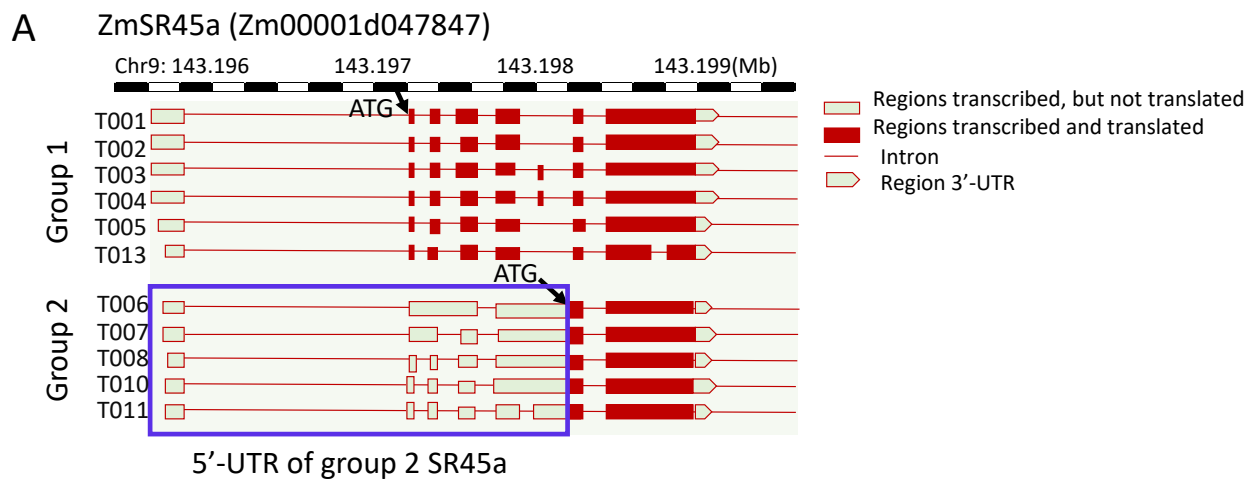

**B** Group 1 SR45a T005 cDNA

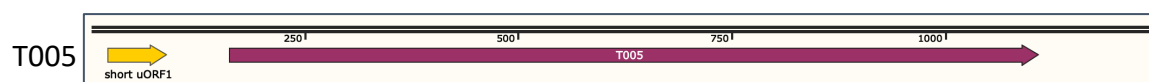

**C** Group 2 SR45a T006, T007, T008, T010 and T011 cDNA

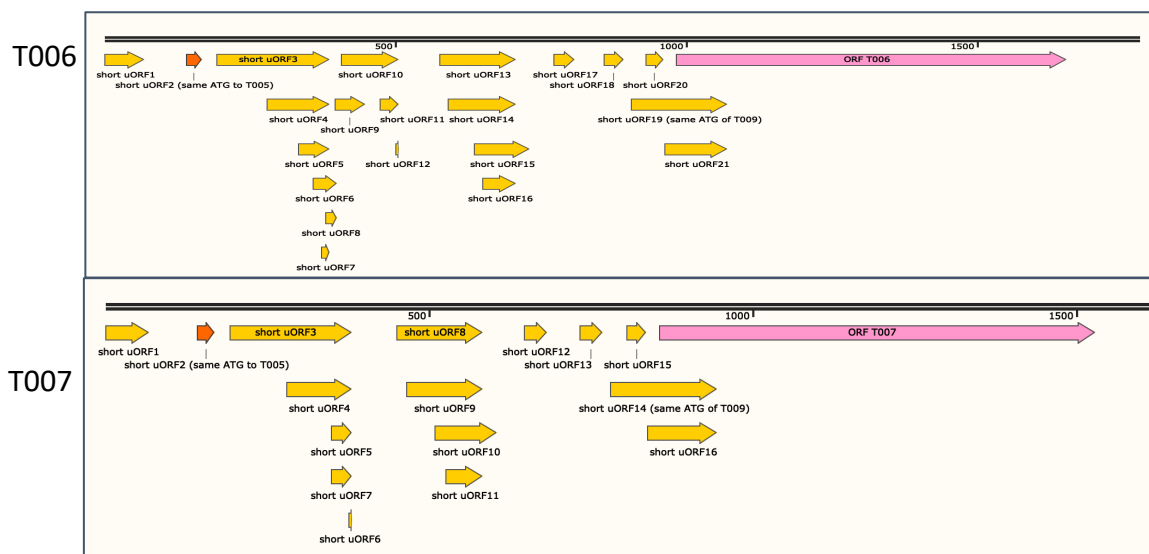

Supplemental Figure S8

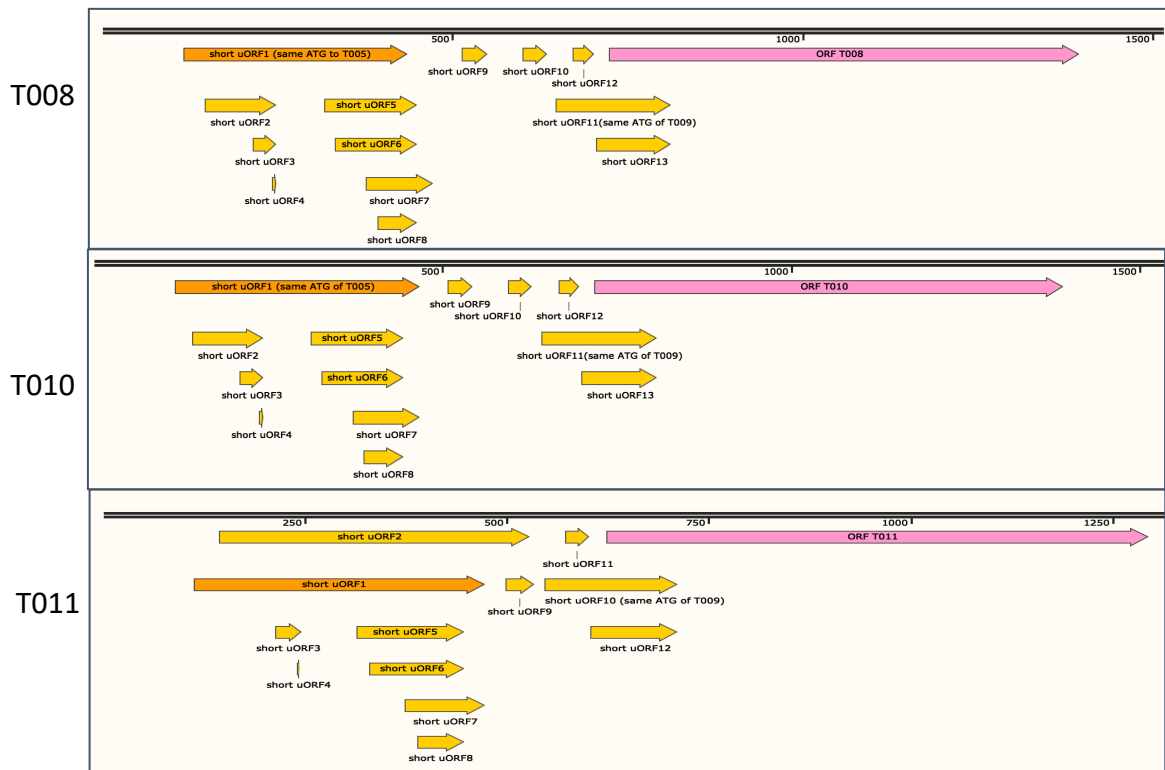

Supplemental Figure S8. Multiple short uORFs in the 5' UTR of the group 2 *SR45a* genes in maize

(A) Gene models B73 (V4 version) show the diversity of the 5' UTR of group 2 *SR45a* genes in maize due to the AS. Box indicates the 5' UTR region based on the longest ORF. (B) and (C) The predicted short uORFs in the 5' UTR of group2 *SR45a* genes in inbred line B73 but not in the group 1 *SR45a* genes, which is the feature of NMD targets.

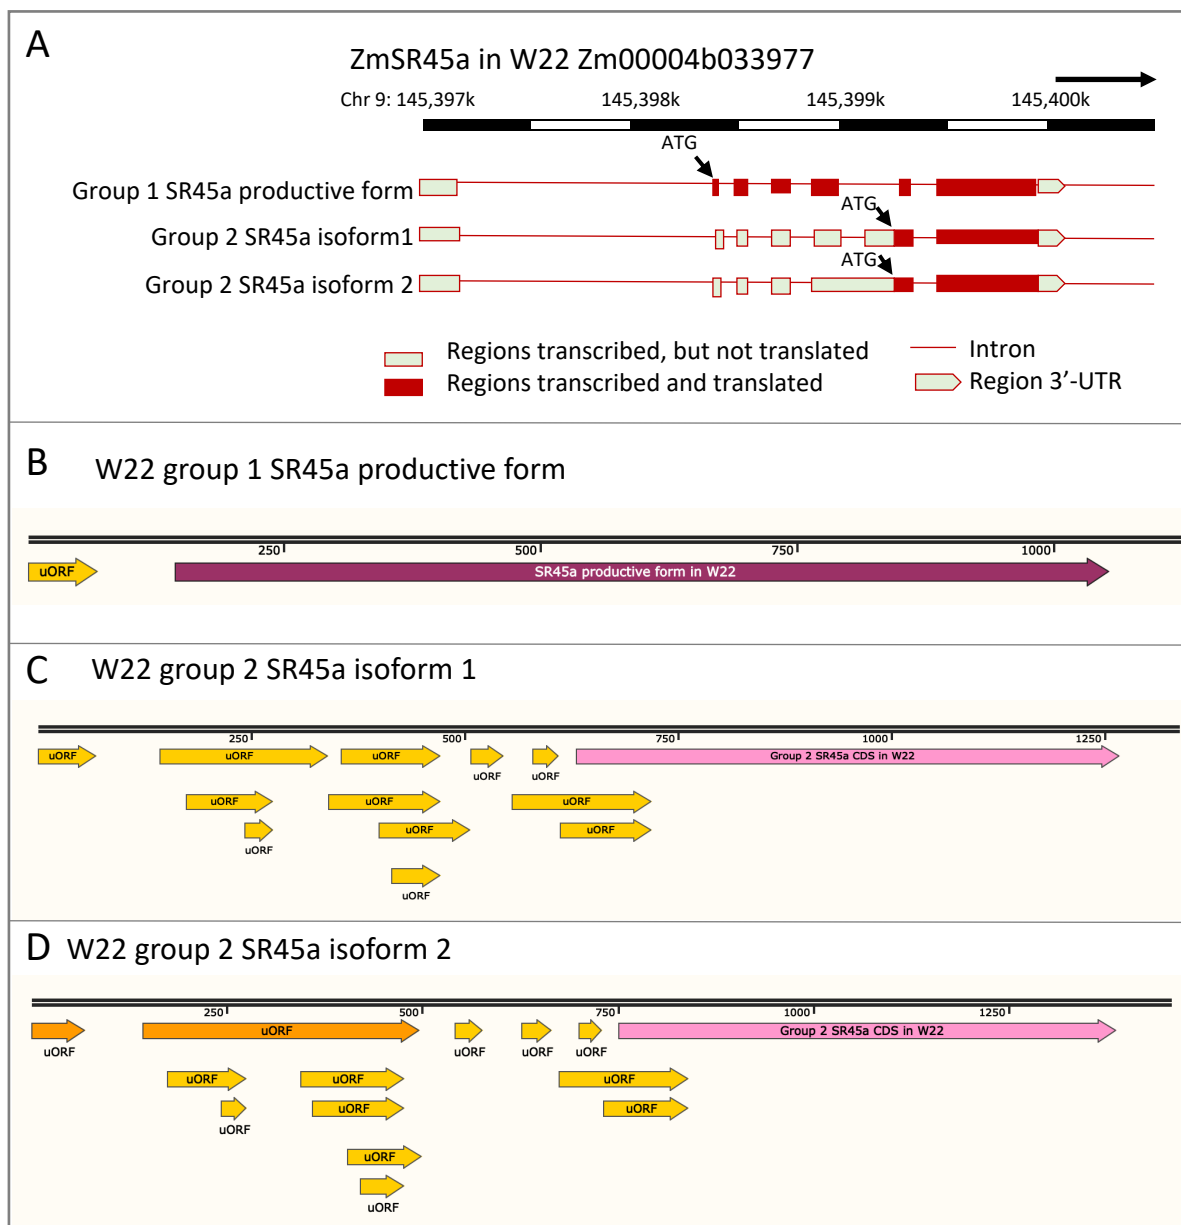

Supplemental Figure S9. Alternative splicing analysis of *SR45a* in maize inbred line W22 and multiple short uORFs in the 5' UTR of the group 2 *SR45a* genes in maize

(A) Alternative splicing analysis of *SR45a* in maize inbred line W22. Three of the *SR45a* RNA isoforms from maize inbred line W22 were amplified and sequenced. The amplified isoforms were alignment with the *SR45a* genome sequence in maize line W22. A group 1 *SR45a* productive form corresponding to T005 in B73 and two group 2 *SR45a* isoforms similar to T007 and T008 (based on the AS pattern and feature of the 5'UTR) were identified in maize W22. (B), (C) and (D) The predicted short uORFs in the 5' UTR of group2 *SR45a* genes in inbred line W22 but not in the group 1 *SR45a* genes, which is similar to that in Maize line B73 (Supplemental Figure 7).

## Supplemental Figure S9

## Supplemental Figure S10. Phylogeny of SR45a protein genes

(A) Amino acid sequences of the SR45a genes in Arabidopsis, rice, maize and other species. In this clade there is one SR45a gene in Arabidopsis, three genes in rice and six in maize. The focus of our study, ZmSR45a (Zm00001d047847, red triangle labeled) is one of the six genes in maize.

(B) Syntenic relationship among the Arabidopsis, rice and maize genes in the SR45a clade. Three maize genes (Zm00001d042342, Zm00001d042577 and Zm00001d003772) are syntenic to AtSR45a, and all three are expressed at a level too low to detect and might be pseudogenes. For the gene featured in this study, Zm00001d047847, no homologs in orthologous genome regions were found in Arabidopsis and rice. Data summarized based on Ensembl Plants Synteny analysis in Comparative Genomics.

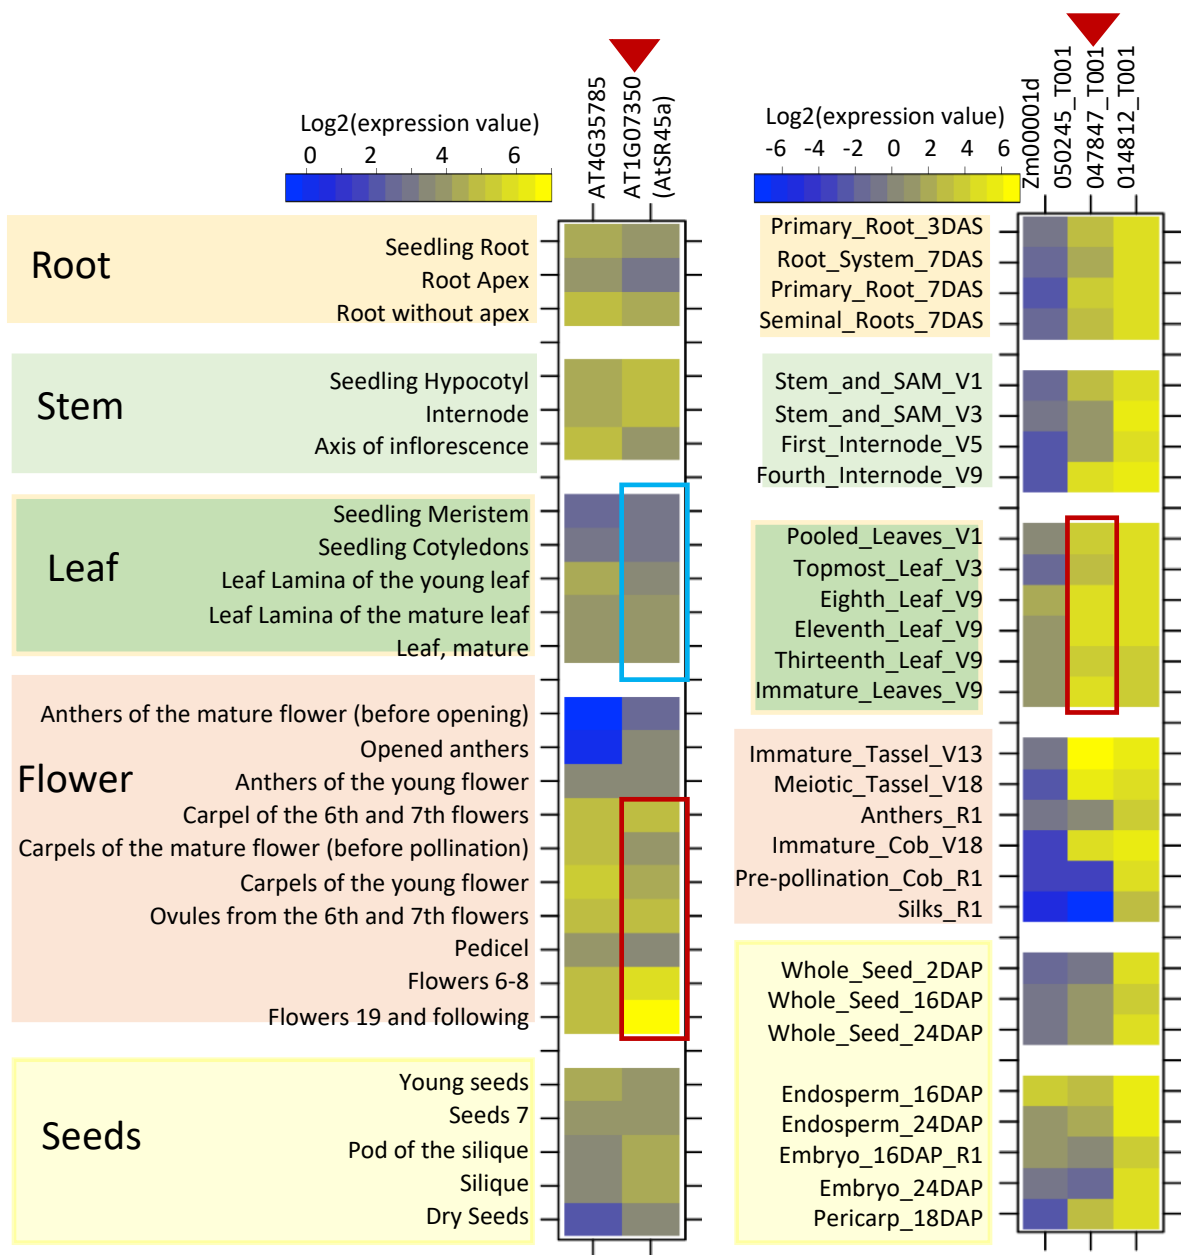

Supplemental Figure S11. Expression patterns of the *SR45a* genes in Arabidopsis and maize. *ZmSR45a* (Zm00001d047847, red triangle) is highly expressed in leaves, tassels and ears. *AtSR45a* was highly expressed in flowers, but not so much in leaves. Expression data from gene models in TAIR ([www.arabidopsis.org](http://www.arabidopsis.org)) and maize GDB ([www.maizegdb.org](http://www.maizegdb.org)). Heat maps were generated using log2 of the expression values.

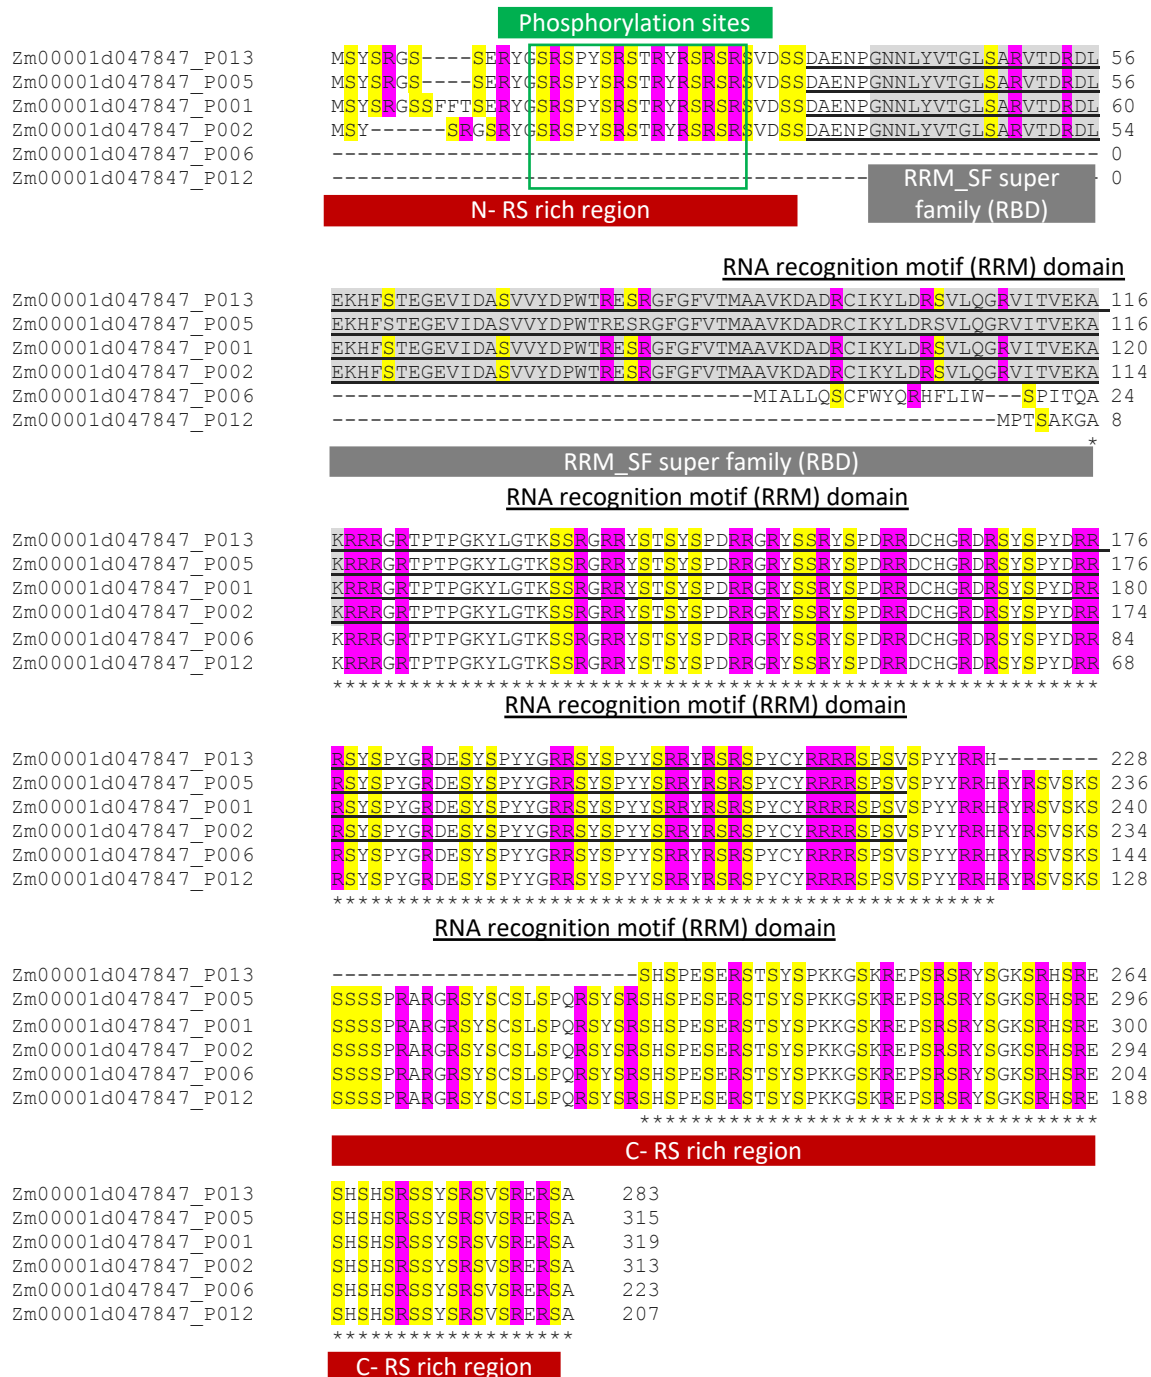

Supplemental Figure S12. Amino acid sequence alignment of the SR45a isoforms (Zm00001d047847 in maize B73 (Version 4)). Yellow highlight indicates serine (S) residues and purple indicates arginine (R). Other domains in the protein are as indicated.

Supplemental Figure S12

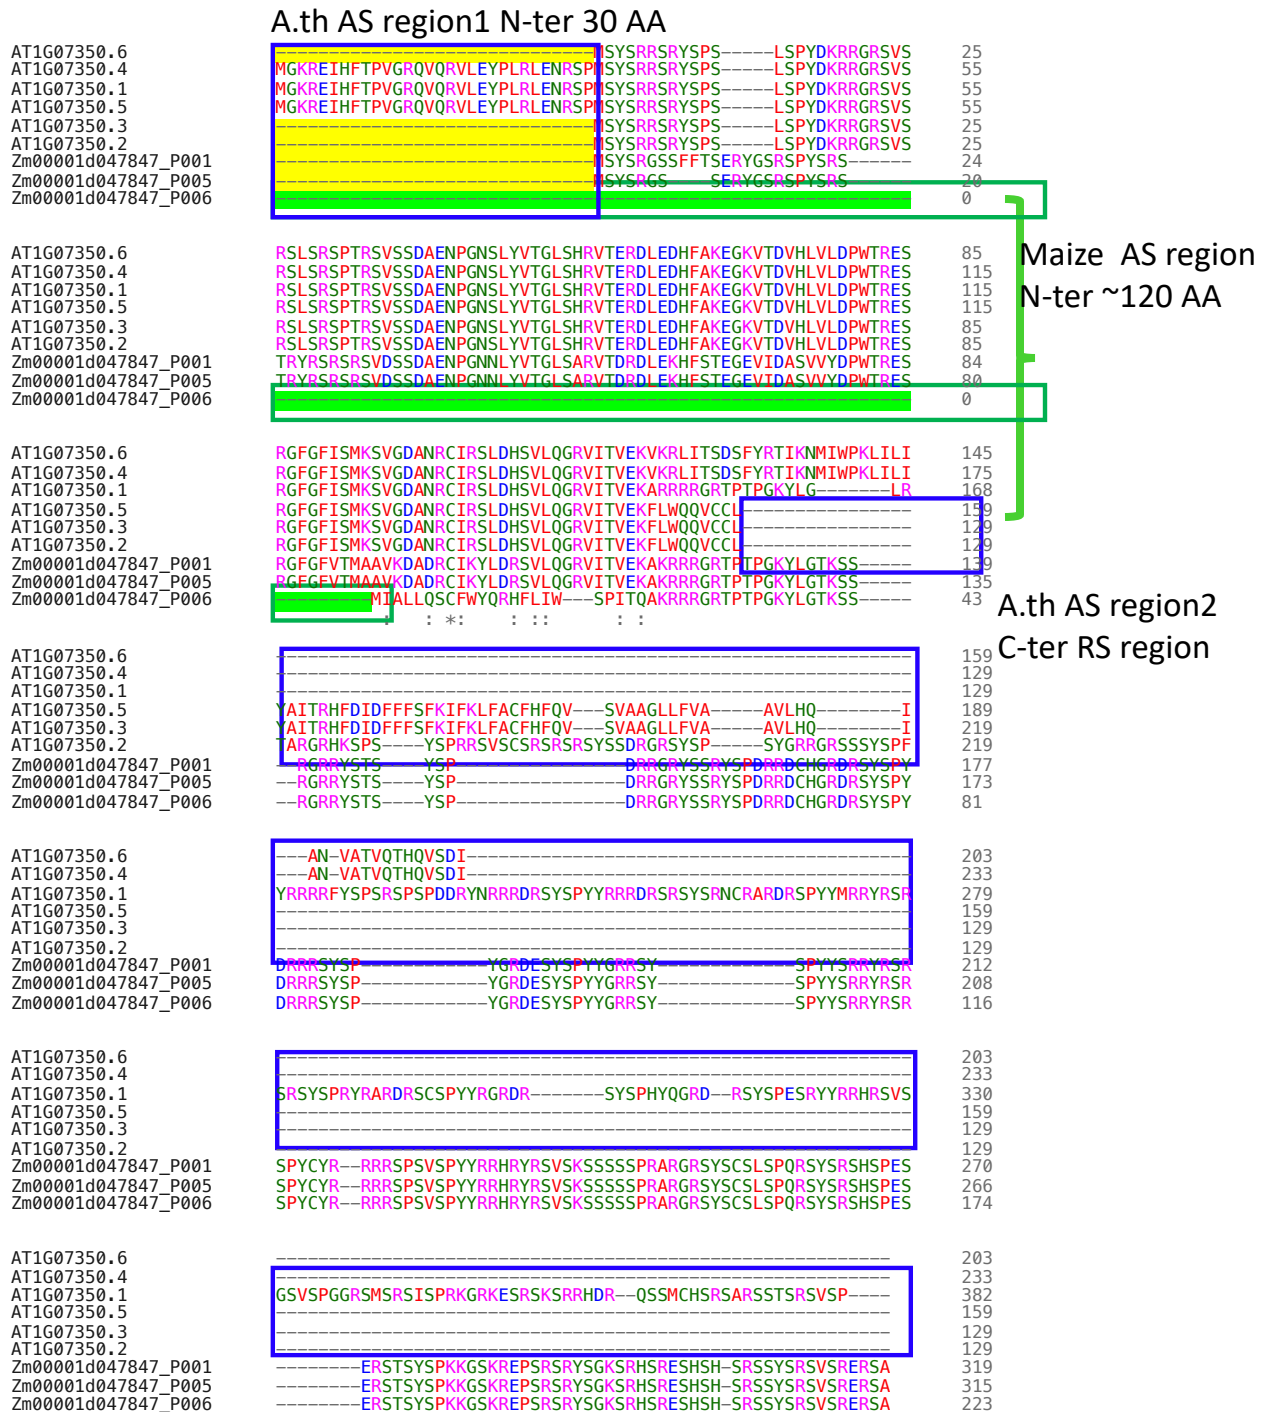

Supplemental Figure S13. Alignment between maize and Arabidopsis SR45a isoforms. The blue boxes represent two AS regions in Arabidopsis reported by Tanabe et al., 2007. One region missing in the shorter Arabidopsis isoforms contains the 30 N-terminal amino acids, the other region is composed of the C-terminal RS region. Arabidopsis sequences are compared to Group 1 maize SR45a (P001, P005) and Group 2 (P006) sequences. The N-terminal 117 amino acids in the maize SR45a corresponding to the RS domain and RBD, which is missing in the shorter forms, is outlined with a green box.

**Supplemental Figure S13**

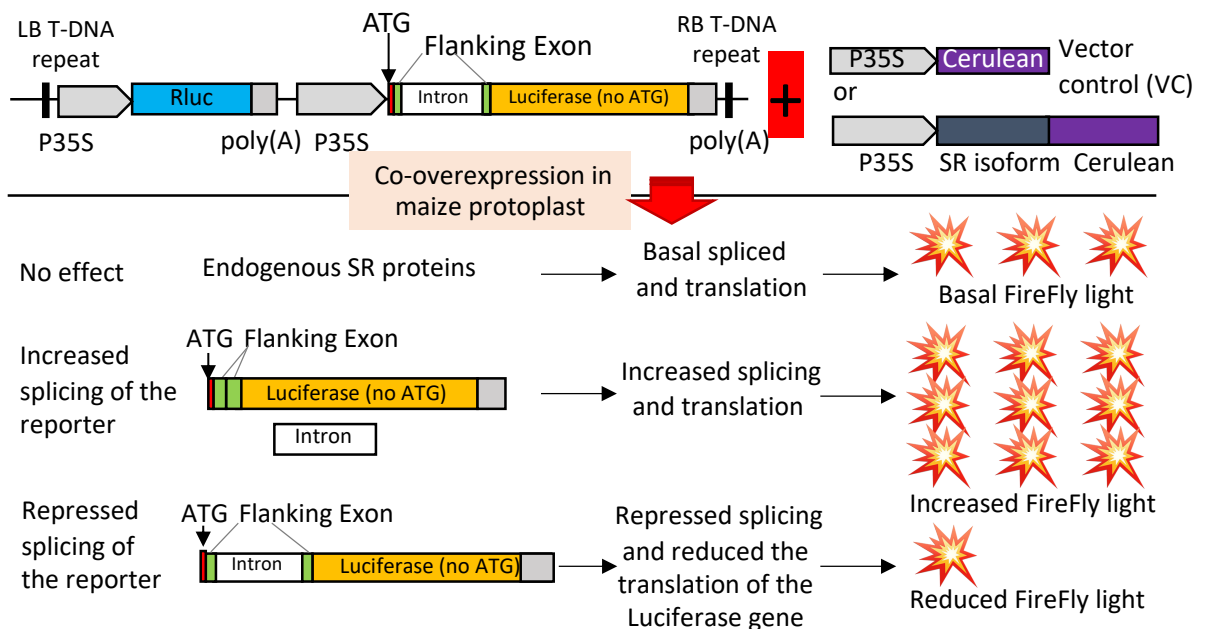

Supplemental Figure S14. RNA splicing assay.

As in Figure 5A, a dual-luciferase reporter was used to assess RNA splicing efficiency in a maize protoplast transient expression system. The reporter consists of an intron, linked to the firefly luciferase gene, and splicing out of the intron promotes expression of the firefly luciferase reporter. Different recombinant forms of SR45a co-transfected with the luciferase reporter were tested for RNA splicing efficiency. In the empty vector control, a basal level of splicing activity is expected from the action of endogenous splicing factors. However, expression of the *SR45a* isoforms are expected to increase or repress splicing of the intron-containing substrates.

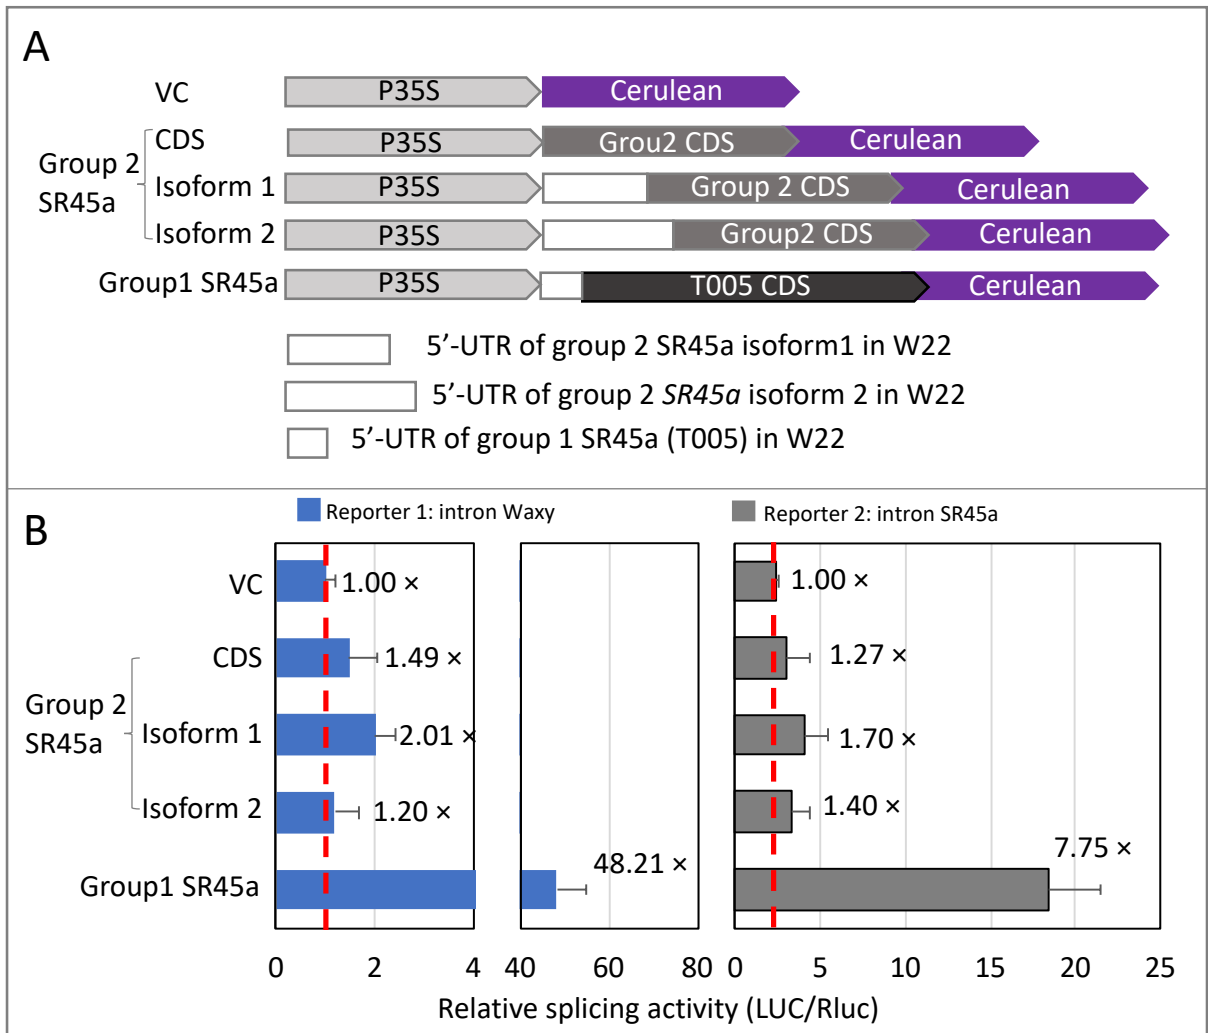

Supplemental Figure S15. RNA splicing assay of the SR45a isoforms with their upstream regions.

(A) SR45a isoforms for RNA splicing assay. As in Figure 5A and Figure 13, a dual-luciferase reporter was used to assess RNA splicing efficiency in a maize protoplast transient expression system. Different recombinant forms of SR45a co-transfected with the luciferase reporter were tested for RNA splicing efficiency. Group 2 SR45a CDS was the coding region of group 2 SR45a in maize inbred line W22. Group 2 SR45a isoforms 1 and 2 were the two group 2 SR45a isoforms amplified from maize inbred line W22, they were predicted with the same group 2 SR45a CDS, however, with different 5'-UTR produced by AS. The different 5'-UTR had different features as shown in Supplemental Figure 7D. (B) Splicing efficiency of the different SR45a protein isoforms with or without the upstream region. Splicing efficiency activity is expressed as the relative activity of firefly luciferase versus Renilla luciferase. Values are the means of the four replicates  $\pm$  SD. Values indicate the fold increase in firefly luciferase activity resulting from the expression of the SR45a isoforms. Empty pAN578 (the backbone of SR gene overexpression constructs) was used as a control (VC, 1-fold).

Supplemental Figure S15

## 2-D structure of ZmSR45a and the difference between ZmSR45a P005 and P006

The N-terminal region of SR45a has several predicted alpha-helical and beta-sheet structures, within the RS domain and the RNA binding domain (RBD). The RBD is **90 amino acids** in length and consists of a **four-stranded beta-sheet packed against two alpha-helices**. The N-terminal arginine/serine rich domain (RS domain) has multiple predicted phosphorylation sites. This region is absent in Group 2 isoforms, such as in P006.

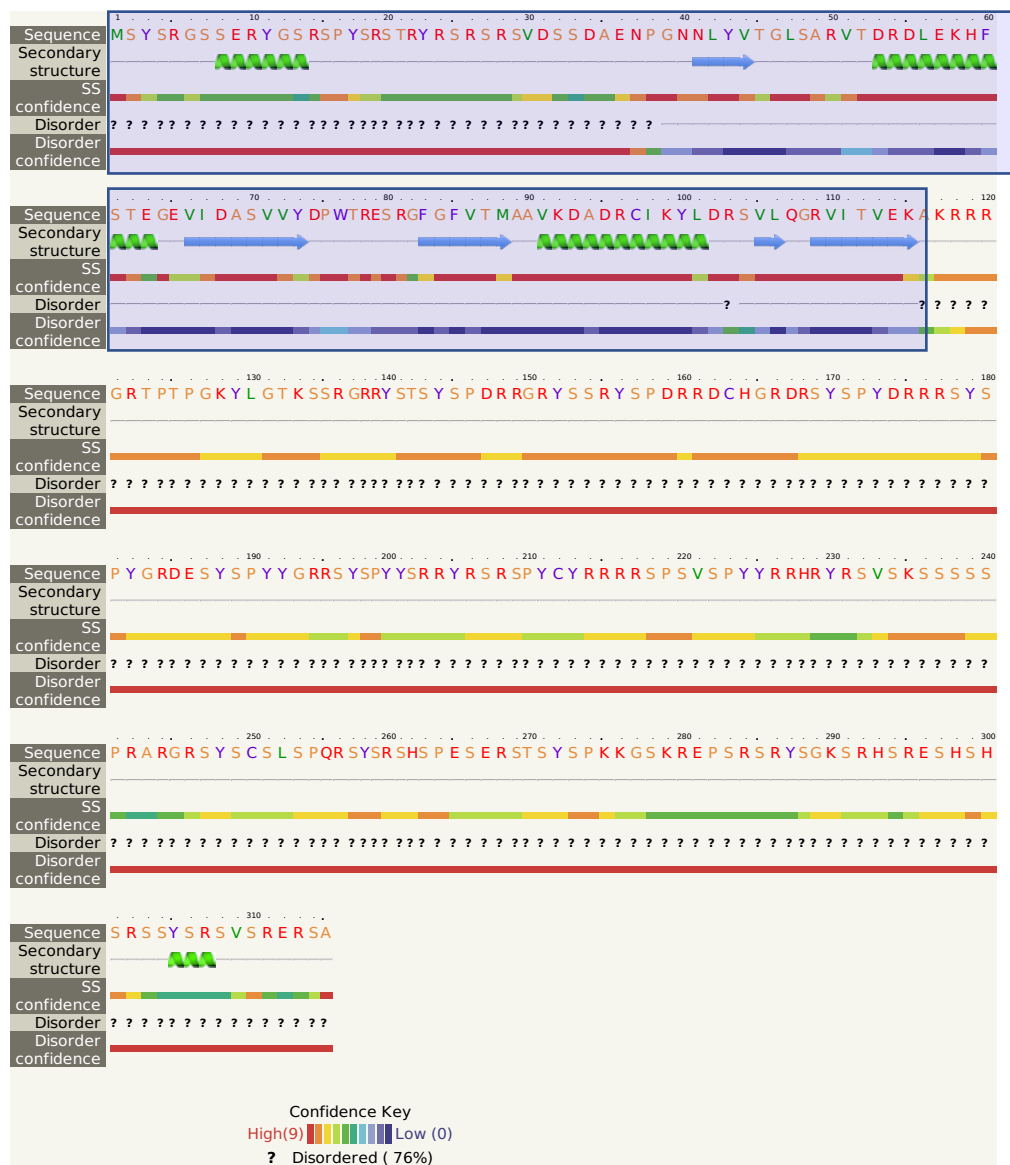

Supplemental Figure S16. Predicted 2D structure of a Group 1 SR45a (P005). 2D structure was predicted using Phyre2 (<http://www.sbg.bio.ic.ac.uk/~phyre2/html/page.cgi?id=index>). The N-terminal ~120 aa (containing the RBD) missing in Group 2 isoforms (as in P006) are boxed in. Note that most of the C-terminal region is intrinsically disordered.

## Supplemental Figure S16

|                     |     |                                                               |     |
|---------------------|-----|---------------------------------------------------------------|-----|
| B73 (V4) SR45a T005 | 1   | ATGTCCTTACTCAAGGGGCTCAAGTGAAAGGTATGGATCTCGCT                  | 60  |
| W22 SR45a T005      | 1   | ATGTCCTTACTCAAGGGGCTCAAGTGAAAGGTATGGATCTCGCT                  | 60  |
| B73 (V4) SR45a T005 | 61  | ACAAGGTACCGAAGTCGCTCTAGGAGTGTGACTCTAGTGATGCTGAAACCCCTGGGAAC   | 120 |
| W22 SR45a T005      | 61  | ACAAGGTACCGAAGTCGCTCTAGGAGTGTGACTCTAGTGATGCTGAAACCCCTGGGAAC   | 120 |
| B73 (V4) SR45a T005 | 121 | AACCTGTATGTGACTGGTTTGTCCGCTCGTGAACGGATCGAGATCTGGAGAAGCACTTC   | 180 |
| W22 SR45a T005      | 121 | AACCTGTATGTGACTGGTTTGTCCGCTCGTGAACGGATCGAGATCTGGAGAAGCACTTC   | 180 |
| B73 (V4) SR45a T005 | 181 | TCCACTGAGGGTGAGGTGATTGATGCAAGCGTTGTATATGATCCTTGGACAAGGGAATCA  | 240 |
| W22 SR45a T005      | 181 | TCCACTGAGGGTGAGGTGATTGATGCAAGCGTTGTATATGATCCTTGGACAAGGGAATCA  | 240 |
| B73 (V4) SR45a T005 | 241 | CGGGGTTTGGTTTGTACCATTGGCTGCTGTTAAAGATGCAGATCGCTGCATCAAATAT    | 300 |
| W22 SR45a T005      | 241 | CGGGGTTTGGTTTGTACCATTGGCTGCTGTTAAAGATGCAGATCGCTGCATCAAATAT    | 300 |
| B73 (V4) SR45a T005 | 301 | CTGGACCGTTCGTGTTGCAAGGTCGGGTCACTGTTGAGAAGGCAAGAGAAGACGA       | 360 |
| W22 SR45a T005      | 301 | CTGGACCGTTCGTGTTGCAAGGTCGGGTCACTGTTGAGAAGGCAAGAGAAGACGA       | 360 |
| B73 (V4) SR45a T005 | 361 | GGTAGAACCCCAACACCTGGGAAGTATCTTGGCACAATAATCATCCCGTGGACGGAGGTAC | 420 |
| W22 SR45a T005      | 361 | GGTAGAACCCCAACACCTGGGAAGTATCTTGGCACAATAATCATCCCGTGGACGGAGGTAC | 420 |
| B73 (V4) SR45a T005 | 421 | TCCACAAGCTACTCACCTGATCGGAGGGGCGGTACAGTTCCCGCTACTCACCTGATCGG   | 480 |
| W22 SR45a T005      | 421 | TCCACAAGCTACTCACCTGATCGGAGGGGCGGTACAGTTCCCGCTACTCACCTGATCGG   | 480 |
| B73 (V4) SR45a T005 | 481 | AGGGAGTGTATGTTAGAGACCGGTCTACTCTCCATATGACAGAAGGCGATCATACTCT    | 540 |
| W22 SR45a T005      | 481 | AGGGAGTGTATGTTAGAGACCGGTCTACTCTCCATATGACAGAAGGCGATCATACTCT    | 540 |
| B73 (V4) SR45a T005 | 541 | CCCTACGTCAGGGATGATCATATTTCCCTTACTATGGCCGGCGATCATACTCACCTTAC   | 600 |
| W22 SR45a T005      | 541 | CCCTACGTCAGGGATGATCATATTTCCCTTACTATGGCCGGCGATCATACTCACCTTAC   | 600 |
| B73 (V4) SR45a T005 | 601 | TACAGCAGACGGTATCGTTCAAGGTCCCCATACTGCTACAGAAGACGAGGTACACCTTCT  | 660 |
| W22 SR45a T005      | 601 | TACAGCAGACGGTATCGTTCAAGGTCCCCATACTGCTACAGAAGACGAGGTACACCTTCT  | 660 |
| B73 (V4) SR45a T005 | 661 | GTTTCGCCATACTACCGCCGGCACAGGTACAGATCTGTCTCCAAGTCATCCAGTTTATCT  | 720 |
| W22 SR45a T005      | 661 | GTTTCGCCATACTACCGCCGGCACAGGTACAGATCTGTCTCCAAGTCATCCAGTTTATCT  | 720 |
| B73 (V4) SR45a T005 | 721 | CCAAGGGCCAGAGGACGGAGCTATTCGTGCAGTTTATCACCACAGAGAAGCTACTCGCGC  | 780 |
| W22 SR45a T005      | 721 | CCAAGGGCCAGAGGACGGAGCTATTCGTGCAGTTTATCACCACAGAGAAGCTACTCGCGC  | 780 |
| B73 (V4) SR45a T005 | 781 | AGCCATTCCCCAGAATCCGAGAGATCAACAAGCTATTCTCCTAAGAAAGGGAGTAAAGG   | 840 |
| W22 SR45a T005      | 781 | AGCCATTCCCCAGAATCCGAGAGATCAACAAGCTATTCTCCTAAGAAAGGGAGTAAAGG   | 840 |
| B73 (V4) SR45a T005 | 841 | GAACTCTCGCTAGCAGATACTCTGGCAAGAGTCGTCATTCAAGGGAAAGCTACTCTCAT   | 900 |
| W22 SR45a T005      | 841 | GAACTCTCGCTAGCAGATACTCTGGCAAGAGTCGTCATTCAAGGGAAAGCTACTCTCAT   | 900 |
| B73 (V4) SR45a T005 | 901 | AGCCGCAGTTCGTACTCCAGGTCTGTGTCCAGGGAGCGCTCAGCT                 | 945 |
| W22 SR45a T005      | 865 | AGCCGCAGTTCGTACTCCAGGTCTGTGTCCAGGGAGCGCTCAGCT                 | 909 |
| B73 (V4) SR45a P005 | 1   | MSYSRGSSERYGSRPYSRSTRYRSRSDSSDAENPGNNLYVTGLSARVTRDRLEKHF      | 60  |
| W22 SR45a P005      | 1   | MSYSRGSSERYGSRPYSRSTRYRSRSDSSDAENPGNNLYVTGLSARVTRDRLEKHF      | 60  |
| B73 (V4) SR45a P005 | 61  | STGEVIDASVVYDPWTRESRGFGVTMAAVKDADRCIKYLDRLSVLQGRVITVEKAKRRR   | 120 |
| W22 SR45a P005      | 61  | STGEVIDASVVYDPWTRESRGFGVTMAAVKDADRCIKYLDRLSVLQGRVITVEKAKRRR   | 120 |
| B73 (V4) SR45a P005 | 121 | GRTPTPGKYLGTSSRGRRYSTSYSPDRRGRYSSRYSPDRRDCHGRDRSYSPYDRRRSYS   | 180 |
| W22 SR45a P005      | 121 | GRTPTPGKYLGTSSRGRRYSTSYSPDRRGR+RSYSPYDRRRSYS                  | 168 |
| B73 (V4) SR45a P005 | 181 | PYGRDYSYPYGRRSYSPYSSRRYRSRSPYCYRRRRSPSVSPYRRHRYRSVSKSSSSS     | 240 |
| W22 SR45a P005      | 169 | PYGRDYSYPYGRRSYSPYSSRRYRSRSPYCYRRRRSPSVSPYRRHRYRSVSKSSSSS     | 228 |
| B73 (V4) SR45a P005 | 241 | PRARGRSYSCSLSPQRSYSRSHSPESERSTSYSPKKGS+RESRRSYSGKSRH          | 293 |
| W22 SR45a P005      | 229 | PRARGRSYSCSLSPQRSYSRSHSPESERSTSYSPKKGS+RESRRSYSGKSRH          | 281 |

Supplemental Figure S17. Sequence alignment of the CDS and translated protein of SR45a from maize B73 and W22.

## Supplemental Figure S17

**>SR45a productive form in W22**

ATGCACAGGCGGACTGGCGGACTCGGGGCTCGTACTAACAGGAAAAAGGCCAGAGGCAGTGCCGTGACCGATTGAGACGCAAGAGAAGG  
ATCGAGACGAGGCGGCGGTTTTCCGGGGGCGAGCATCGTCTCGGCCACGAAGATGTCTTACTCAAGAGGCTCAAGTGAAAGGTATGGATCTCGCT  
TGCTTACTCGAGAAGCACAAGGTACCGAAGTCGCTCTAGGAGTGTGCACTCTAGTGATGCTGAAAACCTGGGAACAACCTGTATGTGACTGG  
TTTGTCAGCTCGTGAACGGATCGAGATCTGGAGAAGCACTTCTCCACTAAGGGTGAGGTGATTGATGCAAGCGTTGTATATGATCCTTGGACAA  
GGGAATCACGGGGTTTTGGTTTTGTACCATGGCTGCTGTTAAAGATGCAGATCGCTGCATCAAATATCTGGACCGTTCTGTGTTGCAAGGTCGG  
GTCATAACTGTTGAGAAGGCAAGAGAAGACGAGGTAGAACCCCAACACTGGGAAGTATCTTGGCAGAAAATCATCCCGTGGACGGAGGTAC  
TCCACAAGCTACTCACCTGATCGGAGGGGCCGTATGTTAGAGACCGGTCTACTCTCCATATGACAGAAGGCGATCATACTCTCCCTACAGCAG  
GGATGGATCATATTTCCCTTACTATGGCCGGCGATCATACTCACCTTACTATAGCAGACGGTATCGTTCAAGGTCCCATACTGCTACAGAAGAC  
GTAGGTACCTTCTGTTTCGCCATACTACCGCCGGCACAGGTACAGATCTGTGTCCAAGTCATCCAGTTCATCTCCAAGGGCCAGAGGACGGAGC  
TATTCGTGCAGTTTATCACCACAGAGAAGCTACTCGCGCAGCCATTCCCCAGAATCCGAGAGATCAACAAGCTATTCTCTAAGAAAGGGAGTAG  
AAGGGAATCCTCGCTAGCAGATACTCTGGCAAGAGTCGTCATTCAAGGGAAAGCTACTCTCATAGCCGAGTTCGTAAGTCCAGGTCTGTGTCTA  
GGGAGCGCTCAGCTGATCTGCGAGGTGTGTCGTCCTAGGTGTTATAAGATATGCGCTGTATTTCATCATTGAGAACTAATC

**>Goup2 SR45a isoform 1 in W22 (Seq3-29) upstream 631bp**

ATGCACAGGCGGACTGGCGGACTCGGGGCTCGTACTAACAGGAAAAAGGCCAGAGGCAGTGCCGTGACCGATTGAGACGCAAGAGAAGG  
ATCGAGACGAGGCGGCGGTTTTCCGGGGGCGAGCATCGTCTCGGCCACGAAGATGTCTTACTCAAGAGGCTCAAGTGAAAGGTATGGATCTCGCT  
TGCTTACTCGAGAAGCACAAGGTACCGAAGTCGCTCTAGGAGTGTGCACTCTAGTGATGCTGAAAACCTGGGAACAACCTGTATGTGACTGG  
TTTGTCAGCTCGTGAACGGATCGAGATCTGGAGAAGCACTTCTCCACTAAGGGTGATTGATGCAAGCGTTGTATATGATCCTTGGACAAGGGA  
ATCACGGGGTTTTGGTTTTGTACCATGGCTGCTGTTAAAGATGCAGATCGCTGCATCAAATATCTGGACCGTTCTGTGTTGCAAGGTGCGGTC  
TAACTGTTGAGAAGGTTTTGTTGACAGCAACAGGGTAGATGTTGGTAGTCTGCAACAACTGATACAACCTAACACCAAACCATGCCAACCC  
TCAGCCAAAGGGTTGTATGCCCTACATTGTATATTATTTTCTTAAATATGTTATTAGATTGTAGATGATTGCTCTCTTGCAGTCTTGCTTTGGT  
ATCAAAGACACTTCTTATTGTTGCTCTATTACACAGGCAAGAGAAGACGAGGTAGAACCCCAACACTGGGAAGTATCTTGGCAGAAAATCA  
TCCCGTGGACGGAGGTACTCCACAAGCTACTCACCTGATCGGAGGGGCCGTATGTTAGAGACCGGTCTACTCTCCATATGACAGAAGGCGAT  
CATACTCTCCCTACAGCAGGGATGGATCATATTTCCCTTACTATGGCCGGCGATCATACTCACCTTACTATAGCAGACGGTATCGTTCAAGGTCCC  
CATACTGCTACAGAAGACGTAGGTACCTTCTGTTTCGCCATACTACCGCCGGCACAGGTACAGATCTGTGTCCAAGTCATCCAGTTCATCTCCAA  
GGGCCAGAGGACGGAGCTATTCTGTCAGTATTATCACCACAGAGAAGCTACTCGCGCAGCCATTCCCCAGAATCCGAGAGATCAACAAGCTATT  
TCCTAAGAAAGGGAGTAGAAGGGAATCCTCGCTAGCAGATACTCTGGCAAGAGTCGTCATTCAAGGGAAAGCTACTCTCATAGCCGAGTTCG  
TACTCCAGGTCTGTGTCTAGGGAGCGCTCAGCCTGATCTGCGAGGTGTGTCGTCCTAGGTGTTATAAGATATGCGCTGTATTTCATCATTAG  
AACTAATC

**> Goup2 SR45a isoform 1 in W22 (Seq7-11) upstream 751bp**

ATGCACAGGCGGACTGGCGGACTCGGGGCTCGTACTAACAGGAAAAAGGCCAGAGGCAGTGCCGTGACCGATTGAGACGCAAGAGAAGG  
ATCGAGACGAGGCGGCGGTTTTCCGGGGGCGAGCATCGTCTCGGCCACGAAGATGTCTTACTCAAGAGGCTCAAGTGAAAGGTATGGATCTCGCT  
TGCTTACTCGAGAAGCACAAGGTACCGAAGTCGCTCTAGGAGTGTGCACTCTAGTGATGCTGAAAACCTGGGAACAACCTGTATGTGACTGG  
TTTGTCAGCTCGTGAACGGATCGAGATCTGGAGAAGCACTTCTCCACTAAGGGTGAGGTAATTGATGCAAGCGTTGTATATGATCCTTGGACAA  
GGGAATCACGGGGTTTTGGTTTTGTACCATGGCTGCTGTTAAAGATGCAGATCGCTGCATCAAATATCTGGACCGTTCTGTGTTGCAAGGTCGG  
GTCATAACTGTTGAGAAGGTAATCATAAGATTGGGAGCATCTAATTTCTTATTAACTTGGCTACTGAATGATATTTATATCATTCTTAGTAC  
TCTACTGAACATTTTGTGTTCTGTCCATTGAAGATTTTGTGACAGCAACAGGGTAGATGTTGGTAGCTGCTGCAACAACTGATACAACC  
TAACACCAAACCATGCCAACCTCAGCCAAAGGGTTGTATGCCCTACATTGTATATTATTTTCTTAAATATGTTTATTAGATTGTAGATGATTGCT  
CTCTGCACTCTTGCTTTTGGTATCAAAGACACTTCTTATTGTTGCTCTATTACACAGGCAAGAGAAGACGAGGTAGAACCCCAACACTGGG  
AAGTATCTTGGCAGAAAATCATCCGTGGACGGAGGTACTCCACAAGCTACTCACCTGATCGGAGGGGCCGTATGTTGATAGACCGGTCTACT  
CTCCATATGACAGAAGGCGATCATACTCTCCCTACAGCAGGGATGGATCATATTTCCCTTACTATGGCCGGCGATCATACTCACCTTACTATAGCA  
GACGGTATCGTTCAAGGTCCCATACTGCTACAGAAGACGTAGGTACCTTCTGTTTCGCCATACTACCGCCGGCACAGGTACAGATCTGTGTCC  
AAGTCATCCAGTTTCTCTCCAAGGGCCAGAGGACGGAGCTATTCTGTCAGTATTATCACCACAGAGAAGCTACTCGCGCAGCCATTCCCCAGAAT  
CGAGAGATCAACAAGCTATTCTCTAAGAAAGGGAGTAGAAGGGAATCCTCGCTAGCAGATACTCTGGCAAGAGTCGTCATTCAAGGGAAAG  
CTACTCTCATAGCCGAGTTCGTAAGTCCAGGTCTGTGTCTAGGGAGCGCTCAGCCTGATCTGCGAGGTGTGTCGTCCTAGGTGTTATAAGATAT  
GCGCTGTATTTCATCATTGAGAACTAATC

Supplemental Figure S18. Sequence alignment of three SR45a isoforms amplified from maize inbred line W22.

Predicted CDS regions are highlighted in green.

## Supplemental Figure S18

How the deposited data were processed for this re-analysis (not part of the article)

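RNA from the first fully expanded leaf of maize W22 plants was sequenced by the authors in 24 libraries, 3 for each of 8 conditions formed by 4 MDTs (31°C, 33°C, 35°C and 37°C) and 2 stages (V4 at 20 DAG and V5 at 27 DAG). According to the methods, poly(A) RNA was sequenced on a BGISEQ-500, reads were filtered with SOAPnuke v1.5.2 and aligned to the B73 genome with HISAT2 v2.0.4, and AS events of 5 types were detected with rMATS v3.2.5. The gene identifiers and positions are those of B73 RefGen_V4, and positions are printed 1-based. No genome of that release was used, so no sequence is given.

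The counts of inclusion and skipping reads per event and library are raw reads as deposited by the authors, taken from rMATS without normalization. The fraction of inclusion, ψ, was computed by the authors with rMATS before deposit by dividing the reads of each isoform by its effective length, and is given to 3 decimals. Every value in the tables has at least 1 read of each isoform, and an event that lacks a value in a library was treated as missing. The tables list 22077 events in 8125 genes at V4 and 28092 events in 9208 genes at V5, of which 18730 are listed at both stages. In each table, 4 lines that repeat a heading were left out. The columns were assigned to samples by name alone, which gave 67 columns with a sample. The 5 remaining columns of single samples could not be assigned by name. Their values were looked at when the format of the tables was checked, and they were not used in any step.

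Inclusion reads of V4 31°C replicates 2 and 3 were among the values that could not be assigned. They were recovered by rounding the product of the skipping reads, the ratio of the effective lengths and ψ/(1 − ψ), for 8820 and 9091 events. The ratio of the effective lengths was derived for each event from all libraries that give reads and ψ together, and no event had libraries that contradicted each other. For 263 and 272 further events with a ψ but no ratio they stayed missing. Where ψ is close to 1 its rounding limits the recovered reads, which were within 5% over the rounding range in 93.2% and 93.1% of the events. For the V4 33°C libraries, ψ was computed from the reads and the ratio of the effective lengths, because its columns were not assigned to samples by name. The inclusion isoform of IR events was taken to retain the intron because its effective length exceeded that of the skipping isoform in all 3224 V4 and 3405 V5 IR events with a ratio.

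Clean reads per library were taken from Supplemental Table S1 and averaged 44.5 M, 42.8 M, 46.0 M and 43.7 M at V4 and 46.9 M, 47.8 M, 46.2 M and 47.5 M at V5 over the 4 MDTs. Tested events had a median of between 56.7 reads (V4 33°C/31°C) and 79.7 reads (V5 33°C/31°C) per library. Intervals for shares are Wilson 95% intervals. They cover counting error only. The tests cover the counting of reads and the spread between libraries, and reads without molecular identifiers are not independent molecules. According to the methods, each MDT was run in duplicate growth chambers, and the sample labels do not name the chamber. Libraries of a group can therefore share a chamber, and the tests do not separate an effect of the chambers from that of the MDT.

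Each higher MDT was compared with 31°C of the same stage, with 3 libraries in each group, and 37°C was also compared with 35°C. For each event, a quasi-binomial model of inclusion and skipping reads was fitted to the 6 libraries in R 4.3.3. The residual deviance per degree of freedom was moderated across events with squeezeVar of limma 3.58.1 and was not allowed below 1, the value of binomial sampling. The F test of the group term was adjusted by the Benjamini-Hochberg method within each AS type. Events needed a mean of at least 10 reads and a value in at least 2 of the 3 libraries of each group. This rule on missing values was chosen after the tables had been seen. A DAS event had an FDR of at most 0.01 and a difference of mean ψ above 5 percentage points. Changes were compared between stages with a Wald test on the difference of the changes in logit-transformed shares, with 0.5 added to each count and the same moderation, thresholds and adjustment. The mean ψ of IR and ES events was compared with exact permutation tests, whose smallest two-sided p with 3 libraries against 3 is 0.1. Tables were handled in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

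The test was tested on simulated data that had the real totals and shares, with a variance 2 times that of binomial sampling and a shift of 1.5 in the log odds. Of 200 changed events per comparison, or 199 at V5 33°C/31°C, between 57 (V4 33°C/31°C) and 83 (V5 35°C/31°C) were recovered. Among changed events with at least 100 reads, 25 of 29, 38 of 40 and 29 of 34 were recovered for the V4 comparisons and 41 of 47, 49 of 55 and 32 of 41 for those at V5. At most 2 unchanged events were called in a comparison, and between 4.29% and 5.14% of the unchanged events had an unadjusted p-value under 0.05. The first requirement, on the recovery of all changed events, was not met by V4 33°C/31°C (28.5%) and was replaced by the one on events with at least 100 reads after this result had been seen.

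The events named in the text are those of the genes that the results text, the list of accession numbers or Figure 2A name, at the positions given in Figure 3 and Supplemental Tables S4 and S5. In V4 37°C/31°C and V5 35°C/31°C, the 3 DAS events with the largest difference of mean ψ, at least 20 reads in each group and no overlap between the replicates of the groups were added. Genes named outside this rule are said to have been chosen after their values were seen.

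The alternatives changed the FDR threshold, the threshold on the difference of mean ψ, the minimum of reads, the adjustment, the libraries that share the spread, the floor on the spread and the definition of ψ. Others used limma on log2 ratios or edgeR 4.0.16 with its quasi-likelihood test in place of the quasi-binomial model, counted events that share their skipping reads once, left out each library in turn or used the replicate number as a block. Splits of the 6 libraries and reassigned stage labels were also tested. Reads were thinned by random draws, 5 times. For the AS events per sample the clean reads were matched, and for the DAS events the reads on events. For the difference between stages, the V5 reads were thinned to the V4 level. The simulated overlap between gene sets used 20 simulations of unchanged groups, and the difference between stages 20 simulations with equal changes at both stages.

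Gene expression, the RT-PCR experiments, the time course and the protein and protoplast experiments were not analysed here. Supplemental Tables S8 and S9 were not used here. The part of Supplemental Table S5 for V5 37°C/31°C repeats the events listed for V5 35°C/31°C and was not used as a list of DAS events.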

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

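The simulations with equal changes at both stages were chosen only after the result was seen, and the other tests in this part before it. The reading of the reassigned stage labels as undecided was also set after their counts had been seen.

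The change from 31°C MDT differed between V5 and V4 in 21 events at 33°C/31°C, 32 events at 35°C/31°C and 12 events at 37°C/31°C, tested directly as a difference of changes with an FDR of at most 0.01 and a difference above 5 percentage points. The tests covered 5738, 5789 and 5687 events, of which 518, 584 and 452 had an unadjusted p-value under 0.05. The stages changed in opposite directions in 16, 26 and 6 of the called events, and the change at V5 was the larger in 13, 22 and 3. The number of reads differs between stages, and with V5 reads thinned to the V4 level 87.6%, 90.6% and 90.0% of the numbers of events were left, which argues against depth as the whole reason. In 20 simulations with the real reads and spread, in which the log odds changed equally at both stages, at most 3, 3 and 1 events were called. This argues against the spread of reads and of independent libraries as the whole reason. When the stage labels of the libraries were reassigned within each temperature, 7, 8 and 3 of 100 such splits, the real one included, gave as many events. The highest counts under other assignments were 368, 80 and 14. An assignment that exchanges the stages at 1 temperature carries the difference between the stages themselves into the count, so these splits decide nothing in either direction. A response that depends on the developmental stage stays open as a hypothesis for the 3 comparisons, untested by other data. Stage and day of sampling coincide in the design, and the mapping of W22 reads to the B73 genome was not tested.

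Among the named events, those of SR45a differed most clearly between stages. The ψ of the A5SS event from 143197757 to 143198113 changed by −13.3 percentage points at V4 and −27.0 at V5 33°C/31°C, a difference of −13.6 points (FDR = 0.00138). At 35°C/31°C the changes were −24.6 and −40.9, a difference of −16.3 points (FDR = 1.25e-11). For the A5SS event that ends at 143198116, the differences were −11.1 points at 33°C/31°C (−14.2 at V4 and −25.3 at V5, FDR = 0.00497) and −11.2 points at 35°C/31°C (−26.4 and −37.6, FDR = 5.90e-10). Both events share their skipping reads, so they are not independent. In SR34, the IR event from 57179899 to 57180619 changed by −1.1 points at V4 and 24.9 points at V5 35°C/31°C, a difference of 26.0 points (FDR = 0.000835).

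Other named events that differed between stages at 35°C/31°C were IR events. In MAPKKK3 (Zm00001d026511) ψ changed by −10.4 points at V4 and 52.3 points at V5, a difference of 62.7 points (FDR = 0.000727). In Zm00001d008933 the change was 46.7 points at V4 and 2.8 points at V5, a difference of −43.9 points (FDR = 0.0068). For another IR event of it with the same outer positions, the change was 3.5 and −10.4 points, a difference of −13.9 points (FDR = 0.0076). In the PE-binding protein gene Zm00001d046300 it was 9.8 points at V4 and −16.8 points at V5, a difference of −26.6 points (FDR = 0.0067). At 37°C/31°C, the ES event of Zm00001d027756 changed by −31.0 points at V4 and −14.1 at V5, a difference of 17.0 points (FDR = 0.000333). The A3SS event of Zm00001d050245 changed by −22.1 and −9.6 points, a difference of 12.5 points (FDR = 0.00772). Alternatives were run for the numbers of events and not for single events. At an FDR of at most 0.05 the numbers rose to 49, 69 and 27, and with limma on log2 ratios they were 30, 41 and 14.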

How the results depend on the processing

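The alternatives were set before the data were examined, except for the restriction to events measured in all 6 libraries and the recovered reads at the low and high end of their rounding range, which were added after the tables had been seen. A count is called unchanged when it stayed within 1.5 times its value in the results. Unless stated otherwise, the cause was not tested.

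The numbers of DAS events against 31°C MDT, of shared genes and of genes with several DAS types were unchanged with events that share their skipping reads counted once, without a floor on the spread, without a minimum of reads, with a mean of at least 30 reads, with ψ of the pooled reads, with the plain share of inclusion reads and with limma on log2 ratios. Under these settings the DAS events ranged from 9 to 12 at V4 33°C/31°C, 44 to 58 at V4 35°C/31°C, 95 to 105 at V4 37°C/31°C, 34 to 51 at V5 33°C/31°C, 131 to 164 at V5 35°C/31°C and 81 to 97 at V5 37°C/31°C. Recovered reads at either end of rounding left them at 9 and 10, 42 and 49, and 99 and 100 at V4. The share of DAS events with a higher ψ stayed within its 95% interval under every alternative run.

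An FDR of at most 0.05 in place of 0.01 raised the counts by its construction. DAS events numbered 33, 109 and 270 at V4 and 132, 374 and 261 at V5 for 33°C/31°C, 35°C/31°C and 37°C/31°C, and for 37°C/35°C 33 at V4 and 153 at V5. Shared genes numbered 27 (33°C/31°C and 35°C/31°C), 22 (33°C/31°C and 37°C/31°C) and 64 (35°C/31°C and 37°C/31°C) at V4, and 74, 53 and 112 at V5. Several DAS types were found in 66 genes, splicing factors had 16 DAS events in 7 genes, and 49, 69 and 27 events differed between stages. The share of IR and ES became 78.79% at V4 33°C/31°C, 63.3% at V4 35°C/31°C and 90.91% at V5 33°C/31°C.

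With all 4 groups of a stage sharing the spread, which limits the test to events with a value in at least 2 libraries at every MDT, DAS events numbered 21 at V4 33°C/31°C, 172 at V4 37°C/31°C and 85, 234 and 170 at V5. Shared genes were 14, 13 and 42 at V4 and 45, 33 and 75 at V5, and 44 genes had several types. The edgeR quasi-likelihood test, limited to events with a value in all 6 libraries, gave 18 DAS events at V4 33°C/31°C and 67 at V5 33°C/31°C, with 12 shared genes for 33°C/31°C and 35°C/31°C at V4 and 36 at V5, and 58 for 35°C/31°C and 37°C/31°C at V5. Benjamini-Hochberg adjustment over all types together left 4 DAS events at V4 33°C/31°C, 4 genes shared with 35°C/31°C and 1 with 37°C/31°C, and an IR and ES share of 78.68% at V5 35°C/31°C. With a ψ difference above 10 percentage points, 14 and 10 genes of V5 33°C/31°C were shared with 35°C/31°C and 37°C/31°C. At V4 37°C/35°C, limma gave 14 DAS events.

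Limited to events measured in all 6 libraries, the alternative added after the tables had been seen, the test gave 29, 84 and 152 DAS events at V4 and 104, 257 and 172 at V5. Shared genes were 23, 19 and 49 at V4 and 52, 36 and 83 at V5, 46 genes had several types, and the IR and ES share at V5 35°C/31°C was 79.38%. Between 4077 (V4 33°C/31°C) and 5506 (V5 33°C/31°C) events were tested there, fewer than in the results.

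With the replicate number as a replicate block, DAS events rose to 39 and 84 at V4 33°C/31°C and 35°C/31°C and to 102 and 235 at V5. Shared genes were 28, 17 and 40 at V4, and 54 and 33 for V5 33°C/31°C with 35°C/31°C and 37°C/31°C. The deviations of libraries with the same replicate number correlated, across events, between −0.0331 and 0.0446, so the numbers do not pair the libraries.

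Leaving out each library in turn gave from 3 to 8 DAS events at V4 33°C/31°C, the lowest without 33°C replicate 1 or 2, and 6 without 31°C replicate 2. At V4 35°C/31°C they ranged from 24 (without 35°C replicate 3) to 50, with 29 without 31°C replicate 1, and at V4 37°C/31°C from 44 (without 37°C replicate 3) to 86, with 58 without 31°C replicate 3. At V5 they ranged from 32 to 41, 118 to 130 and 63 to 99. For V4 37°C/35°C they ranged from 3 (without 35°C replicate 2) to 18 (without 37°C replicate 2), with 4 without 35°C replicate 3 and 14 without 37°C replicate 1. Genes shared at V4 numbered from 3 (without 33°C replicate 1 or 2) to 5 for 33°C/31°C and 35°C/31°C, with 4 without 35°C replicate 2 or 3. For 33°C/31°C and 37°C/31°C they numbered from 1 to 4, with 1 without 31°C replicate 2 or 3 or 33°C replicate 1 or 2, 2 without 31°C replicate 1, and 3 without 33°C replicate 3 or 37°C replicate 2 or 3. For 35°C/31°C and 37°C/31°C they ranged from 12 (without 31°C replicate 1) to 24, with 15 without 35°C replicate 3. At V5, 33°C/31°C and 35°C/31°C shared from 15 (without 31°C replicate 2) to 25 genes.

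Counted by type, the DAS events and the share of IR events with a higher ψ changed in 166 of the fits, 112 times upward and 54 times downward, and did not change in 590. The direction of the mean ψ of ES events reversed where its change was small. At V4 37°C/31°C it rose by 0.293 percentage points but fell by 0.817 as a median over events. At V5 37°C/31°C it fell by 0.0889 points but rose by 0.013 with a mean of at least 10 reads and by 0.204 with the plain share of inclusion reads. It fell by 0.398 points with a mean of at least 50 reads and by 1.57 points as a median over events. The exact permutation test gave p = 0.1 for these larger falls and also for the rise of the plain share.

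For single named events that the paper lists for a comparison or that were called here, 1554 of 1652 values kept their direction and their side of the thresholds, 69 were weaker, 24 stronger and 5 reversed. These 5 reversals came from leaving out 1 library at V5 37°C/31°C. The other tests of the named genes, 157 in number, are not in these counts, and 40 of them reversed and 11 were called under at least 1 alternative. The ES event of SR34, which rose by 0.133 points over all libraries, changed by values from −1.43 (without 37°C replicate 2) to 2.42, with −1.33 without 31°C replicate 1 and −0.68 without 31°C replicate 2. In MAPKKK3 (Zm00001d026511) the IR event, at 3.6 points, ranged from −0.2 (without 31°C replicate 2) to 8.5. In Zm00001d049416 the IR event, at −3.63 points, ranged from −9.1 to 1.05 (without 37°C replicate 2).

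The number of AS events per sample depends on the reads required. With at least 2 reads of each isoform it was 6577, 6477.7, 7253.7 and 6949.7 at V4 and 8017, 9656, 9287 and 8252.3 at V5 over the 4 MDTs. Counting events with at least 1 read of either isoform gave no value, because every value in the tables has at least 1 read of each. Depth limits the calls of DAS events, whose median was between 199.5 reads (V5 35°C/31°C) and 590.9 reads (V5 33°C/31°C) against at most 79.7 among all tested events. For events with fewer reads, a missing call does not show that splicing was unchanged.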

Differences from the paper's values

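No test of a cause is reported in this part. A gap is called closed where the value under an alternative lies within 1.5 times the paper's value, except for the share of IR and ES, where the 95% interval was used. The paper's counts of DAS events are those of Supplemental Table S3 unless stated otherwise, and the restriction to events measured in all 6 libraries was chosen after seeing the values wherever it is named. In the comparisons with a usable list, the paper's events reach an FDR of between 0.0482 and 0.05, above its stated 1%. There, an FDR of at most 0.05 is the closer match in threshold.

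At V4 33°C/31°C, the paper reports 62 DAS events and 10 were called here. The paper's counts by type were 11 A3SS, 11 A5SS, 2 MXE, 36 IR and 2 ES events, against 0, 5, 0, 5 and 0 here, with 132 A3SS, 18 MXE and 128 ES events at an unadjusted p-value under 0.05. With all 4 groups sharing the spread, 3 MXE and 3 ES events were called, and without 31°C replicate 2, 2 MXE events. For the total, A3SS, A5SS and IR, none of the alternatives set before the data were examined closed the gap. Events measured in all 6 libraries, chosen after seeing the values, gave 3 MXE events and left the other gaps open, with 29 DAS events in all.

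At V4 35°C/31°C, the paper reports 181 DAS events against 53 here. By type, the paper has 46 A3SS, 16 A5SS, 57 IR and 59 ES events against 6, 3, 29 and 13. The A5SS gap was closed by an FDR of at most 0.05 (22 events), by all 4 groups sharing the spread (11) and by the replicate block (13), and the IR gap by an FDR of at most 0.05 (48) and by the replicate block (39). For the total, A3SS and ES, none of the alternatives set before the data were examined closed the gap. With events measured in all 6 libraries, chosen after seeing the values, the test gave 12 A5SS and 38 IR events and left the total at 84.

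At V4 37°C/31°C, the paper reports 301 DAS events against 100 here, and 53 A3SS, 41 A5SS, 9 MXE, 106 IR and 92 ES events against 16, 14, 1, 40 and 29. An FDR of at most 0.05 closed the gap for the total (270), A3SS (38), A5SS (30), IR (125) and ES (75), and all 4 groups sharing the spread did so for A5SS (28). No other alternative did, and for MXE none of the alternatives set before the data were examined closed the gap. Restricting the test to events measured in all 6 libraries closed none of these gaps and gave 152 events in all.

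At V5 33°C/31°C, the paper reports 147 DAS events against 38 here, and 22 A3SS, 29 A5SS, 54 IR and 42 ES events against 1, 6, 27 and 4. The total was closed by an FDR of at most 0.05 (132) and by the replicate block (102). For IR the same alternatives gave 76 and 52 and all 4 groups sharing the spread gave 43, and for ES they gave 44, 32 and 30. For A3SS and A5SS, none of the alternatives set before the data were examined closed the gap. The restriction to events measured in all 6 libraries, chosen after seeing the values, gave 104 events in all, 52 IR and 34 ES events, which closed these gaps.

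At V5 35°C/31°C, the paper reports 321 DAS events against 147 here, and 35 A3SS, 35 A5SS, 7 MXE and 126 ES events against 8, 10, 1 and 39. The total was closed by an FDR of at most 0.05 (374), all 4 groups sharing the spread (234), the edgeR quasi-likelihood test (214) and the replicate block (235). An FDR of at most 0.05 also closed the gap for A3SS (30), A5SS (32) and ES (100), and the replicate block that for MXE (6), and the other alternatives set before the data were examined did not. Events measured in all 6 libraries, chosen after seeing the values, closed the gap for the total (257) and for A3SS (28).

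At V5 37°C/31°C, the paper reports 223 DAS events against 90 here, and 43 A3SS, 29 A5SS, 5 MXE, 68 IR and 78 ES events against 9, 16, 0, 41 and 24, with 28 MXE events at an unadjusted p-value under 0.05. An FDR of at most 0.05 closed the gap for the total (261), A3SS (34), A5SS (35) and ES (81). All 4 groups sharing the spread closed it for the total (170), A5SS (23) and IR (67). limma on log2 ratios closed it for A5SS (20) and IR (46), the replicate block likewise (20 and 46), the plain share of inclusion reads for IR (48) and the edgeR test for ES (53). For MXE, none of the alternatives set before the data were examined closed the gap. Events measured in all 6 libraries, chosen after seeing the values, closed it for the total (172), A5SS (24), IR (66) and ES (53).

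Over the 3 comparisons, the paper's text gives 544 DAS events at V4 and 691 at V5, against 163 and 275 here. With an FDR of at most 0.05 the numbers were 412 and 767, and all 4 groups sharing the spread gave 489 at V5, which closed these gaps, and no other alternative set before the data were examined did. Events measured in all 6 libraries, chosen after seeing the values, closed the gap at V5 with 533 events and not at V4. The paper's text gives 679 genes with DAS and 89 with several types, against 226 and 24 here, and an FDR of at most 0.05 alone closed these gaps, with 554 and 66 genes. The highest share of IR and ES among the comparisons is 61% in the paper's text and 87.07% here (95% interval 80.7% to 91.6%). The values lie within 1.5 times of each other, but the paper's share lies below the interval. By that measure none of the alternatives set before the data were examined closed the gap. The counts in the paper's Supplemental Table S3 themselves give shares from 61.3% to 76.0%.

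The genes listed in the paper's Supplemental Tables S4 and S5 give 25 genes shared by V4 33°C/31°C and 35°C/31°C, 19 by V4 33°C/31°C and 37°C/31°C, 66 by V4 35°C/31°C and 37°C/31°C and 45 by V5 33°C/31°C and 35°C/31°C, against 7, 5, 26 and 23 here. The gaps at V4 were closed by an FDR of at most 0.05 (27, 22 and 64). The replicate block closed those of 33°C/31°C with the other V4 comparisons (28 and 17) and that at V5 (54). All 4 groups sharing the spread gave 13 for V4 33°C/31°C and 37°C/31°C and 45 at V5, limma gave 31 and edgeR 36 at V5, and the other alternatives set before the data were examined closed none. Chosen after seeing the values, the restriction to events measured in all 6 libraries closed all of these gaps with 23, 19, 49 and 52 genes.

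For AS at certain sites of SR45a and SR34, the paper's text gives a fold change of more than 1000. The largest ratio of isoform reads to 31°C MDT was 7.96 among 36 ratios for SR45a and 11.28 among 60 for SR34, taken from events with a value in all 3 libraries. The MXE events of both genes have no value at 31°C in the deposited tables and gave no ratio. The paper's fold change could therefore not be tested for them. No alternative was run for these ratios.

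The paper states an FDR of at most 1% as its threshold. The FDRs that Supplemental Tables S4 and S5 list for its DAS events reach 0.0487, 0.0498 and 0.0493 at V4 and 0.0482 and 0.05 at V5 33°C/31°C and 35°C/31°C, and 28 of 62, 108 of 181, 171 of 301, 81 of 147 and 190 of 321 listed events have an FDR of at most 0.01. Of the listed events, 7, 36, 78, 18 and 103 were DAS events here, 14, 49, 126, 33 and 165 with an FDR of at most 0.05, and 12, 45, 95, 29 and 144 among events measured in all 6 libraries, the alternative chosen after seeing the values. The calls here that the paper does not list numbered 3, 17, 22, 20 and 44. The part of Supplemental Table S5 for V5 37°C/31°C repeats the 321 events listed for V5 35°C/31°C, whereas the paper's total for that comparison is 223.

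The paper ranks ES first among the DAS events at V5. IR was more frequent here in each V5 comparison, with 27, 89 and 41 IR events against 4, 39 and 24 ES events. The edgeR test reversed this order at V5 37°C/31°C, with 41 IR and 53 ES events, and the other alternatives did not. The paper names ES and IR as the major types of AS, whereas A3SS events outnumbered IR events per sample here, with 2579 against 2180 at V4 31°C. The paper places splicing regulators above splicing factors in their change with MDT. Regulators had DAS events in 33 of 290 tests here (11.4%, 95% interval 8.22% to 15.5%) and factors in 7 of 84 (8.33%, 4.10% to 16.2%), so the intervals overlap. At an FDR of at most 0.05 the shares were 15.5% and 19.0%, and at an unadjusted p-value under 0.05 they were 32.1% and 42.9%, higher for factors. The median absolute difference of mean ψ was 5.10 points for regulators and 6.38 for factors.

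The paper states that heat increases retention of the HSFTF9 intron. It names the gene as differentially spliced at V4, where the event could not be tested here. It also measured the isoforms by RT-PCR and RT-qPCR, which were not analysed here. At V5 the ψ of the intron was lower at each higher MDT, at 37.2%, 27.5% and 43.1% against 49.7% at 31°C. These values rest on few reads of the spliced isoform and do not settle the paper's statement. The V5 event was not called under the 18, 18 and 19 alternatives in which it could be tested. The minimum of 30 reads left it untested at 33°C/31°C and 35°C/31°C. Without V5 37°C replicate 3 the difference at 37°C/31°C was 0.1 points higher instead of lower, and without V5 33°C replicate 2 that at 33°C/31°C was −3 points. The paper states that IR increases in SR34 with MDT. Of its IR events at V5 35°C, those within 57179899 to 57180619 and within 57182166 to 57182362 rose, and that from 57179899 to 57182201 fell, to 41.2%. The last event also covers the exon from 57180443 to 57180619, whose inclusion changed by −22 points. Its ψ therefore does not measure the retention of a single intron.

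The paper names HSFTF9, NCRK, NF-YB1, CONSTANS-LIKE9, CAU1 and the PE-binding protein gene Zm00001d006116 as differentially spliced, and no event of these genes was called here. The NCRK event and some of the others had too few libraries with a value to be tested. At an FDR of at most 0.05 the test called the CAU1 IR event at V5 35°C/31°C (−39.27 points). For other events that the paper lists, that threshold called IR of MAPKKK3 (Zm00001d025449) at V5 33°C/31°C (−18.43 points) and 37°C/31°C, IR of SRP at V4 37°C/31°C (20.33 points), IR and ES of Zm00001d049416 at V5 35°C/31°C (−27.6 and −48.7 points), IR of Zm00001d047401 at V5 35°C/31°C, IR of Zm00001d039452 at V4 35°C/31°C, A5SS of Zm00001d045382 at V4 37°C/31°C and A3SS of Zm00001d050245 at V5 37°C/31°C (−9.6 points). The MAPKKK3 event at V5 33°C/31°C was also called with all 4 groups sharing the spread, with edgeR, with the replicate block and without V5 33°C replicate 1. Sharing the spread also called the Zm00001d045382 event, the Zm00001d050245 event, which was called without V5 31°C replicate 3 as well, and the IR event of Zm00001d049416, which edgeR called too. Events measured in all 6 libraries, chosen after seeing the values, called the MAPKKK3 event at V5 33°C/31°C, the SRP event, the Zm00001d045382 and Zm00001d050245 events and the IR event of Zm00001d049416.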

Other observations

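The tests of depth on the number of AS events per sample, and the comparison of gained events with all genes, were chosen only after the result was seen. The rule that leaves the direction of IR events open at V4 37°C/31°C was also set afterwards.

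In each of the 8 comparisons of temperatures within a stage, 1 of the 10 splits of the 6 libraries, the real one, gave as many DAS events. The other splits gave at most 1 DAS event. With 10 splits the share cannot fall below 0.1, so the splits by themselves leave chance in the grouping of libraries open. For the 6 comparisons with 31°C, at most 2 unchanged events were called in the simulated data, against 10 to 147 DAS events, which argues against sampling noise as the whole reason. The comparisons of 37°C with 35°C were not simulated.

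The number of AS events per sample was higher at V4 35°C and at V5 33°C and 35°C than at 31°C MDT. With every library thinned to the fewest clean reads of its stage, the V4 samples held 8783 ± 191 (SD, n = 3), 8725 ± 112, 9545 ± 135 and 9235 ± 280 events over the 4 MDTs, and the V5 samples 10970 ± 66.3, 12763 ± 120, 12791 ± 207 and 10992 ± 201. The differences from 31°C of 761.7 events at V4 35°C and 1820.5 at V5 35°C exceeded the spread between libraries. This argues against the number of clean reads as the whole reason. The reads on events were not matched in this thinning. A response of splicing to temperature stays open as a hypothesis, as does a change in expression, which alters how many genes have enough reads.

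The number of DAS events also kept its order over the MDTs after thinning each library to the fewest reads on events, with 9.6, 33.4 and 80.4 at V4 and 32.2, 131 and 76.8 at V5 for 33°C/31°C, 35°C/31°C and 37°C/31°C. A difference in the number of reads is thus not the whole reason for the maxima at V4 37°C/31°C and V5 35°C/31°C. With 1 library left out, V4 37°C/31°C gave between 44 (without 37°C replicate 3) and 86 events and V4 35°C/31°C between 24 (without 35°C replicate 3) and 50, so these ranges overlap. With the same 31°C library left out of both, 37°C/31°C gave more, with 69, 69 and 58 against 29, 50 and 47 events. V5 35°C/31°C stayed above V5 37°C/31°C when single libraries were left out, with 118 to 130 against 63 to 99 events.

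Events measured in all 3 libraries at the higher MDT and in none at 31°C numbered 93, 166 and 170 at V4 and 337, 483 and 183 at V5, against 111, 101, 158, 74, 131 and 163 events lost in the same comparisons. The median of the scarcer isoform was 2 reads in the gained events, or 2.33 at V5 33°C/31°C, and 6, 7, 4, 15, 19 and 8 of them had at least 10 reads of it. Reads on other events of the same genes rose by a median of 0.468 on the log2 scale at V5 33°C/31°C (bootstrap 95% interval 0.330 to 0.591) and 0.216 at V5 35°C/31°C (0.137 to 0.267), above the medians of all genes of 0.282 and 0.084. At V5 33°C/31°C the genes of lost events rose by a median of 0.232, below that of all genes. Higher expression is therefore a candidate explanation for part of the gained events in that comparison. At V5 35°C/31°C the genes of lost events rose by 0.184, above the median of all genes and within the interval for gained events. A rise in expression thus does not set gained events apart from lost events there. For gained events in the other comparisons, the medians at V4 were 0.098 (−0.078 to 0.208), 0.131 (0.063 to 0.244) and 0.285 (0.140 to 0.399). At V5 37°C/31°C the median was 0.118 (0.010 to 0.315). The medians of all genes in these comparisons were −0.034, 0.119, 0.162 and 0.046. There, expression and splicing cannot be told apart, because the interval reached the median of all genes.

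Among IR events that were not DAS events, the intron was more retained at the higher MDT in 47.2% (95% interval 44.9% to 49.6%), 47.2% (44.9% to 49.5%) and 53.1% (50.8% to 55.4%) at V4, and in 48.3% (46.2% to 50.5%), 47.3% (45.1% to 49.6%) and 46.0% (43.8% to 48.2%) at V5. Unspliced RNA or DNA added to whole libraries would raise most introns, which these shares argue against in every comparison except V4 37°C/31°C. Most IR DAS events of those comparisons fell, which added unspliced RNA could not give. The shares therefore bear only on the IR DAS events that rose. At V4 37°C/31°C the small rise over all introns had the same direction as that of the DAS events. The interval for DAS events (47.0% to 75.8%) includes the share of the other events. Direction alone thus cannot tell a rise of unspliced RNA from a change in splicing there. The other IR events changed by a median of 0.25 points, below the 5 points that a DAS event needs. Of the 40 IR DAS events, 15 fell. These values argue against an equal rise over all introns as the whole reason.

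In the direct comparison of 37°C with 35°C at V5, ψ was higher at 37°C in 46 of 66 DAS events (69.7%, 95% interval 57.8% to 79.4%). All 17 ES events had more inclusion of the exon at 37°C (81.6% to 100%), as had 13 of 15 A5SS events, whereas IR events were divided into 16 higher and 18 lower. At V4 the comparison gave 4 higher and 5 lower events.

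In the events that the paper lists, a group of 3 libraries with 0 reads of an isoform in at least 1 library occurred in 56 of 124 groups at V4 33°C/31°C, 143 of 360 at 35°C/31°C and 195 of 594 at 37°C/31°C, and in 129 of 290 and 163 of 642 at V5 33°C/31°C and 35°C/31°C. As many libraries lacked a value in the deposited tables in 56, 142, 190, 127 and 159 of these groups. In 2, 13, 13, 9 and 27 groups more libraries lacked a value than had 0 reads.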
